# Neural Tissue‐Like, not Supraphysiological, Electrical Conductivity Stimulates Neuronal Lineage Specification through Calcium Signaling and Epigenetic Modification

**DOI:** 10.1002/advs.202400586

**Published:** 2024-07-10

**Authors:** Yu‐Meng Li, Yunseong Ji, Yu‐Xuan Meng, Yu‐Jin Kim, Hwalim Lee, Amal George Kurian, Jeong‐Hui Park, Ji‐Young Yoon, Jonathan C. Knowles, Yunkyu Choi, Yoon‐Sik Kim, Bo‐Eun Yoon, Rajendra K. Singh, Hae‐Hyoung Lee, Hae‐Won Kim, Jung‐Hwan Lee

**Keywords:** calcium signaling, electrical conductivity, epigenetic change, neural lineage specification

## Abstract

Electrical conductivity is a pivotal biophysical factor for neural interfaces, though optimal values remain controversial due to challenges isolating this cue. To address this issue, conductive substrates made of carbon nanotubes and graphene oxide nanoribbons, exhibiting a spectrum of conductivities from 0.02 to 3.2 S m^−1^, while controlling other surface properties is designed. The focus is to ascertain whether varying conductivity in isolation has any discernable impact on neural lineage specification. Remarkably, neural‐tissue‐like low conductivity (0.02–0.1 S m^−1^) prompted neural stem/progenitor cells to exhibit a greater propensity toward neuronal lineage specification (neurons and oligodendrocytes, not astrocytes) compared to high supraphysiological conductivity (3.2 S m^−1^). High conductivity instigated the apoptotic process, characterized by increased apoptotic fraction and decreased neurogenic morphological features, primarily due to calcium overload. Conversely, cells exposed to physiological conductivity displayed epigenetic changes, specifically increased chromatin openness with H3acetylation (H3ac) and neurogenic‐transcription‐factor activation, along with a more balanced intracellular calcium response. The pharmacological inhibition of H3ac further supported the idea that such epigenetic changes might play a key role in driving neuronal specification in response to neural‐tissue‐like, not supraphysiological, conductive cues. These findings underscore the necessity of optimal conductivity when designing neural interfaces and scaffolds to stimulate neuronal differentiation and facilitate the repair process.

## 1 Introduction

During the tissue regeneration process, adult stem cells migrate away from their specific niche, subsequently engraft and differentiate, sensing the extracellular matrix (ECM).^[^ ^1^, ^2^ ^]^ Among the various physicochemical properties of the ECM influencing stem cell behaviors, electrical conductivity stands out as a significant biophysical cue.^[^ ^3^ ^]^ Native tissues, including nerves, exhibit electrical conductivity ranging up to ≈ 0.6 S m^−1^, depending on tissue type, anatomical location, and directionality.^[^ ^4^, ^5^ ^]^ Neural stem cells demonstrate an ability to adapt to electrical conductivity, differentiating into various neural lineages, including neurons, astrocytes, and oligodendrocytes.^[^ ^6^ ^]^ While mechanisms governing the perception of electrical conductivity remain largely unexplored, some ion channels localized at the plasma membrane are considered the initial responders.^[^ ^7^ ^]^

To accelerate nerve regeneration through stimulation of stem cells, a range of electroconductive substrates have thus been developed, including conductive biopolymers, carbon‐based materials, and metals. It has been largely observed that higher electroconductivity can enhance the neuronal specification of stem cells and neural regeneration.^[^ ^8^, ^9^, ^10^, ^11^ ^]^ However, the specific impact of electrical conductivity remains intertwined with other substrate parameters, like surface topology/roughness, material composition, and cell‐binding ligands. Consequently, a detailed examination of the direct effects of matrix electrical conductivity remains pending.^[^ ^12^, ^13^ ^]^

Cells sense and integrate biophysical cues from ECM to convert them into biochemical signals, including ion influx, activation of a signaling pathway, and transcriptional regulation, which ultimately govern gene expression and cell fate decisions.^[^ ^14^, ^15^, ^16^ ^]^ Within this cell‐ECM signaling process, not only cytoskeletal components but the nuclear elements, such as chromatins,^[^ ^17^ ^]^ are modified, ultimately influencing the expression of genes and their fate like apoptosis and lineage specification.^[^ ^18^ ^]^ This phenomenon has been observed across various cell types, including epithelial cells, fibroblasts, and mesenchymal stem cells.^[^ ^18^, ^19^, ^20^, ^21^, ^22^, ^23^, ^24^, ^25^, ^26^ ^]^ In the context of neural stem cells, nuclear chromatin modification has also been recognized as a significant phenomenon in both the development and the regeneration of neural tissues, such as the brain, spinal cord, and peripheral nerves.^[^ ^27^, ^28^, ^29^ ^]^ However, the question of whether electrical conductivity can lead to chromatin modification and how this phenomenon is linked to neural regeneration remains unanswered.

To this end, we aim to examine the specific impact of electrical conductivity on neural stem/progenitor cell (NSPC) lineage specification and functionality, by using substrates made of carbon nanotube (CNT) and graphene oxide nanofiber. This combination of carbon‐based materials offers a controlled range of conductivity, ranging from 0.02 to 3.2 S m^−1^, covering both “physiological” and “supraphysiological” conductivity levels. Importantly, we can isolate this conductivity from other decisive physicochemical variables, such as surface roughness, cell‐binding ligands, and compositional elements.^[^ ^30^ ^]^ Interestingly, we found that physiological conductivity (0.02–0.1 S m^−1^) promoted neuronal differentiation of NSPCs to a greater extent than supraphysiological conductivity (3.2 S m^−1^). We further identified that supraphysiological conductivity induced an apoptotic process driven by hyperactive intracellular calcium dynamics, whereas physiological conductivity resulted in a balanced intracellular calcium response. Of note, upon physiologically conductive substrates, cells displayed open chromatin structures characterized by H3acetylation (H3ac) and neurogenic transcription factor activation. Our findings highlight the significance of employing conductivity levels that mirror physiological conditions when designing neural interfaces and scaffolds to stimulate neuronal differentiation and facilitate the neural repair process.

## 2 Results and Discussion

### 2.1 Control Over Electrical Conductivity (Physiological versus Supraphysiological) Together with Decoupled Physicochemical Properties

To study the specific roles of electrical conductivity in neural cell behaviors while decoupling other biologically influential parameters, we designed 2D carbon‐based materials.^[^ ^31^ ^]^ 3D conductive scaffolds that better mimic the native neural tissue environment while varying conductivity range were warranted as future work.^[^ ^32^, ^33^ ^]^ The electrical conductivity was precisely tuned independently of surface roughness, cell adhesive protein density, and substrate compositional element. Our chosen platform consisted of multi‐wall CNT and graphene oxide nanoribbon (GONR), which was subjected to an oxidation process (using KMnO_4_ and H_2_SO_4_) to precisely modulate the electrical conductivity (**Figure** **1**A).^[^ ^34^ ^]^ With increasing oxidation duration up to 48 h, the electrical conductivity progressively decreased from ≈ 800 to ≈ 0.02 S m^−1^ (Figure 1B). This decrease was linked to a reduction in free electrons, predominantly derived from the C─C bond in CNTs, which decreased from 62% to 46% due to the accumulation of oxygen functional groups, as revealed by XPS (Figure S1A, Supporting Information).

**Figure 1:**
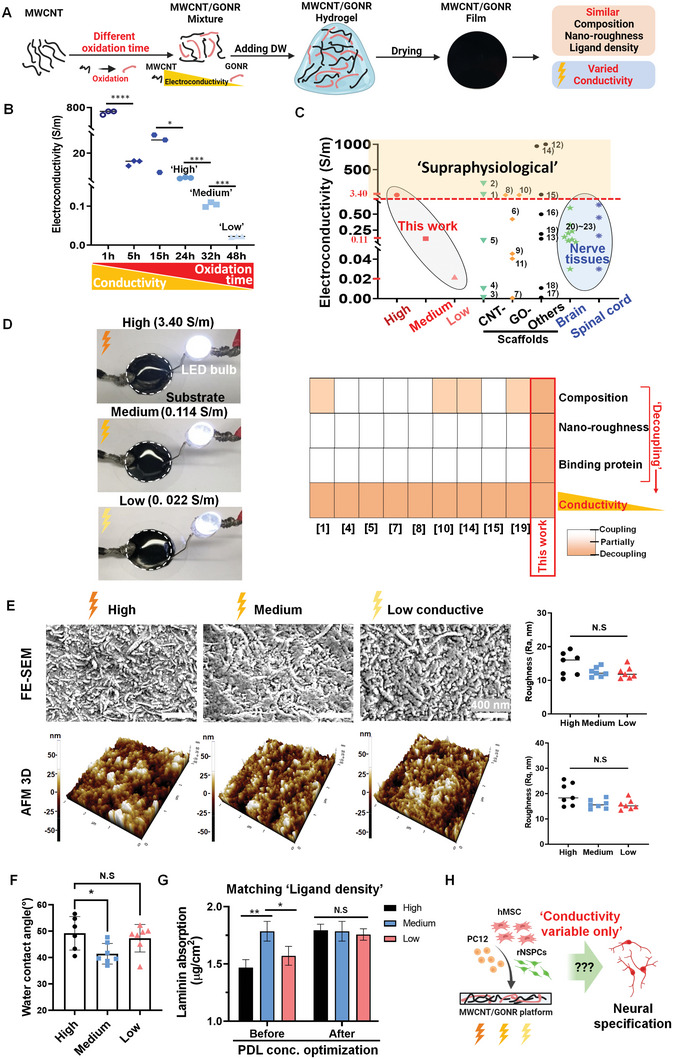
The physiochemical characterization of various electroconductive carbon substrates for investigating neural lineage specification depending solely on the electrical conductivity. A) Schematic illustration of fabrication procedure via different oxidation of MWCNT. B) The electroconductive properties of the carbon films under different oxidation times. C) The electrical conductivity of this work compared to other publications and its unique advantages (Same component, similar nano‐roughness, ECM protein absorption amount) were portrayed, decoupling other key influential parameters to study the electrical conductivity effects solely. The detailed electrical conductivity values of the electroconductive scaffolds from the references are listed in Table S1 (Supporting Information). D) The electrical conductivity was examined by LED light visualization and the four‐probe detection method. A white dot circle from each picture, indicates a substrate with different electroconductivity. E) The surface morphology and roughness characterization by FE‐SEM and AFM, reveals similar topology and roughness. F) The hydrophilicity by the water contacts angle analysis. G) Optimization of laminin‐binding amount for different electroconductive carbon films. H) Schematic illustration demonstrated the motivation point of this study. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (ANOVA and Tukey posthoc test after confirming normality and distribution symmetry by Shapiro‐Wilk test at a level of 0.05). N.S. indicated there was no significant difference between groups. The statistical analysis between “Medium” and “Low” in Figure 1D was separately performed by t‐test due to an extensive range discrepancy in values among groups.

Upon the conductive substrates, we employed neuronal PC12 cells to evaluate the initial cell adhesion behavior. Notably, PC12 cells displayed significantly reduced cell adhesion on substrates with higher conductivity exceeding ≈ 4 S m^−1^, indicative of neurotoxicity (Figure S1B, Supporting Information). To determine the appropriate conductive range for our experiments, we compiled data from key recent reports that focused on neural (stem) cell lineage specification and neural regeneration, along with measurements of conductivity in native nerve tissues (Figure 1C). Approximately 63% (12/19) of these studies demonstrated enhanced neural differentiation in conditions mimicking native nerve tissue conductivity (0.03–0.6 S m^−1^).^[^ ^5^, ^35^, ^36^, ^37^, ^38^, ^39^, ^40^, ^41^, ^42^, ^43^, ^44^, ^45^, ^46^, ^47^, ^48^, ^49^ ^]^ However, other studies revealed a preference for neurogenesis on “supraphysiological” conductivity, despite the concerns of neurotoxicity.^[^ ^11^, ^43^, ^50^, ^51^, ^52^, ^53^, ^54^ ^]^ Many of these studies compared their results with non‐conductive tissue culture plates and failed to decouple key parameters governing neural cell fate specification, such as substrate composition, nanoscale roughness, and the quantity of cell adhesion proteins, while varying the conductivity. This led to an incomplete understanding of the role of electrical conductivity (Figure 1C).

Thus, we choose to encompass not only “native neural tissue‐like (≤ 0.6 S m^−1^)”, but also “supraphysiological (> 1 S m^−1^)” conductivity to gain a comprehensive understanding. To ensure that our initial cell adhesion assay did not involve neurotoxic conditions (i.e., oxidation duration less than 24 h), which might adversely affect cell fate determination, we selected “native nerve tissue” conductivity (“Medium (0.104 S m^−1^)” from 32 h oxidation and “Low (0.022 S m^−1^)” from 48 h oxidation) as well as “supraphysiological” conductivity (“High (3.22 S m^−1^)” from 24 h oxidation). These conditions were chosen while maintaining consistent compositions (carbon‐based), nanoscale roughness, and the amount of engrafted ECM protein, specifically laminin, on the substrates.

Raman spectrum analysis of the substrate surfaces revealed a slight increase in the intensity ratio of the D to G band, indicating reduced crystallinity within the graphitic layer due to increased oxidation.^[^ ^55^ ^]^ Additionally, high‐resolution X‐ray diffraction confirmed the presence of augmented oxidation functional groups from GONR within the “Medium” and “Low” substrates while decreasing peaks associated with MWCNT (Figure S2A and B, Supporting Information). The electrical conductivity of carbon substrates was assessed with a 4‐probe conductivity detection method with LED lighting, showing a gradual reduction in conductivity over oxidation (Figure 1D). We also conducted surface morphology and nano‐roughness assessments through field‐emission scanning electron microscopy and atomic force microscopy. These analyses confirmed the similarity in nano‐roughness across the various electroconductive carbon films (Figure 1E; Figure S2C, Supporting Information). Surprisingly, despite similar hydrophilicity (Figure 1F; Figure S2D, Supporting Information), a noticeable difference was observed in the absorbance of neuronal ECM protein, laminin. To address this discrepancy, we adjusted the pre‐coating material (poly‐D‐lysine) to ensure comparable laminin engrafting amounts among the groups (Figure 1G). Of note, the development of new conductive materials allowing direct neural cell adhesion could further enhance our understanding of the interplay between electrical conductivity and neural cell behavior. Stiffness, which can modulate stem cell fate, of bare substrates was similarly detected among the groups as 0.5–0.8 GPa, which is supraphysiologic compared to that of neural tissues (0.5–2 kPa) (Figure S3, Supporting Information).^[^ ^56^, ^57^ ^]^ For future studies, it would be beneficial to develop stiffness‐matched, hydrogel‐based conductive materials with tunable conductivity.^[^ ^58^ ^]^ In summary, we have successfully controlled the electroconductivity levels (from neural‐tissue‐like to supraphysiological) with good cell viability while decoupling other parameters, based on the oxidation degree using a carbon‐based platform. This allows us only to explore the potential effects of electrical conductivity (spanning from 0.02 to 3.2 S m^−1^), including the range found in native neural ECM, after decoupling other influential parameters that affect neural cell behaviors (Figure 1H).

### 2.2 Electroconductivity Resembling Neural Tissues Stimulates Neuronal Differentiation

To investigate the potential modulatory effects of electroconductive platforms on neural differentiation, we employed PC12 cells as an initial screening model due to their well‐established neurogenic response, while acknowledging the limitations of using a neuroblastoma‐derived cell line.^[^ ^59^, ^60^ ^]^ Contrary to prevailing assumptions about electrical conductivity, it was the neural tissue‐like conductivity (coded as “Medium” and “Low”), not supraphysiological conductivity (“High”), that demonstrated enhanced cellular adhesion and a greater number of neural branches at 24 h in the growth conditions (Figure S4, Supporting Information). This observation challenges the conventional belief that higher electrical conductivity is always a critical factor in designing neural scaffolds and interfaces. One recent report has highlighted that higher electrical conductivity is not always beneficial for the behaviors of cortical neurons, such as growth, maturation, and neuronal network activity, prompting us to investigate deeper into this phenomenon.^[^ ^12^, ^61^ ^]^

Next, we examined the effects of electrical conductivity on neurogenesis. For this, we employed spontaneous neural differentiation of NSPCs derived from rats without the addition of exogenous supplements, following the confirmation of NSPC characteristics on the tissue culture plate (**Figure** **2**A; Figure S5, Supporting Information). Before differentiation, NSPCs maintained stemness regardless of substrates (Figure S6, Supporting Information). After a 6‐day differentiation period, we evaluated the differentiation into the three representative neural lineages using markers Tuj1 (neuron), O4 (oligodendrocyte), and GFAP (astrocyte) (Figure 2B,C; Figure S7, Supporting Information). We observed accelerated differentiation toward neurons and oligodendrocytes (but not astrocytes) in the groups with lower conductivity when compared to the “High” conductivity group. Gene expression results corroborated these trends, exhibiting enhanced expression of Tuj1 and O4 genes with reduced astrogenic GFAPexpression in neural tissue‐like conductivity. Neurofilament staining at day 6 of differentiation confirmed enhanced neural differentiation on neural tissue‐like electrical conductivity (“Medium” and “Low”, Figure S8, Supporting Information). These findings align with another study demonstrating that higher electrical conductivity induced a higher propensity for astrogenesis in electroconductive hydrogels.^[^ ^13^ ^]^ In addition, our examination of conductivity‐dependent neuronal (not astrogenic) lineage specification at 12 days (Figure S9, Supporting Information) further confirmed the crucial role of conductivity in controlling neural stem cell specification over the course of several days.

**Figure 2:**
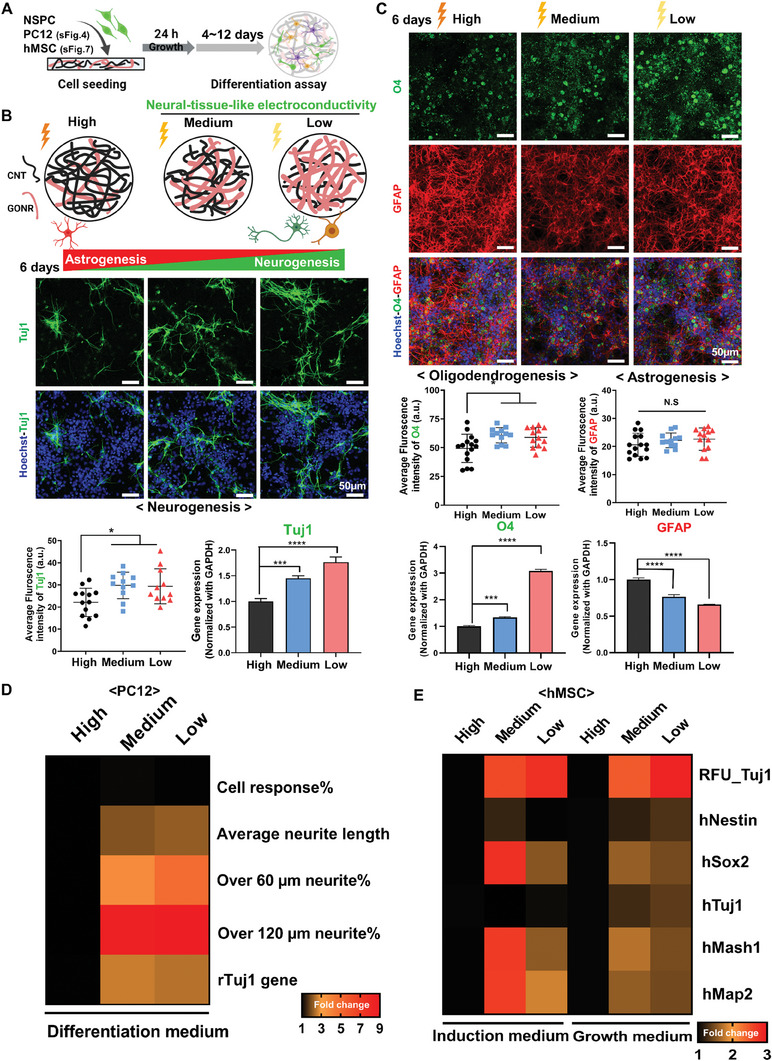
Neuronal differentiation is enhanced on neural tissue‐like electrical conductivity. A) A schematic figure illustrates the experimental procedure. B) The neuronal differentiation of rat NSPC was examined by immunostaining and gene expression of the neuronal maker Tuj1 after culture in the spontaneous differentiation conditions under growth factors withdrawal media for 6 days. C) The neuroglial differentiation of rat NSPCs by immunostaining and qPCR at differentiation day 6, including oligodendrocyte maker O4 and astrocyte maker GFAP. D) Heatmap from PC12 cell response and neurogenic gene expression under neurogenic differentiation under 100 ng mL^−1^ NGF after 4 days culture. All values are normalized to that of “High”. E) Heatmap from immortalized hMSC cell response and neurogenic gene expression under neuronal induction or growth medium. All values are normalized to that of “High”. RFU is a relative fluorescence unit from immunofluorescent staining. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (ANOVA and Turkey posthoc test after confirming normality and distribution symmetry by Shapiro‐Wilk test at a level of 0.05). N.S. indicated there was no significant difference between groups.

To further validate our findings and explore the effects of electrical conductivity on human stem cells, we extended our examination to neuronal PC12 cells and immortalized human mesenchymal stem cells (MSCs),^[^ ^62^, ^63^, ^64^ ^]^ as the latter provide a relevant model for investigating human stem cell responses. Neurogenesis, including neurite growth, neurogenic elongated morphology, and the expression of neurogenic genes, was also enhanced in “Medium” and “Low” conductivity than the “High” counterpart under differentiation or neurogenic induction conditions. This reaffirms the pivotal role of electrical conductivity in guiding neurogenesis^[^ ^21^, ^65^ ^]^ (Figure 2D,E; Figures S10 and S11, Supporting Information). As aforementioned, the amount of ECM was found to impact neuronal differentiation in both pro‐neurogenic “Low” and less‐neurogenic “High” electroconductive substrates, emphasizing the importance of controlling the amount of ECM engrafted for investigation into the effects of electrical conductivity (Figures S12 and S13, Supporting Information). In summary, after decoupling other parameters from the electrical conductivity, we conclude that electrical conductivity governs neural cell lineage specification. Specifically, conditions resembling neural tissue‐like conductivity induce pro‐neurogenic cell responses rather than supraphysiological conductivity.

### 2.3 Differential Electrical Conductivity Leads to Distinct RNA Profiles Associated with Cell Fate

To gain insight into the behaviours of NSPCs on different electrical conductivity conditions, we conducted a comprehensive examination of overall transcriptional profiles after culturing for 24 h (**Figure** **3**A). 

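The transcriptional profiles come from 6 RNA-seq libraries of rat neural stem/progenitor cells (NSPCs), which are multipotent cells that give rise to neurons, astrocytes and oligodendrocytes. There were 2 libraries for each of 3 carbon films, the “High” film at 3.22 S/m, the “Medium” film at 0.104 S/m and the “Low” film at 0.022 S/m, made by 24, 32 and 48 h of oxidation. The cells were collected after 24 h, and the libraries were made with QuantSeq, which primes reverse transcription on the poly(A) tail and sequences the 3′ end of each transcript, so that counts do not grow with transcript length. No label or text gives a batch for these libraries, so a film cannot be separated from how its 2 libraries were prepared. For RNA isolation the sample labels name Trizol where the methods name a Ribospin kit. The authors aligned the reads with Bowtie2, counted unique and multiple alignments on each gene with Bedtools, and deposited these counts without normalization. Reads that align to several near-identical genes therefore reach more than 1 gene, and values for families such as actins, tubulins, heat shock proteins and ribosomal RNA are uncertain to that extent. The paper's text does not name the genome build, so genes are identified by symbol alone and without coordinates.

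The libraries held 5478066 and 5412882 counts for High, 5124863 and 5914540 for Medium, and 6213676 and 5460031 for Low. Of the 17048 rows in each deposited table, which stand for 16881 gene symbols, 7135 and 6724 had a count in the 2 High libraries, 5355 and 7809 in Medium, and 6689 and 7214 in Low. Ribosomal RNA rows took 26.1% and 38.4% of the counts in High, 7.27% and 13.0% in Medium, and 7.16% and 7.64% in Low. These rows were kept, and edgeR's TMM factors, which ran from 0.777 in High replicate 2 to 1.14 in Medium replicate 1, were used to bring the libraries to one scale, given as TMM-normalized CPM (counts scaled to a library of fixed size). Many rows had 0 counts in 1 replicate and at least 50 in the other, namely 1420 rows in High, 2084 in Medium and 1408 in Low. With the authors' counts there are no molecular identifiers, so amplified copies of 1 RNA molecule cannot be separated from independent molecules, and intervals or floors drawn from counts cover counting error only.

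From the counts, 7729 genes (rows that passed edgeR's filterByExpr at its defaults) were tested with edgeR's quasi-likelihood test, with all 6 libraries sharing one estimate of the spread and Benjamini-Hochberg adjustment over the genes tested. The common dispersion was 2.04, a biological coefficient of variation of 1.43, which is wide and rests on 3 residual degrees of freedom. Libraries were also simulated with the spread fitted at each level of expression, and 200 genes with at least 1000 expected counts were changed. At 3-fold, 36.9 of the 200 were recovered on average over 10 draws beside 10.3 false calls, and at 1.5-fold 0.1 of the 200. Recovery of genes with fewer counts was not tested. The contrast that follows the paper's grouping of “Low” and “Medium” as neural tissue-like conductivity is the mean of these groups against High, and log2 fold changes refer to it unless another contrast is named. A positive value means higher in Low and Medium.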

An unsupervised heatmap was employed to visualize the profiles of differentially expressed genes (DEGs) across the spectrum of electrical conductivity. The profiles of “Low” and “Medium” revealed high similarity (Figure 3B). 

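Over the 7729 genes tested, the log2 fold changes of Low against High and of Medium against High had a Pearson correlation of 0.574 and a Spearman correlation of 0.555 across genes, which are not independent replicates. Both fold changes use the same High libraries, so that a correlation arises without any effect. In 100 draws of simulated unchanged groups, Pearson's correlation averaged 0.500 (from 0.475 to 0.519) and Spearman's 0.471 (from 0.449 to 0.495), both under the observed values. Genes were drawn independently in these draws, with the same spread in each library. The ranges therefore do not cover genes that move together or libraries that differ in their rows at 0. A value above them is not by itself evidence that Low and Medium are similar. The value that arises without an effect changes with the number of libraries, so the same draws were read with each library left out. Without Medium replicate 2 Pearson's correlation was 0.424, within the simulated range (from 0.386 to 0.433), and without High replicate 2 it was 0.680, also within it (from 0.653 to 0.685). Without each of the other 4 libraries it lay above the simulated range. Spearman's correlation lay above the simulated range in all 6 of these fits, though barely without Medium replicate 2 (0.392 against a highest simulated value of 0.391) and without High replicate 2 (0.687 against 0.686).

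Distances between libraries were taken as the root mean square log2 difference over the 500 genes that differed most in each pair. The 4 pairs of a Low and a Medium library lay 5.87 apart on average (5.16 to 6.47), against 5.92 for Low with High, 6.06 for Medium with High, and 5.93 (5.71 to 6.25) for replicates of the same film. The mean distance to High exceeded that between Low and Medium by 0.122, which is smaller than the SD of 0.285 among the 3 distances between replicates. Without Medium replicate 2 this difference was −0.251, and without Medium replicate 1 it was 0.447. Average-linkage clustering joined Medium replicate 2 with Low replicate 2 at a distance of 5.16, then added High replicate 1, Low replicate 1, High replicate 2 and, at 6.44, Medium replicate 1. Between Low and Medium themselves, 0 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 117 had an unadjusted p under 0.05, where 386 would be expected by chance. DESeq2 moved this count most, to 116 genes.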

Gene set enrichment analysis identified “Calcium signal pathway (p = 0.025)” and “Neuroactive ligand‐receptor interaction (p = 0.009)” in the neural tissue‐like conductivity groups, which is consistent with the neurogenic differentiation capacity observed in “Low” and “Medium” (Figure 3C). Using DAVID Gene Ontology (GO) analysis, we focused on the co‐upregulated DEGs within the “Neurogenesis” category (GO 0022008) and observed several GO terms related to neural differentiation or calcium ion function among the top 10 biological processes, cellular component, and molecular functions in “Low” and “Medium” compared to “High”. These included terms like “Neuron differentiation”, “Oligodendrocyte differentiation”, “Dendrite morphogenesis”, “Neurogenesis”, “Neuroblast proliferation”, and “calcium ion binding” (Figure S14A, Supporting Information). A detailed heatmap of neuronal DEGs displayed elevated expression of gene sets related to “Neural stem cell”, “Neuronal differentiation”, and “Oligodendrocyte differentiation” in neural tissue‐like conductivity, along with decreased expression of gene sets related to “Astrocyte differentiation” (Figure 3D). Furthermore, genes from “Focal adhesion and ECM adhesion molecules” and pro‐astrogenic “Notch Signaling Pathway” displayed enhanced adhesion genes (e.g., FN1 – fibronectin and Anxa6 – annexin A6, a calcium‐dependent cell membrane protein) in “Low” and “Medium”, and notch signaling genes (e.g., dll1 – canonical notch ligand 1 and Fosl1 – FOS Like 1, a notch‐related transcription factor)) in “High”, repsectivly^[^ ^22^, ^23^ ^]^ (Figure S14B and C, Supporting Information). These findings collectively support that neural tissue‐like conductivity stimulates an increased propensity for neuronal differentiation.

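The 4 gene sets were taken as shown in the heatmap, and a camera test with a preset correlation of 0.01 between genes asked whether each stood apart from the other genes, with Benjamini-Hochberg adjustment over 16 lists read from the paper. Because the paper chose these genes on the same libraries, the tests are not independent evidence. List medians were computed after raising every library to a floor of 3 counts, which keeps genes at 0 from setting the median. “Neural stem cell” (Nes, Sox2, Pax6, Vim) had a median log2 fold change of 1.19, with 4 of 4 genes higher (camera adjusted p = 0.0464, and 0.0822 for Low and 0.0626 for Medium alone against High). “Neuronal differentiation” had a median of 1.78 over its 6 genes tested, with 6 of 6 higher (camera adjusted p = 0.00244, and 0.00319 for Low and 0.0626 for Medium alone), and Tuba1a was its only gene past an adjusted p of 0.05 over all genes. “Oligodendrocyte differentiation” had a median of 0.81, with 4 of 4 genes higher (camera adjusted p = 0.0563). “Astrocyte differentiation” had a median of −0.21, with 1 gene higher and 3 lower, and did not stand apart (camera adjusted p = 0.979). With 1 library left out its median ran from −0.76 without Medium replicate 1 to 0.03 without High replicate 1.

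With p-values adjusted over the list alone, 3 of 4 neural stem cell genes, 3 of 6 neuronal genes, 0 of 4 oligodendrocyte genes (1 at an unadjusted p under 0.05) and 0 of 4 astrocyte genes (0 unadjusted) passed. The fry rotation test also passed the neural stem cell list (adjusted p = 0.0399) and the neuronal list (0.0286), and it passed the oligodendrocyte list (0.0200). With the correlation between genes estimated from the 6 libraries, the adjusted p from camera was 0.312 for the neural stem cell, neuronal and oligodendrocyte lists, so that none of them passed. That setting also refers the test to the 3 residual degrees of freedom, so the larger p is not evidence that genes moved together. The median of the neural stem cell list ran from 0.88 without High replicate 2 to 1.53 without High replicate 1. Some members had too few counts to test. Gfap had 70 counts in High replicate 1 and 0 in the other 5 libraries, and Dcx, Tubb4a and Mbp were likewise left out of the tests. Tubb3 had 0 counts in all 4 High and Medium libraries and 96 and 72 in Low, at least 19.5-fold higher in Low than in High. This bound covers counting error only. From their rows at 0, the Low libraries had an estimated 81.8 and 57.8 counts per RNA molecule. The Tubb3 counts may thus stand for few molecules, which could be missed in another library. Directions could be read by eye from Figure 3D for 12 genes in Low and 8 in Medium, and the counts had that direction in 12 and 8.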

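Fn1 was at 33.9 ± 7.44 CPM (SD, n = 2) in High, 156 ± 17.3 in Medium and 72.4 ± 11.0 in Low, a log2 fold change of 1.65 (standard error 0.84, adjusted p = 0.801 from edgeR's quasi-likelihood test). Anxa6 was at 88.1 ± 10.1 CPM in High, 174 ± 3.43 in Medium and 230 ± 55.2 in Low, a log2 fold change of 1.18 (standard error 0.49, adjusted p = 0.801). In both genes the 4 Low and Medium libraries lay above both High libraries. Such a separation of 4 libraries from 2, in either direction, has a chance of 13.3% in any gene, which is also the smallest exact two-sided permutation p this design allows (0.133), and it was found in 1404 of the 7729 genes tested (18.2%).

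Dll1 had 193 and 195 counts in High, 0 and 117 in Medium, and 0 in both Low libraries, at least 92.0-fold lower in Low than in High. This bound covers counting error only. In Medium it was at 9.60 ± 13.6 CPM against 43.1 ± 4.78 in High, a mean set by Medium replicate 2 alone. DESeq2 called Dll1 for Low against High and Fn1 for Medium against High. Fosl1 was at 408 ± 105 CPM in High, 34.0 ± 43.3 in Medium and 60.2 ± 56.5 in Low, a log2 fold change of −3.17 (standard error 0.92, adjusted p = 0.557). It was lower in 4 of 4 libraries, and it passed an adjusted p of 0.05 when no filter or a filter of 10 counts on average was used. These filters raised the prior degrees of freedom, the weight given to the spread shared by all genes, from 6.96 to infinity and to 84.8. The passes are therefore not separate evidence for Fosl1. Its log2 fold change was −4.84 without Medium replicate 2. For the heatmaps of Figure S14B and S14C as whole lists, focal adhesion had 8 of 13 rows higher with a median log2 fold change of 1.07 (camera adjusted p = 0.305), and Notch signaling had 7 of 10 genes lower with a median of −1.22 (camera adjusted p = 0.110). Adjusted over the list alone, 5 focal adhesion rows and 2 Notch signaling genes passed, against 0 and 1 over all genes. In the fits without 1 Low or Medium library, from 4 Notch signaling genes (without Medium replicate 1) to 7 (without Medium replicate 2) passed when adjusted over the list alone. The focal adhesion list had 6 rows at an unadjusted p under 0.05. The directions read by eye from these heatmaps were found in the counts for 11 of 11 (Low) and 12 of 12 (Medium) adhesion genes and 9 of 9 and 10 of 10 Notch genes.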

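For the mean of Low and Medium against High, 10 of the 7729 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 3 higher (Tuba1a, Basp1, Cox7c) and 7 lower (Hmox1, Brd2, Hspa1b, Cdkn1a and the ribosomal RNA rows Rn45s, Rn28s and Rn18s). At an unadjusted p under 0.05 there were 425 genes, 208 higher and 217 lower, where 386 would be expected by chance. All 10 separated the 4 Low and Medium libraries from both High libraries. The number of genes called depended strongly on the method and on 1 library. DESeq2 called 375 genes, which included all 10, and without Medium replicate 2 the edgeR test called 242 genes, 45 higher and 197 lower, again including all 10. In the fit without Medium replicate 2 the prior degrees of freedom were 21.8 against 6.96, which alone can raise the number of calls. On simulated unchanged libraries in which each row arises from few amplified molecules, DESeq2 called 89 genes on average and edgeR's test 0.

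The paper takes the higher expression of neural stem cell, neuronal and oligodendrocyte genes in Low and Medium, the lower expression of astrocyte genes, the adhesion genes raised on these films and the Notch genes raised on High as one pattern, adds the gene set enrichment of calcium signaling (Figure 3C), and proposes that neural tissue-like conductivity increases the propensity of NSPCs for neuronal differentiation.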

**Figure 3:**
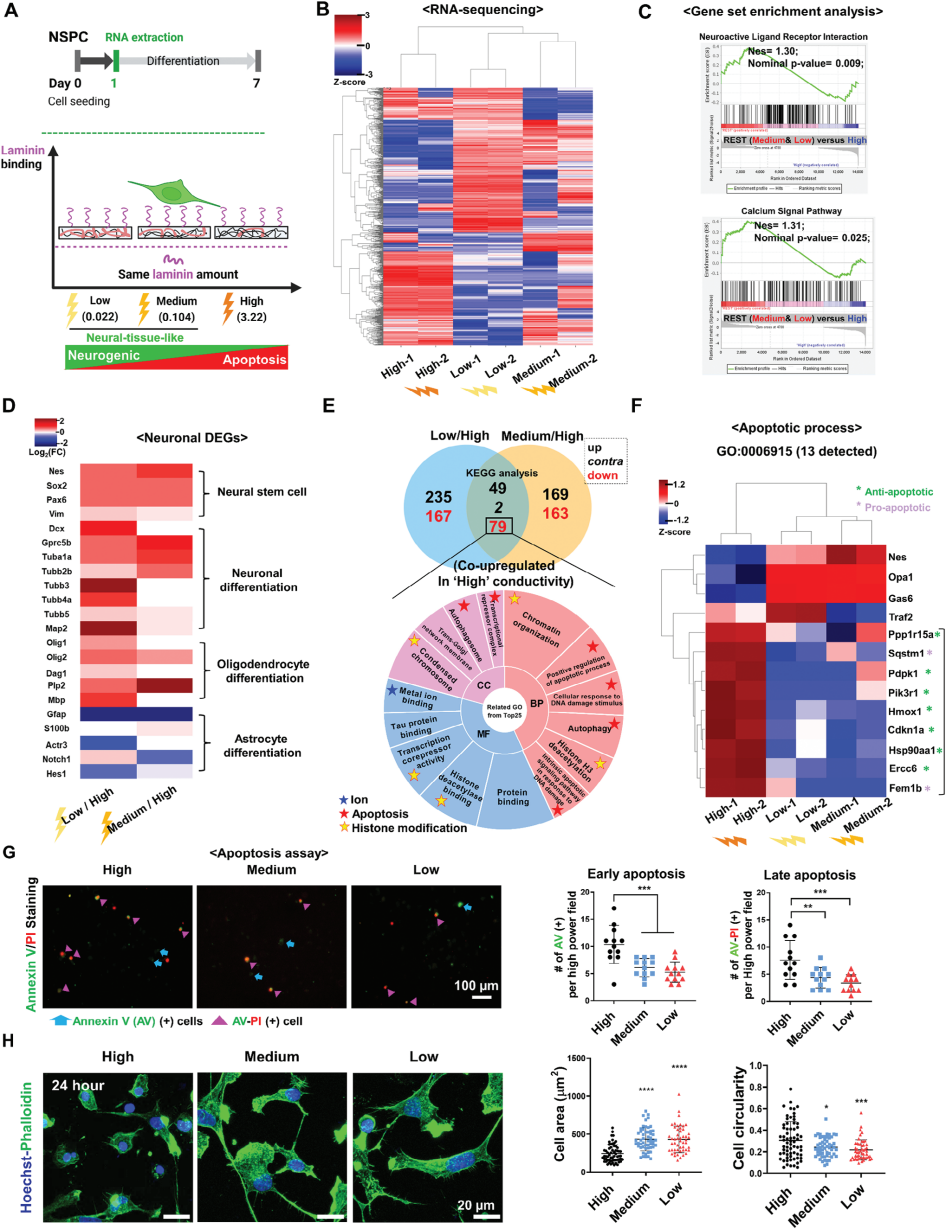
Transcriptomic analysis of NSPCs reveals distinct profiles in gene sets related to cell fate upon differential conductivity cues. A) The schematic figure shows the experimental timeline (top) and the strategy to compare the overall transcriptome of rat NSPCs under stemness‐maintaining media at 24 h based on the exogenous electroconductive property of carbon film substrates (bottom). B) Heatmap analysis of the DEGs (1.5 fold change) among different electrical conductivities. C) Gene Set Enrichment Analysis (GSEA) of the DEGs between the three different electrical conductivities. D) The representative neurogenesis (GO:0022008) related DEGs were summarized to show the neural transcription difference among different electrical conductivities. E). Gene Ontology (GO) analysis (bottom) for down‐regulated gene sets both in “Medium” and “Low” electroconductive carbon films as shown in the upper Venn diagram figure. F) The apoptotic process was further presented with a heatmap by analyzing the DEGs between the three electroconductive carbon film groups. G) Representative apoptotic NSPCs on different electrical conductivities at 24 h under stemness‐maintaining media. There was a significantly increased number of NSPCs undergoing the early (Annexin V) and late apoptosis (Annexin V‐PI) in the high electroconductive groups. H) Initial cell morphology of NSPCs cultured on the different electrical conductivities under stemness‐maintaining media at 24 h. The NSPCs cultured on the high conductivity displayed a shrunken cytoskeleton and less spreading behaviour. F‐actin (Green) and nucleus (blue). All the DEGs‐related analyses were derived from the DEGs under the setting of “Low” versus “High” conductivity, or “Medium” versus “High” conductivity, Fold change ≥ 1.5, Normalized value ≥ 2, n = 2. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (ANOVA and Tukey posthoc test after confirming normality and distribution symmetry by Shapiro‐Wilk test at a level of 0.05).

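The rule of a fold change of at least 1.5 and a normalized value of at least 2 was applied to the group means of TMM-normalized CPM, with a pseudocount of 1 and the value taken as the mean log2(CPM + 1) of the higher group, since the legend does not name the group or scale. Of the 7729 genes tested, 2366 were higher and 2324 lower in Low than in High, and 2162 were higher and 2538 lower in Medium than in High. Both comparisons shared 1296 higher and 1509 lower genes, and 449 genes passed in opposite directions. Both comparisons use the same 2 High libraries, and replicates of 1 film differed widely, so the same rule was applied to 100 draws of simulated unchanged groups with the fitted spread. Those gave 4549 genes on average for Low against High (from 4437 to 4656, observed 4690) and 4543 for Medium against High (from 4432 to 4673, observed 4700). For Low the higher genes lay within the simulated range (from 2248 to 2406) and so did the lower genes (from 2126 to 2340). For Medium the higher genes lay under it (from 2222 to 2415) and the lower genes above it (from 2121 to 2339). The shared higher genes averaged 1229 (from 1157 to 1281) and the shared lower genes 1280 (from 1198 to 1388), both under the observed counts, and the opposite genes averaged 676 (from 626 to 757), above the observed count. Each draw was filtered again and can hold fewer than 7729 genes. In the simulated libraries used to test the fit, 7153 were left on average. Observed counts above the simulated range are therefore not evidence of an excess. Fewer genes would lower the simulated number of opposite genes, which was the higher one. Genes were also drawn independently, so the ranges do not cover genes that move together. An added unadjusted p under 0.05 from edgeR's test brought the counts to 196 higher and 131 lower for Low, 182 higher and 126 lower for Medium, 123 higher and 41 lower in both, and 0 in opposite directions. Among the alternatives set before the data were examined, this added p moved these counts most. Some rules chosen after seeing the values moved several of them further. A mean value of both groups of at least 2 with an unadjusted p from an unmoderated model brought the genes higher in both to 70. A value of at least 4 in every library with that p gave 120 higher and 93 lower for Low. It gave 113 and 74 for Medium, and 45 higher and 20 lower in both. Without Medium replicate 2 the opposite genes were 852, within the range of the simulated draws without that library (from 800 to 916). In the same draws, the shared higher genes lay above the simulated range only without Medium replicate 1 or Low replicate 1, and under it without High replicate 2 (1589, from 1643 to 1807). The shared lower genes lay above it in each fit except that without Medium replicate 1 (1378, from 1334 to 1501). The split by direction also depends on the scaling, since with library sizes alone in place of TMM, which moves the median log2 change of all genes up by 0.38 for Low and 0.32 for Medium, 3224 genes were higher and 1695 lower in Low, 2914 higher and 1972 lower in Medium, and 1903 higher and 997 lower in both.

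With edgeR's quasi-likelihood test in place of the fold rule, 4 genes had an adjusted p under 0.05 for Low against High, all of them lower (Hmox1, Brd2, Rn45s and Rn28s), and 330 had an unadjusted p under 0.05. For Medium against High, 1 gene (Hmox1, lower) passed and 312 had an unadjusted p under 0.05. In both comparisons 386 would be expected by chance. DESeq2 moved these counts most, to 300 and 307 genes.

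**Figure D1:**
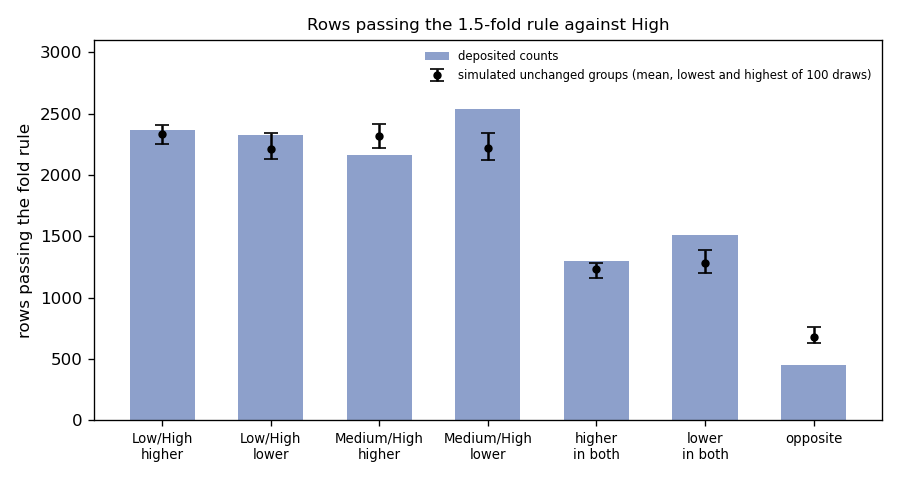
Number of genes (vertical axis) that pass the 1.5-fold rule against High, for each comparison and direction and for the genes shared by both comparisons. Bars are the deposited counts, and points with whiskers are the mean, lowest and highest of 100 draws of simulated unchanged groups. Each draw was filtered again and can hold fewer genes than the deposited counts. The bar for genes in opposite directions (449) lies under the simulated range, and the bar for genes lower in both (1509) lies above it.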

To unravel the mechanistic explanation for why supraphysiological electrical conductivity induces fewer neurogenic effects, we conducted DAVID GO analysis on the co‐downregulated DEGs in “Low” and “Medium” compared to “High” (i.e., co‐upregulated in “High” compared to “Low” and “Medium”). The analysis revealed predominant associations with ion (likely calcium), histone modification, and apoptosis‐related GO terms, including “Metal ion binding”, “Chromatin organization”, “Histone H3 deacetylation”, “Histone deacetylase binding”, “Positive regulation of apoptotic process” and “Cellular response to DNA damage stimulus” (Figure 3E). These results prompted us to analyze in‐depth the gene sets within “Apoptotic process” GO category. This analysis unveiled higher expression of anti‐apoptotic genes (e.g., Ppp1r15a, Pdpk1, Pik3r1, Hmox1, Cdkn1a, Hsp90a1, and Ercc6) as well as pro‐apoptotic genes (e.g., Sqstm1 and Fem1b) in the “High” conductivity group (Figure 3F).^[^ ^24^, ^25^, ^66^, ^67^, ^68^ ^]^ These findings suggest that NSPCs on supra‐physiological “High” conductivity may be undergoing an apoptotic process. Consequently, the transcriptome analysis unveils the possibility of apoptotic behaviours of NSPCs as a potential anti‐neurogenic mechanism in response to supraphysiological conductivity (“High”).

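All 9 genes were lower in each of the 4 Low and Medium libraries than in both High libraries, and their evidence differed with their counts. Hmox1 was at 4883 ± 244 CPM (SD, n = 2) in High, 899 ± 29.5 in Medium and 1007 ± 234 in Low, a log2 fold change of −2.36 (standard error 0.19, adjusted p = 0.00168 from edgeR's quasi-likelihood test). Cdkn1a was at 1520 ± 124 CPM in High, 473 ± 39.0 in Medium and 598 ± 119 in Low, a log2 fold change of −1.51 (standard error 0.22, adjusted p = 0.0399). These 2 passed an adjusted p of 0.05 over all genes. Hsp90aa1, whose reads can also align to related heat shock genes, had a log2 fold change of −1.20 (standard error 0.20, adjusted p = 0.0781), and Sqstm1 had −1.22 (standard error 0.21, adjusted p = 0.0805). Both passed under DESeq2, without a filter, with a filter of 10 counts on average and under limma-voom. Hsp90aa1 passed also with DESeq2's size factors. The changed filters also raised the prior degrees of freedom, as for Fosl1. Ppp1r15a fell by 3.30 on the log2 scale (adjusted p = 0.801), with 0 counts in Medium replicate 1 and 378 in Medium replicate 2 beside 1209 and 927 in High. It passed without a filter. Its log2 fold change was −2.80 without Medium replicate 1 and −8.52 without Medium replicate 2, the latter set by the prior count of the fit, since the Medium library left had 0 counts.

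The other genes were near the detection limit in Low and Medium. Ercc6 had 183 and 178 counts in High and from 10 to 25 in the other libraries. Pdpk1 had 415 and 475 counts in High, 0 and 54 in Medium and 0 in both Low libraries, at least 212-fold lower in Low than in High. Pik3r1 had 198 and 122 counts in High, 0 and 15 in Medium and 0 in both Low libraries, at least 74.5-fold lower in Low. Fem1b had 86 and 75 counts in High, 0 in both Medium libraries and 16 and 0 in Low, at least 35.4-fold lower in Medium. None of these 4 passed an adjusted p of 0.05 in edgeR's test on all libraries. Pdpk1 passed under DESeq2, and rows with counts of this size in 1 library were often at 0 in its replicate. Adjusted over the list alone, 5 of the 9 genes passed, which is not independent evidence because the paper chose them on these libraries. Over the 13 genes of the heatmap, the median log2 fold change was −1.50, with 10 lower and 3 higher (camera adjusted p = 0.00383, fry 0.0286, and 0.312 with the correlation estimated from the libraries). The directions read by eye from Figure 3F were found for 12 of 12 genes in Low and in Medium.

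**Figure D2:**
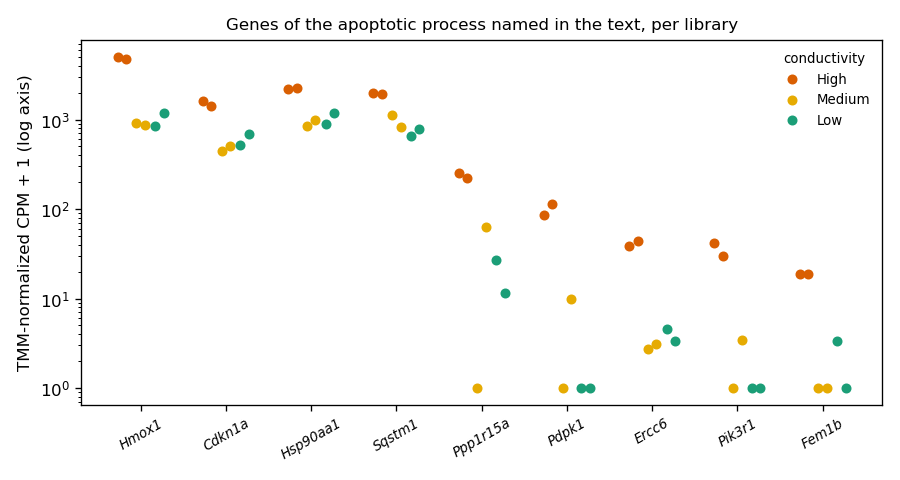
TMM-normalized CPM plus 1 (log axis) of the 9 apoptosis genes in each library, with 2 points for each of High, Medium and Low and a library at 0 drawn at 1. In each gene both High points lie above the 4 others, and in Ppp1r15a, Pdpk1, Pik3r1 and Fem1b some of those 4 are at 0.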

To confirm the occurrence of apoptosis in NSPCs under the “High” conductivity condition, the Annexin V‐PI staining was conducted after 24 h of cell attachment. As shown in Figure 3G, there was a significant increase in the fraction of cells undergoing early apoptosis (≈10%, Annexin V‐positive) and late apoptosis (≈ 7.5%, Annexin V‐PI double‐positive) in the “High” conductivity group. Live and dead assay at 24 h confirmed more dead cells (lower cell viability) in “High” conductivity (Figure S15, Supporting Information). Cellular morphology was determined as another hallmark of apoptosis because the change in cell shape is indicative of different stages of apoptosis.^[^ ^69^, ^70^, ^71^ ^]^ Notably, NSPCs displayed reduced cell spreading area with rounded cell morphology (higher circularity) on “High” conductivity, which aligns with the observed increase in apoptotic cell fraction (Figure 3H).

### 2.4 Neural‐Tissue‐Like Conductivity Maintains Balanced Intracellular Calcium Dynamics, Unlike Supraphysiological Conductivity

To explore the underlying mechanism of how neural tissue‐like electrical conductivity promotes the NSPCs fate toward neurogenic lineage, we further examined the co‐upregulated DEGs in “Low” and “Medium” compared to “High” using DAVID GO analysis (Figure S16, Supporting Information). The analysis revealed genes associated with neuronal differentiation (Lhx2, Sox2, Nes, Olig2, Tuba1a, Actg1, and Map4), negative calcium regulation (calm1 and calm2), and chromatin DNA binding (Zic2 and Ezh2), along with related GO (**Figure** **4**A,B). 

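Actg1 and Calm2 each have 2 rows in the deposited tables. Apart from 1 of the Calm2 rows, each gene given here was higher in each of the 4 Low and Medium libraries than in both High libraries. Tuba1a was at 822 ± 92.7 CPM (SD, n = 2) in High, 2494 ± 303 in Medium and 2245 ± 90.1 in Low, a log2 fold change of 1.52 (standard error 0.21, adjusted p = 0.0278 from edgeR's quasi-likelihood test), and none of the other genes given here was past 0.05 over all genes. It belongs to a family of near-identical tubulin genes. Sox2 was at 267 ± 1.56 CPM in High, 576 ± 31.1 in Medium and 694 ± 16.0 in Low (log2 fold change 1.24, standard error 0.27, adjusted p = 0.212). Nes was at 87.4 ± 7.53 CPM in High, 368 ± 57.8 in Medium and 203 ± 5.67 in Low (log2 fold change 1.64, standard error 0.43, adjusted p = 0.468). Lhx2 rose by 1.78 and Ezh2 by 1.87 on the log2 scale (adjusted p = 0.332 and 0.677), Map4 by 2.41 (0.500) and Olig2 by 0.97 (0.778). For each of these genes the gap between High and the other films was larger than the SD of the replicates. In Zic2 the High libraries had 142 and 0 counts, so that its log2 fold change of 3.03 (standard error 1.63, adjusted p = 0.801) rests on a group whose replicates differ. It was 2.03 without High replicate 2, and 12.44 without High replicate 1, a value set by the prior count because the High library left had 0 counts.

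The 2 rows of Actg1 both rose by 1.07 (adjusted p = 0.0805). The 2 rows of Calm2 differed. One had a log2 fold change of −0.34 (standard error 0.48, adjusted p = 1.00), from −0.84 without Low replicate 2 to −0.04 without Low replicate 1. The other, with more counts, had 0.93 (standard error 0.20, adjusted p = 0.204). Actins are a family whose reads can align to several genes. DESeq2 called Tuba1a, Sox2, Nes, Lhx2, Olig2, Ezh2, Map4, both Actg1 rows and the second Calm2 row. Without a filter, with a filter of 10 counts on average and under limma-voom, edgeR or limma called both Actg1 rows and the second Calm2 row beside Tuba1a. The list as a whole had a median log2 fold change of 1.25 (camera adjusted p = 6.97e-06, fry 0.0151, and 0.312 with the correlation estimated), again on genes the paper chose from these libraries. With each of the 6 libraries left out in turn, the fold changes of the genes given here, apart from the first Calm2 row, stayed above 0.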

Particularly, GO terms related to Ca^2+^ channels, such as “Calcium channel inhibitor activity”, “Regulation of the release of sequestered calcium ion into the cytosol by sarcoplasmic reticulum”, “Response to calcium ion”, “Negative regulation of high voltage‐gated calcium channel activity”, “Regulation of store‐operated calcium channel activity”, and “Negative regulation of calcium ion export from cell” were substantially enriched, prompting us to investigate Ca^2+^ channels. 

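Among genes of calcium entry and release, 10 were looked at by name, namely Orai1, Orai2, Slc8a1, Cacna1b, Cacna1c, Cacna2d1, Trpm7 and Pkd2 of the cell membrane and Itpr2 and Itpr3 of the endoplasmic reticulum. Their counts were low, with 22 of the 60 values at 0, and 5 of the 10 genes had 0 counts in 1 of the 2 High libraries. Lists of 10 genes drawn at random with the same mean expression had 23.5 values at 0 on average (from 17 to 30 in the middle 95% of 10000 lists). Trpm7 was at 116 ± 58.0 CPM (SD, n = 2) in High, 37.8 ± 13.6 in Medium and 34.8 ± 32.0 in Low, a log2 fold change of −1.68 (standard error 1.08, adjusted p = 0.801 from edgeR's quasi-likelihood test). Its log2 fold change was −1.05 without High replicate 2 and −2.43 without Low replicate 2. Cacna2d1 had 187 and 102 counts in High, 0 and 21 in Medium and 0 in both Low libraries, at least 67.0-fold lower in Low than in High. This bound covers counting error only. In these 2 genes the 4 Low and Medium libraries all lay below both High libraries. Pkd2 had 515 and 65 counts in High, 0 and 420 in Medium and 0 in both Low libraries. It was at least 130-fold lower in Low than the High mean, which High replicate 1 mostly set (106 CPM against 15.5 in High replicate 2). DESeq2 called Pkd2. With each library raised to the floor of 3 counts, its value was −1.79 on the log2 scale with all libraries. It was 0.18 without High replicate 1 and −6.98 without Medium replicate 2.

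In 6 other genes the High replicates differed widely, and 1 High library decided the direction. Without High replicate 2, the log2 fold change was 1.52 for Itpr2, 2.86 for Itpr3, 0.34 for Cacna1b and 9.81 for Slc8a1, against −0.79, −1.85, −3.88 and −1.45 with all libraries (for Itpr3 and Cacna1b at the same floor). Slc8a1 had 0 counts in High replicate 1 and 435 in High replicate 2, and limma-voom also gave it a positive value of 2.55. The value of 9.81 is set by the prior count of the fit, since the High library left had 0 counts. Without High replicate 1, the log2 fold change was 8.09 for Orai1, again against a High library at 0, and 1.63 for Orai2, against −0.99 and −2.50 with all libraries. Orai1 had 113 and 0 counts in High, and limma-voom gave it 0.43. Cacna1c had 21 counts in High replicate 1 and 0 in the other 5 libraries, too few to test. Of the 9 genes tested, 0 had an adjusted p under 0.05 over all genes, 0 when adjusted over the list alone, and 1 (Pkd2) an unadjusted p under 0.05. As a list, the 9 genes had a median log2 fold change of −1.68, with 9 of 9 lower (camera adjusted p = 0.0866, fry 0.242), and the median was −1.05 without High replicate 2. The 17 genes tested among those legible in Figure 4C had a median of −1.01, with 14 lower and 3 higher (camera adjusted p = 0.286), and the median was 0.08 without High replicate 2.

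**Figure D3:**
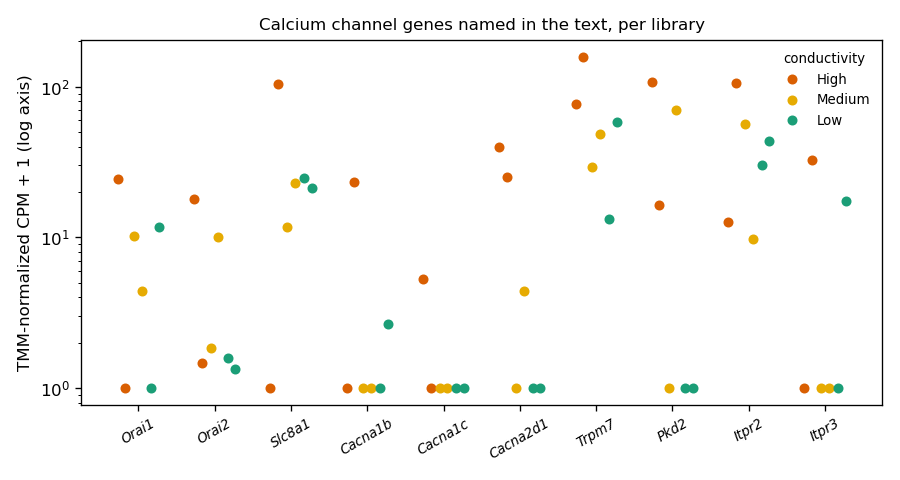
TMM-normalized CPM plus 1 (log axis) of 10 calcium channel genes in each library, with 2 points for each of High, Medium and Low and a library at 0 drawn at 1. The 2 High points of most genes lie far apart, and only in Trpm7 and Cacna2d1 do both lie above the 4 others.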

A specific analysis of Ca^2+^ channel‐related DEGs revealed the down‐regulation of key Ca^2+^ channels in both cell membranes (Orai1, Orai2, Slc8a1, Cacna1b, Cacna1c, Cacna2d1, Trpm7, and Pkd2) and endoplasmic reticulum (ER) (Itpr2 and Itrp3) in “Medium” and “Low” conductivity, suggesting a potential role of electrical conductivity in modulating Ca^2+^ channels (Figure 4C). Cumulative evidence has identified secondary messenger Ca^2+^ and Ca^2+^ channels as crucial regulators of fundamental processes in neuronal cell adhesion, differentiation, and apoptosis.^[^ ^72^, ^73^, ^74^ ^]^ Collectively, this suggests that intracellular Ca^2+^ ions may play a pivotal role in both neural differentiation and apoptotic behaviours of NSPCs in response to different electrical conductivity cues.

**Figure 4:**
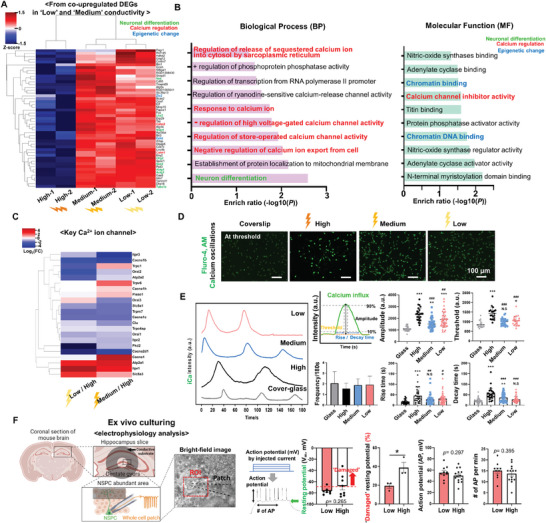
Neural tissue‐like electrical conductivity generates intracellular calcium dynamics different from the supraphysiological conductivity. A) Gene expression heatmap from co‐upregulated DEGs in “Low” and “Medium” compared to “High”. B) DAVID GO analysis from up‐regulated DEGs revealed neuron differentiation, intracellular calcium regulation, and chromatin DNA binding. C) A heatmap summarized the key calcium ion channel‐related DEGs. D) Representative fluorescence images of intracellular calcium (cell‐permeable Fluro‐4, AM, green) level of NSPCs under basal media at threshold state. E) Intracellular calcium oscillations analysis of NSPCs during 3 mins. Amplitude, threshold (basal level), frequency, and rise&decay time were quantitatively analyzed. F) Schematic diagram of ex vivo cerebellar slices incubating on different electrical conductivities and electrophysiology analysis by patch clamp. N.S, no significant, ^*^ *P* < 0.05, t‐test for two groups. For multiple groups, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (ANOVA and Tukey posthoc test after confirming normality and distribution symmetry by Shapiro‐Wilk test at a level of 0.05). For (E), * compared to glass, ^#^ compared to “High”.

Next, we monitored intracellular Ca^2+^ dynamics using cell‐permeable Fluro‐4 AM for 3 min. At the basal threshold level, we observed a significant increase in intracellular calcium signaling in the “High” conductivity group, indicating prolonged activation of calcium ion influx (Figure 4D). This hyperactive calcium influx under the “High” conductivity condition was quantitatively characterized by higher amplitude and threshold, along with longer rise and decay time, without a change in frequency (Figure 4E; Figure S17A, Supporting Information). In silico intracellular calcium modeling on different conductivity also supported the above data (Figure S17B, Supporting Information). To date, cellular calcium overload and the subsequent disruption of intracellular calcium homeostasis are widely recognized as cytotoxic events, ultimately leading to apoptosis.^[^ ^75^, ^76^ ^]^ To explore whether live brain tissue also manifests this phenomenon, ex vivo patch clamp tests were conducted, involving the incubation of cerebellar slices, particularly the dentate gyrus, on donut‐shaped electroconductive substrates to maximize tissue‐substrate contact with patch clamp availability (Figure 4F). Notably, in contrast to the “Low” conductivity, a higher fraction of cells exhibited resting potential (> ‐70 mV) in “High” conductivity (≈ 40%) while other electrophysiological parameters remained unchanged. This shift in resting potential suggests that the electrical conductivity significantly impacts calcium ion homeostasis and subsequent biological processes at the tissue level.^[^ ^77^, ^78^ ^]^ For future studies, investigating specific calcium ion channels for governing conductivity‐mediated calcium influx is essential to gain a more comprehensive understanding.

### 2.5 Neural Physiological Conductivity Reprograms Chromatin by H3 Acetylation (H3ac) and Induces Neuronal Differentiation via Neurogenic Transcription Factor Activation

Recent studies have revealed how extracellular cues can influence the nuclear shape, chromatin remodeling, and cytoskeleton components, ultimately altering lineage specification.^[^ ^79^, ^80^, ^81^, ^82^ ^]^ To investigate these changes, we visualized 3D nuclear morphology to analyze nuclear volume and projected morphology from top, front, and side views. Notably, under “High” conductivity, the nuclei of NSPCs appeared relatively smaller and rounder compared to the neural tissue‐like conductivity, suggesting chromatin compaction (**Figure** **5**A). As indicated in Figure 3E, GO terms related to histone 3 deacetylation (“Histone H3 deacetylation”, “Histone deacetylase binding”, and “Transcriptional repressor complex”) were identified from downregulated genes in “Low” and “Medium” conductivity, leading us to postulate an open chromatin status with increased H3ac in neural tissue‐like conductivity. Given that H3ac and H3K4me3 positively regulate transcription factors associated with neuronal differentiation,^[^ ^83^, ^84^ ^]^ we examined their expression levels and related epigenetic modifiers (Figure 5B; Figures S18–S20, Supporting Information). 

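The RNA of 75 histone-modifying genes shown in Figure S18 was read from the same 6 libraries, and none of the 4 panels stood apart from the other genes. Acetyltransferases had a median log2 fold change of 0.06 over 12 genes tested, with 6 higher and 6 lower (camera adjusted p = 0.979). Deacetylases had a median of 0.00 over 13 genes, with 5 higher and 8 lower (camera adjusted p = 0.973). Methyltransferases had a median of −0.29 over 28 genes, with 13 higher and 15 lower (camera adjusted p = 0.960), and demethylases a median of −0.60 over 15 genes, with 4 higher and 11 lower (camera adjusted p = 0.0903). The small medians depended on single libraries, the methyltransferase median rising to 0.32 without High replicate 1 the deacetylase median falling to −0.33, the acetyltransferase median rising to 0.54 and the demethylase median to −0.18 without High replicate 2. No gene of these panels had an adjusted p under 0.05 in edgeR's quasi-likelihood test, over all genes or over the list alone, and at an unadjusted p under 0.05 there were 1, 1, 2 and 0 genes in the 4 panels. Without Medium replicate 2, adjusted over the list alone, 2 acetyltransferases, 1 deacetylase, 3 methyltransferases and 5 demethylases passed, and 3 methyltransferases did so without Low replicate 2. Many of these genes were at 0 in single libraries. In Medium replicate 1, 35 of the 75 genes had 0 counts, against 12 in Medium replicate 2, 12 and 11 in High, and 16 and 13 in Low. Colours could be read by eye for 53 genes in Low and 54 in Medium, and the counts had that direction in 52 and 54. The exception, Kdm1b, was at 42.4 ± 33.2 CPM (SD, n = 2) in High and 43.1 ± 42.4 in Low, which cannot be separated at this spread.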

Compared to “High” conductivity, NSPCs cultured on the “Low” and “Medium” exhibited less nucleus intensity, greater decondensation, higher expression of euchromatic markers (H3ac and H3K4me3), and lower expression of heterochromatic markers (H3K9me3 and H3K27me3), possibly due to alterations in global and intricate epigenetic modifiers. Western blots supported higher H3ac expression in “Low” and “Medium” than “High”, reinforcing euchromatin status by global epigenetic change (Figure 5C).

**Figure 5:**
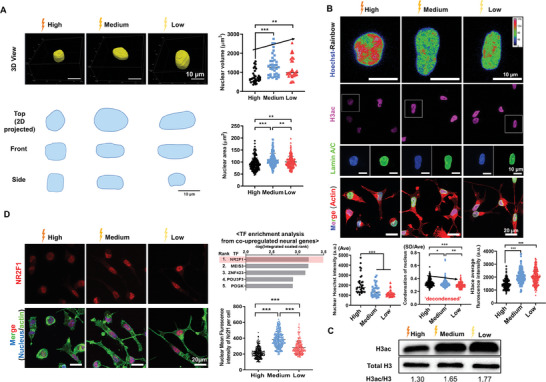
Neural tissue‐like conductivity reprogramms chromatin by H3 acetylation (H3ac) and induces neuronal differentiation of NSPCs via neurogenic transcription factor activation. A) 3D nucleus morphology and quantification on different electrical conductivities at 24 h under stemness maintaining media, revealing large 3D volume in neural tissue‐like conductivity as an indirect marker of nucleus decondensation. B) Represent fluorescence images of NSPCs' nucleus, H3ac, and lamin A/C, cultured on the different electrical conductivities under the stemness‐maintaining media at 24 h. The representative nucleus density was presented in the rainbow images to show the chromatin condensation condition. F‐actin (Alexa Fluor 546‐Phalloidin (red)), nucleus (Hoechst (blue)), Lamin A/C (red). Quantification of nucleus intensity, condensation factor, and H3ac intensity was shown. C) Representative Western blots of H3ac and total H3 from different conductivity under the stemness maintaining media at 24 h. D) The NR2F1 expression image and its semi‐quantification of NSPCs were presented as a representative electroconductivity‐dependent neurogenic transcription factor. After investigating transcription factor enrichment analysis using co‐upregulated genes (45 genes hit) in neural tissue like electroconductivity compared to the “High” counterpart from neurogenesis GO (GO:0022008, FC > 1.5, normalized data > 1, p‐value < 0.05), the top‐ranked NR2F1 was selected as a representative. *P < 0.05, **P < 0.01, ***P < 0.001 (ANOVA and Tukey posthoc test after confirming normality and distribution symmetry by Shapiro‐Wilk test at a level of 0.05).

Next, we sought to examine the interplay of these chromatin remodeling processes in modulating the transcription of neural genes and subsequently guiding the selective differentiation of NSPCs. We conducted an in‐silico search for potential conductivity‐dependent transcription factors (TFs) using the ChEA3 public database (Figure S21A, Supporting Information). When we assigned co‐upregulated genes in neural tissue‐like conductivity relative to “High” assigned to the neurogenesis GO (GO:0022008), we found enriched TFs such as CoupTF1 (Nr2f1), SOX11, SOX8, SOX2, and Pax6.^[^ ^85^, ^86^, ^87^, ^88^, ^89^ ^]^ Upon visualizing the top‐ranked neurogenic TF (Nr2f1) as a representative, it was evident that there was significant nucleus expression of Nr2f1 in the neural tissue‐like conductivity at 24 h after cell seeding, suggesting that less condensed chromatin (open) structures may induce subsequent neurogenic TF activation such as Nr2f1 (Figure 5D). 

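The RNA of these transcription factors was counted in the same libraries. Nr2f1 was at 65.4 ± 14.2 CPM (SD, n = 2) in High, 117 ± 48.1 in Medium and 148 ± 31.2 in Low. Its log2 fold change was 1.01 (standard error 0.69, adjusted p = 0.803 from edgeR's quasi-likelihood test), with 4 of 4 Low and Medium libraries above both High ones. In Sox11, Sox8 and Pax6 the replicates of at least 1 film differed by more than the groups did. Sox8 had 160 and 129 counts in High, 25 and 516 in Medium, and 360 and 1101 in Low (log2 fold change 1.19, standard error 1.34, adjusted p = 0.967). Pax6 had 151 and 0 counts in High, 25 and 379 in Medium, and 455 and 43 in Low (1.16, standard error 2.63, adjusted p = 1.00). Sox11 had 70 and 0 counts in High, 0 and 102 in Medium, and 249 and 68 in Low (0.96, standard error 3.52, adjusted p = 1.00). Without Medium replicate 2 all 3 changed sign, to −0.51 for Sox8, −0.32 for Pax6 and −3.30 for Sox11. The value for Sox11 is set by the prior count of the fit, since the Medium library left had 0 counts. Pax6 was at −0.01 without Low replicate 1. With Sox2 included, the 5 named factors had a median log2 fold change of 1.13, with 5 of 5 higher (camera adjusted p = 0.0903, fry 0.284). Of the factors ranked in Figure S21A, 14 could be tested, with 8 higher and 6 lower, a median of 1.06 and a camera adjusted p of 0.110.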

When we examined other neurogenic TFs (Pax6 and Sox2), there were still distinguishable differences in nucleus expression among the groups, leaving open the possibility of multiple “conductivity‐dependent” TFs (Figure S21B–D, Supporting Information).

### 2.6 ATAC‐Seq Unveils Distinct Epigenetic Landscapes in NSPCs Cultured on Differential Electrical Conductivities

To gain deeper insights into the conductivity‐induced chromatin remodeling, we employed an assay for transposase‐accessible chromatin sequencing (ATAC‐seq) to map chromatin accessibility in NSPCs cultured on low and high conductive substrates for 12 h under stemness‐maintaining conditions (Figure S22, Supporting Information). Intriguingly, NSPCs exhibited selective gains in overall (50% up versus 50% down) and promoter (46% up versus 54% down) accessibility on low conductivity substrates, with a fold change threshold of 1.2 (**Figure** **6**A). Gene ontology (GO) enrichment analysis revealed that the genomic regions upregulated in low conductivity conditions were associated with critical biological processes, including cell survival, neurogenesis, calcium regulation, and epigenetic modification (Figure 6B). The heatmap in Figure 6C highlights the genes with increased DNA accessibility at promoter regions (≤3 kb) related to neurogenesis (Pax5, Wnt7a, Ncam1, Sox4, Nlgn1, Epha5, etc.) and chromatin remodeling toward an euchromatin state (Kdm6a, Jmjd6, Yy1, etc.) in low conductivity conditions. The differential accessibility of promoter regions was further visualized using a genomics browser with ATAC‐seq tracks for representative neurogenesis (Pax6 and Sox4) and chromatin opening (Jmjd6 and Kdm5a) markers (Figure 6D). Notably, de novo motif analysis identified an enrichment of neurogenic transcription factors, such as Sox18, DMRT1, and Nur77, in low conductivity conditions (Figure S23, Supporting Information). Collectively, the ATAC‐seq analysis provides compelling evidence for conductivity‐mediated epigenetic changes, characterized by increased chromatin accessibility and the presence of neurogenesis‐favoring transcriptional regulators, in NSPCs cultured on more physiological, low conductivity substrates.

**Figure 6:**
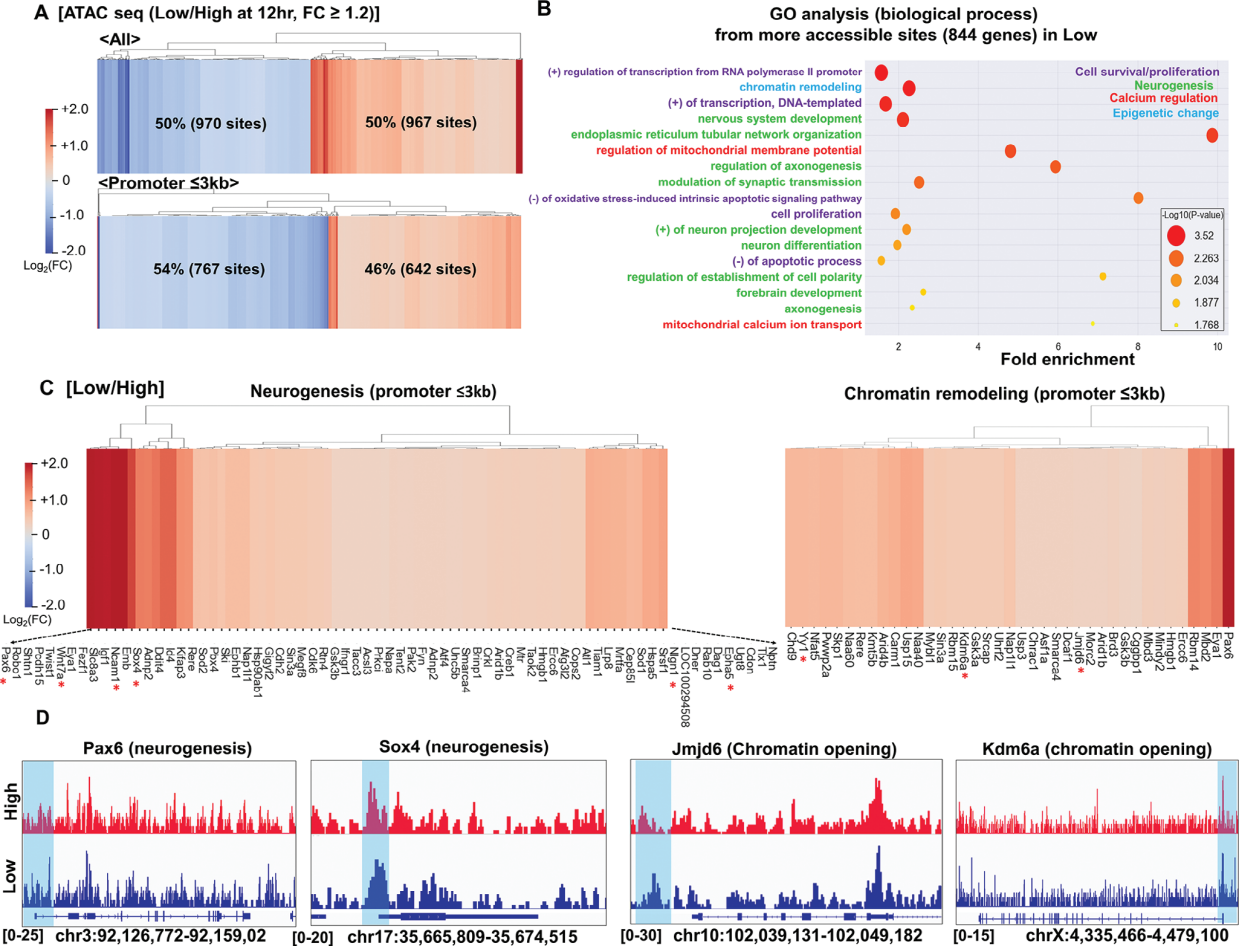
An assay for Transposase‐Accessible Chromatin with high‐throughput sequencing (ATAC‐seq) reveals distinct epigenetic modifications in NSPCs related to cell survival, neurogenesis, calcium regulation, and epigenetic change upon differential conductivity cues. ATAC‐seq was performed on NSPCs cultured on low and high conductive substrates for 12 h under stemness‐maintaining media. A) The analysis revealed the selective opening of promoter regions on low conductivity, as depicted in the heatmap for all and specific promoter regions. B) Gene ontology (GO) analysis connected differentially accessible genes to processes such as cell survival, neurogenesis, calcium regulation, and epigenetic change. C) The heatmap highlights the genes with increased DNA accessibility at promoter regions (≤3 kb) related to neurogenesis (Pax5, Wnt7a, Ncam1, Sox4, Nlgn1, Epha5) and chromatin remodeling to euchromatin status (Kdm6a, Jmjd6, Yy1) in low conductivity conditions. Key genes are highlighted as red asterisks. D) ATAC‐seq tracks for selected genes (Pax6, Sox4, Jmjd6, and Kdm6a) illustrate the differences in peak signal intensity (y‐axis) across DNA regions (x‐axis) between the two conductivity conditions (“High” versus “Low”).

### 2.7 Intracellular Calcium Signaling and Chromatin Decondensation Explain the Enhanced Neuronal Differentiation upon Neural Physiological Conductivity

As demonstrated, we postulated that H3ac, in conjunction with balanced intracellular calcium ion dynamics, serves as the primary chromatin modifier that enhances the neuronal differentiation of NSPCs cultured on the neural tissue‐like conductivity; in contrast, the supraphysiological “High” conductivity triggers apoptotic process. To test our hypothesis, we administered the histone acetyltransferase (HAT) inhibitor C646 and the intracellular calcium chelator BAPTA‐AM specifically to NSPCs cultured on the “Low” conductivity, to ascertain the potential modulatory effects of H3ac and intracellular calcium dynamic on chromatin remodeling and cell fate specification. The nucleus area, DAPI intensity, and condensation were all retrieved to that of “High” conductivity by both inhibitors (BAPTA‐AM and C646), while the nuclear volume was reduced by only BABTA‐AM (**Figure** **7**A). Furthermore, the expression of H3ac, an euchromatin epigenetic marker, was also reduced by both inhibitors (Figure 7B). Taken together, we conclude that intracellular calcium‐mediated H3ac is a major regulator for tuning conductivity‐dependent nuclear and chromatin reprogramming. Subsequently, to determine the effect of chromatin reprogramming on neurogenesis, we monitored the nuclear localization of neurogenic TF (Nr2f1) and the neural differentiation behaviors of NSPCs upon the treatment of HAT inhibitor C646 for days 1 and 6, respectively. The C646 partly mitigated the initial nuclear activation of Nr2f1 at day 1 and consequently contributed to the reduction in neuronal differentiation of NSPCs at day 6 on the “Low” conductivity, without affecting astrogenesis (Figure 7C,D).

**Figure 7:**
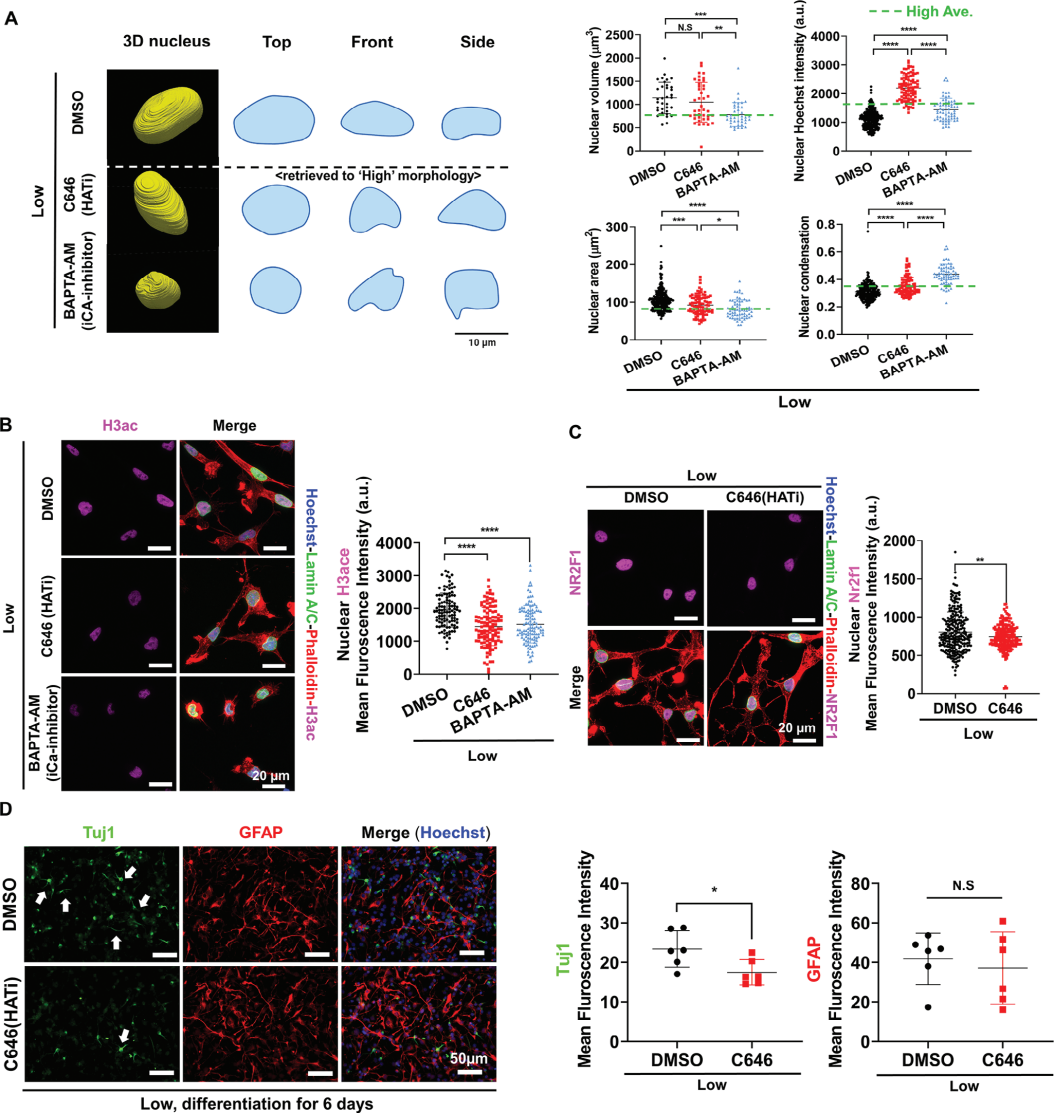
Chromatin reprogramming by H3 acetylation (H3ac) is key for neural tissue‐like conductivity‐dependent nuclear localization of NR2F1 and neurogenesis. A) The 3D nuclear morphology, including top, front, and side view, and its quantification with C646 (HATi, 10 µM) and BAPTA‐AM (intracellular calcium chelator, 10 µM) on “Low” conductivity. Dot green line indicates the average value of “High” conductivity. B) The nuclear H3ac activity was significantly decreased by C646 and BAPTA‐AM. Represent fluorescence images of the nucleus (blue), H3ac (violet), lamin A/C (green), and actin (red). NSPCs cultured on the different electrical conductivities were pre‐treated for 1 h at day 1 under the stemness‐maintaining media. C) The nuclear NR2F1 expression of NSPCs was reduced under C646 at day 1 under stemness maintaining media. D) The neuronal differentiation of NSPCs was partly diminished by the continuous treatment of HAT inhibitor C646 for 6 days. Neuronal maker Tuj1 (green), astrocyte marker GFAP (red), and nucleus (blue). White arrow indicating neuron cells with branching process. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (Student's t‐test or ANOVA and Tukey posthoc test after confirming normality and distribution symmetry by Shapiro‐Wilk test at a level of 0.05). N.S. indicated there was no significant difference between groups.

## 3 Concluding Remarks

This study successfully designed a well‐controlled electrically conductive substrate platform utilizing functionalized carbon nanotubes and graphene oxide nanoribbons. The electroconductive substrates could maintain consistent surface composition, nano‐roughness, and cell‐binding protein density while varying only electrical conductivity. Within the limitation of the current carbon‐based material platform (2D microenvironment, need for protein coating, supraphysiologically high stiffness unlike native neural tissues), our observations revealed that supraphysiological conductivity (3.2 S m^−1^) hindered neuronal differentiation of neural stem/progenitor cells, due to the hyperactivated calcium signaling dynamics. In contrast, electrical conductivity resembling neural tissue‐like conditions (0.02–0.1 S m^−1^) prompted neuronal differentiation, with balanced intracellular calcium oscillation. Of note, this mild, neural tissue‐like conductivity induced changes in nuclear morphology and further alterations in chromatin structures toward a more decondensed status (increased histone 3 acetylation), which is also correlated with the nuclear localization of neurogenic transcription factors such as Nr2f1 (**Figure** **8**). Here, we prioritized investigating the downstream effects of calcium signaling on chromatin modifications and transcriptional regulation, rather than the upstream details of calcium ion channel regulation. Further experiments to identify the determinant calcium ion channels and validate the role of conductivity‐dependent neurogenic transcription factors, such as Nr2f1, are necessary for a deeper understanding of the mechanisms at play.

**Figure 8:**
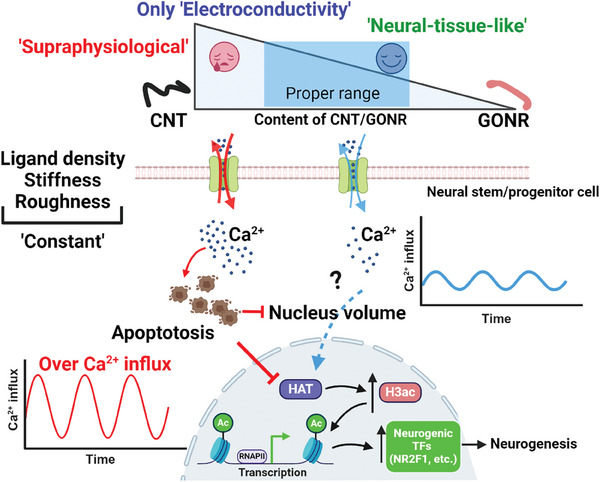
Schematic summary of supraphysiological or neural tissue‐like conductivity for modulating NPSC fate. H3ac, in conjunction with balanced intracellular calcium ions dynamics, serves as the primary chromatin modifier that enhances the neuronal differentiation of NSPCs cultured on the neural tissue‐like conductivity; in contrast, the supraphysiological “High” conductivity triggers apoptotic process while reducing nucleus volume and H3ac. How intracellular calcium dynamics alter the nucleus volume and HAT remains a further question (question symbol).

These findings highlight the intricate interplay between matrix electroconductive cues, nucleus morphology, and epigenetic modifications. Understanding the impact of electrical conductivity, under conditions decoupled from other substrate parameters, on nuclear morphology, chromatin accessibility, and cell fate specification, can provide valuable insights into the mechanisms in many biological contexts where the matrix conductivity‐triggered cellular responses (namely “electro‐transduction”) are essential. Further investigations are warranted to comprehensively elucidate the molecular mechanisms underlying these events, including the identification of candidate ion channels and the direct relationship between calcium signaling and chromatin modifications that drive neuronal specification. Moreover, this study offers guidance on how to design neural interfaces and scaffolds that can promote the regenerative process effectively.

## 4 Experimental Section

### Materials

*Preparations of CNT@graphene oxide nanoribbon bilayer membrane with various oxidation degrees*: The multiwall CNTs with different oxidation degrees were synthesized using a modified Hummer's method.^[^ ^30^, ^90^ ^]^ Briefly, 4 g of MWNTs (JenoTube 20A, JEIO, South Korea, diameter: 15–25 nm, length: 20–100 µm, and thickness: 7–12 layers) were mixed with 200 mL of sulfuric acid. Subsequently, 15.2 g of potassium permanganate (KMnO_4_) was carefully and slowly added to the mixture and stirred at 450 rpm in an ice bath. The mixture was then continued oxidation for 24 h (named High electroconductive group) in a water bath at 35 °C. Next, to stop the oxidation reaction and remove the remaining oxidizing agent, deionized (DI, 350 mL) water and hydrogen peroxide (80 mL) were sequentially added to the mixture in an ice bath. For making other electroconductivity, oxidation time varied from 1 to 48 h; 32 and 48 h are renamed “Medium” and “Low” electroconductive groups. Next, to remove the acidic solutions and impurities, the prepared CNT/GONR mixture with different oxidation degrees was filtrated through the cellulose filter paper using a vacuum and washed several times with DI water. Then, the filtered cake was ball‐milled at 800 rpm for 2 h in 60 mL of DI water and ball‐milled again at 350 rpm for another 3 h. The ball‐milled solution was sonicated for an additional 2 h using a horn sonicator to obtain the hydrogel form of CNT/GONR. At last, the bar‐coating method was used to fabricate carbon films. 0.5 mL of CNT@GONR hydrogel (40 mg mL^−1^) was coated on a polyethylene sulfone paper (PES, pore size: 0.2 m). The carbon films were dried in an oven at 60 °C for 3 h. The E.O. gas treatment sterilized the samples for the following cell works.

*Characterizations of carbon films*: A field emission‐scanning electron microscope (FE‐SEM; 7610f‐plus, JEOL, Japan) was used to examine the morphologies and structures of the prepared carbon films. The prepared carbon films' surface roughness and structure were investigated using atomic force microscopy (AFM; NX‐10, Park Systems, South Korea, n = 4). The phase of samples was confirmed by X‐ray diffraction (XRD, Rigaku, Ultima IV, Japan) with Cu Ka radiation at 40 mA and 40 kV, at a step size of 0.02° and a scanning speed of 2.0°/min. X‐ray photoelectron spectroscopy (XPS; K‐alpha, Thermo, U.K., USA), and Raman spectroscopy (LabRam Aramis, Horriba, Jovin Yvon, Japan) with a laser wavelength of 532 nm were utilized for surface characteristics. The electrical conductivity of the substrates was determined at room temperature by a four‐probe method using a Keithley 6514 electrometer.^[^ ^91^ ^]^ The hydrophilic ability of the films was analyzed by water contact angle test using a benchtop Phoenix contact angle measurement system (SEO‐PHX300, South Korea). Briefly, a single drop (10 µL) of DW loaded in a 1 mL syringe was dispensed onto the sample surface, and images of water droplets were captured after 10 s and further analyzed (n = 5). The specimen's stiffness (Elastic modulus) and contact stiffness were measured with a Nanoindenter (Nanoindenter XP MTS, Chicago, IL, USA). The Berkovich diamond tip roundness was 40 nm, the essential load was 1 mN, and the strain rate was maximally set at 200 nm s^−1^ with a penetration depth of 1 µm (n = 4). Loading (5 s), holding (2 s), and unloading (5 s) were performed.

### In Vitro Cell Studies

*Cell culture*: PC12 cells were ordered from ATCC company (CRL‐1721). PC12 cells are grown in RPMI‐1640 media (Welgene, LM 011‐03) with 5% FBS, 10% heat‐inactivated horse serum (Gibco, 26050088), and 1% (v/v) P/S solution. Every 2–3 days, the media were refreshed. The immortal human Mesenchymal stem cells were cultured in media used in Alpha MEM (Welgene, LM 008–53) supplemented with 10% (v/v) FBS, 1% (v/v) P/S, and 2 mM GlutaMAX supplement solution. This study was as follows: i) Normal culture medium composed of high‐glucose DMEM supplemented with 10% (v/v) FBS and 1% (v/v) P/S solution. Every 2–3 days, the media were refreshed. rNSPCs were prepared as previously reported.^[^ ^34^, ^92^, ^93^ ^]^ Animal experimental procedures for getting rNSPC were approved by the Animal Care and Use Committee, Dankook University, South Korea Approval No. DKU‐22‐071). Briefly, 14.5‐day embryos were isolated from pregnant Sprague‒Dawley rats (DBL Co., Ltd., South Korea). The telencephalons were isolated from embryos and placed in cold HBSS. The meninges of the telencephalon were removed, and the tissues were washed twice with cold HBSS and placed into 3 mL complete stemness maintenance media. The single‐cell suspension was dissociated in the stemness maintenance media using only one 1 mL pipette tip. After sitting for 2 minutes, the cell suspension was filtered with a 40 µm strainer, followed by centrifugation at 1500 rpm for 5 minutes. 5 × 10^5^ rNSPCs were seeded into 6 cm low‐attachment culture dishes and incubated in a 5% CO_2_ incubator at 37 °C. Half of the medium was changed every 2 days. The cells were passaged once per week when the sizes of the neuro‐spheroids were over 200 µm. In this study, cells were only used up to passage number 3. The stemness maintenance media contained knockout DMEM/F12,2 mMM L‐GlutaMAX, 2% Stempro neural supplement, 20 ng mL^−1^ EGF, 20 ng mL^−1^ bFGF, and 1% P/S.

### Cell Adhesion Assays

To assess the initial cell adhesion of PC12 and rNSPCs after similarly optimizing laminin adsorption amount, the high, medium, and low electroconductive carbon films were first incubated poly‐D‐lysine (15, 10, 15 µg mL^−1^) overnight at 4degree, respectively. After washing with PBS 3 times, 10 µg mL^−1^ cell adhesion protein laminin (Gibco, 23017015) was added and incubated for another night at 4 degrees. Then, 1.5 × 10^4^ cells were seeded only on the top of pretreated carbon films (a diameter of 8 mm) in 4‐well plates. After 1 h, more growth media were added to the cells. After 24 h, the cells were fixed using 4% PFA solution, permeabilized with 0.1% Triton X‐100 for 10 min and incubated for 30 min with Alexa Fluor 488 phalloidin (A12379, Invitrogen, Carlsbad, CA) and Hoechst 33 342 (1:1000; H1399, Invitrogen, Eugene, OR, USA) for 5 min to visualize actin filaments and nuclei, respectively. The stained images were captured using an Olympus DP72 camera (IX7151, Olympus Corporation, Tokyo, Japan). The adherent cell number, cell circularity, and cell spread area were further analyzed using ImageJ software (version 1.53, USA). To assess the initial cell adhesion of ihMSCs, 1.5 × 10^4^ cells were seeded only on the top of carbon films (a diameter of 8 mm) in 4‐well plates. After 1 h, more growth media were added to the cells. After 24 h, the cells were fixed using a 4% PFA solution, and the actin filaments and nuclei staining were similarly performed by that from PC12 and rNSPCs.

### Cell Differentiation Assays

To investigate the differentiation behavior of PC12, 2500 cells were seeded on the carbon films (a diameter of 8 mm). After 24 h, the media were refreshed with the RPMI media with 1% FBS, 1% horse serum, and 100 ng mL^−1^ NGF for another 4 days. At day 4, the PC12 cells were fixed with 4% PFA and permeabilized in PBS containing 0.1% (v/v) Triton X‐100 for 10 min. and incubated for 30 min with Alexa Fluor 488 phalloidin and Hoechst 33342 for 5 min to visualize actin filaments and nuclei, respectively.

For rNSPCs, 1.5 × 10^4^ cells were seeded on the carbon films (diameter 8 mm for ICC staining, diameter 10 mm for qPCR analysis) after coating with poly‐D‐lysine and laminin at the determined concentration depending on the conductivity. For tissue culture plate culture, 10 µg mL^−1^ of poly‐D‐lysine and laminin was used. After culturing in stemness maintaining media for 24 h, the media was refreshed with the same basal media but growth factors withdrawal. The rNSPCs were cultured in the differentiation media for another 6 or 12 days. Then, the samples were collected to perform the ICC staining or qPCR analysis. In ICC staining, after fixation and three washes in PBS, the cells were incubated in 1% (w/v) bovine serum albumin (BSA; SM‐BOV‐100, Gene all, Seoul, South Korea) dissolved in PBS for 1 h at RT to block nonspecific staining. Antibodies against βIII‐type tubulin (Tuj1; 801202, Bio Legend, CA, USA; dilution ratio: 1:100), anti‐O4 (MAB1326, R&D systems, MN, USA; dilution ratio: 1:250), GFAP (Dako Cytomation, Carpinteria, CA, Z0334; dilution ratio: 1:500), Tri‐Methyl‐Histone H3 (Lys9) (H3K9me3; 13969, Cell signaling, Danvers, MA, USA; dilution ratio: 1:100), Tri‐Methyl‐Histone H3 (Lys27) (H3K27me3; 9733, Cell signaling; dilution ratio: 1:100), Nestin (611 658, BD Bioscience, San Diego, CA, USA, dilution ratio: 1:100) and neurofilament (NF, 837904, Bio Legend, San Diego, CA, USA, dilution ratio: 1:100) were applied overnight at 4 °C, followed by three washes with PBS. Then, the cells were incubated in the dark with a 1:250 dilution of FITC‐conjugated donkey anti‐mouse IgG antibody (715‐095‐150, Jackson Immuno‐Research Laboratories, West Grove, PA, USA) or rhodamine (TRITC)‐conjugated antibody (715‐025‐150, Jackson) or Goat anti‐Mouse IgM (Heavy chain) Cross‐Adsorbed Secondary Antibody (Alexa Fluor 488, A‐21042; Invitrogen) for 1 h at RT. After three washes with PBS, nuclear staining was performed as mentioned above, and the different cell lineages were observed and captured using an inverted microscope (Olympus, IX71, Tokyo, Japan) and quantified using ImageJ.

### Gene Expressions by Quantitative Real‐Time PCR

Quantitative real‐time polymerase chain reaction (qRT‐PCR) was performed to evaluate the neural cells‐related gene expression. After cells were collected, mRNA was isolated using a Ribospin kit (GeneAll, 304‐150, Seoul, Korea) according to the manufacturer's instructions. cDNA was subsequently synthesized using AccuPower PCR premix (Bioneer, K‐2011, Daejeon, Korea), and the reverse transcription was performed using a thermal cycler (HID Veriti 96‐Well Thermal Cycler, 447 907, Applied Biosystems, Singapore). For qRT‐PCR, SensiMix SYBR Hi‐ROX kit (Bioline, QT605‐05) with additional MgCl_2_ (BIO‐37026, Bioline) was used, and qRT‐PCR performed by StepOne Plus (Applied Biosystems). The fold change of the gene expression was calculated by the comparative Ct method (2^−ΔΔCt^) and normalized to an endogenous housekeeping gene, β‐actin, or GAPDH. The qRT‐PCR primers and their sequences are listed in Table S1 (Supporting Information).

### Protein Expressions by Western Blots

Western blots were performed conventional method after culturing rNPSCs under growth media for 24 hours on films with different conductivity. Briefly, cellular lysates were directly prepared using Protein Extraction Solution (ELPISBIO, Daejeon, Korea, #EBA‐1149) supplemented with 1% Halt Protease and Phosphatase Inhibitor (ThermoFisher, Waltham, MA, #78 442), followed by a 30‐min incubation on ice. After the supernatant was collected after centrifugation, protein concentration was determined using Pierce BCA Protein Assay Kit (ThermoFisher, #23225). Subsequently, an equivalent amount of protein for each sample was mixed with Laemmli's 5× Sample Buffer (ELPISBIO, #EBA‐1052) and heated at 95 °C for 5 min. The mixture was then subjected to SDS‐PAGE electrophoresis. Afterwards, proteins were transferred onto Membranes, overnight incubation at 4 °C was conducted for the first antibody reactions. H3ac (Sigma, Burlington, MA, USA, 06–599, dilution ratio: 1:1000) and H3(Epigentek, Farmingdale, NY, USA, A68386, dilution ratio: 1:1000). Subsequently, membranes were probed with HRP‐conjugated anti‐mouse (Cell Signaling, #7074) or anti‐rabbit (Cell Signaling, #7076) secondary antibodies for 1 h. Detection was achieved using the Chemiluminescent Substrate Kit (ThermoFisher, #34580).

### Quantitative and ATAC Sequencing

For quantitative sequencing, 2.2 × 10^4^ rNSPCs were cultured upon carbon films (10 mm in diameter), pre‐sterilized by EO gas. After 24 h culture in stemness‐maintaining media, total RNA was isolated using RibospinTM (304‐150, Gene all, Seoul, South Korea) at 24 h according to the manufacturer's protocol. RNA purity was determined by assaying 1 µl of total RNA extract on a NanoDrop8000 spectrophotometer. Quantitative sequencing was then performed by Ebiogen Inc. (Seoul, South Korea). In brief, library preparation and sequencing were first performed. The library was constructed using the QuantSeq 3′ mRNA‐Seq Library Prep Kit (Lexogen, Inc., Austria) to control and test sample RNAs according to the manufacturer's instructions. An oligo‐dT primer containing an Illumina‐compatible sequence at its 5′ end was hybridized to the RNA (each 500 ng total RNA), and reverse transcription was performed. After degradation of the RNA template, second strand synthesis was initiated by a random primer containing an Illumina‐compatible linker sequence at its 5′ end. To purify the double‐stranded library, magnetic beads were used to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library was purified from PCR components. High‐throughput sequencing was performed as single‐end 75 sequencing using NextSeq 500 (Illumina, Inc., USA).

Subsequently, QuantSeq 3′ mRNA‐Seq reads were aligned using Bowtie2.^[^ ^94^ ^]^ To align to the genome and transcriptome, Bowtie2 indices were either generated from genome assembly sequences or representative transcript sequences. The alignment file was used for assembling transcripts, estimating their abundances, and detecting the differential expression of genes. DEGs were determined based on counts from unique and multiple alignments using coverage in Bedtools.^[^ ^95^ ^]^ The read count (RC) data were processed based on the TMM+CPM normalization method using EdgeR within R (R development Core Team, 2020) using Bioconductor (Gentleman et al., 2004). The raw data were manually analyzed using ExDEGA software (v1.6.7, E‐biogen). Gene classification was further analyzed in the public database (DAVID (http://david.abcc.ncifcrf.gov/) and Medline databases (http://www.ncbi.nlm.nih.gov/)). The QuantSeq data are available at the NCBI Gene Expression Omnibus with accession number GSE241362 (https://www.ncbi.nlm.nih.gov/geo/info/ linking.html). The ChEA3 public database was used to analyse TFs (https://maayanlab.cloud/chea3/).^[^ ^96^ ^]^

ATAC‐sequencing was performed and analyzed by conventional methods according to the protocols mentioned elsewhere^[^ ^97^, ^98^ ^]^ [ref]. Briefly, 2.2 × 10^4^ rNSPCs were cultured upon each carbon film (10 mm in diameter), pre‐sterilized by EO gas. After 12 h's culture in stemness‐maintaining media, cells are gathered by TrypLE (Thermofisher, Philadelphia, PA, USA) for the construction of Library using ATAC‐Seq Library Prep Kit for Illumina (Active Motif, United States) according to the manufacturer's instructions. A total of 100,000 cells were washed twice with 100 𝜇l of cold PBS and resuspended in 100 𝜇l of STEM‐CELLBANKER solution (Amsbio). Next, 100 𝜇l of lysis buffer for 10 min in ice to prepare the nuclei. Immediately after lysis, the suspension of nuclei was spun at 500 g at 4 °C for 10 min to remove the supernatant. Nuclei were then incubated with 50 ul of the Tagmentation Master Mix at 37 °C for 30 min in a thermomixer set at 800 rpm. DNA was purified and PCR was performed to amplify the library. Libraries were sequenced on the NovaSeq 6000 with 100 bp paired‐end reads (Illumina, United States).

### Ex‐Vivo Brain Slice Analysis

Hippocampal slices were prepared from 5–8 weeks‐old C57BL/6 mice. Under isoflurane anaesthesia, the brain was quickly removed from the skull and placed in ice‐cold artificial cerebrospinal fluid (ACSF) aerated with 95% O_2_ and 5% CO_2_. The ACSF composition was as follows (in mM): 124 NaCl, 1.3 MgSO_4_, 3 KCl, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 2.4 CaCl_2_, and 10 glucose. After chilling in the ice‐cold ACSF for ≈3–5 min, the brain was sliced into hippocampal sections (300 µm thickness) using a vibroslicer (5100mz, Campden Instruments, UK). The slices that included the dentate gyrus were selected and kept in aerated (95% O_2_/5% CO_2_) ACSF at 35 °C for 60 minutes before being transferred to an electrophysiological recording chamber. Animal experiments for ex‐vivo study were performed in accordance with Dankook University Animal Experimentation Guidelines (approval number DKU‐19–016, Cheonan, Korea).

Recording the electrophysiological properties of the slices was carried out using whole‐cell patch‐clamp techniques with a differential interference contrast (DIC) microscope (Eclipse FN1, Nikon, Japan), Multiclamp 700B, and Digidata 1550B (Molecular Device, USA) as described previously.^[^ ^99^ ^]^ The slices were perfused with warm ACSF (34–35 °C) at a rate of ≈ 2 mL min^−1^ using a gravity‐fed bath perfusion system. Micropipettes (6–9 MΩ), pulled from borosilicate capillaries using a micropipette puller (PC‐10, Narishige, Japan) and filled with intracellular solutions, contained (in mM): 140 K‐gluconate, 10 HEPES, 2 MgCl_2_, 1 CaCl_2_, 11 EGTA, and 2 K2‐ATP. The pH was adjusted to 7.2–7.3 with KOH. A 10 mm diameter donut‐shaped substrate with a 3 mm inner defect and different electroconductivity (“High” or “Low”) was placed on top of the slice for electrophysiological recording of a single cell, considered as NSPC. Pipette capacitance was neutralized, and access resistance was continuously monitored during recording. In whole‐cell current‐clamp recordings, depolarizing step currents ranging from −50 to 200 pA were used to trigger action potentials at 10 pA increments and a duration of 300 ms. In whole‐cell voltage‐clamp recordings, whole‐cell currents were triggered with voltage steps ranging from −50 to 100 mV at 10 mV increments. Data analysis was performed using pClamp 10.0 (Molecular Device, USA).

### In Silico Intracellular Calcium Level Modeling

A simple mathematical model was designed to explain the influence of electroconductivity on the calcium dynamics. The model consists of ordinary differential equations with two variables: the calcium ion concentration of the cytoplasm and ER^85^. The detailed equations and parameters are shown in **Table** **1**. As membrane charging time strongly depends on extracellular electroconductivity and typically decreases when the extracellular electroconductivity increases, the calcium ion channel was also assumed to be impacted by the following changes. The result shows that as electroconductivity becomes higher, the calcium intensity of the cytoplasm also increases.

**Table 1:** Parameters and equation for intracellular calcium level modeling.

Parameter	Value (Control (ES))	Description
β	2.1 / 2.0 / 1.9 s^−1^	Rate of calcium efflux from cytosol to extracellular
α	1.3 s^−1^	Maximum rate of calcium flux into cytosol
γ	2.1 / 2.0 / 1.9 µM s^−1^	The inward flow of calcium from extracellular to cytosol through the plasma membrane
*n*	4	Hill coefficient
δ	1.3 µM	Cytosolic IP_3_ concentration that produces half occupation of IP_3_R
*k*	0.01 s^−1^	Leak flux rate of calcium from ER to cytosol due to concentration gradient
*k*_1_	2 s^−1^	Maximum flux rate of calcium out of the SERCA pump
Symbol	Equation	
[Ca^2+^]*_i_*	$k{\left[Ca^{2+}\right]}_{\mathrm{ER}}-k_{1}{\left[Ca^{2+}\right]}_{i}+\alpha \left(\frac{{\left[Ca^{2+}\right]}_{i}^{n}}{\left(\delta^{n}\right)+\left(\;{\left[Ca^{2+}\right]}_{i}^{n}\right)}\right)*{\left[Ca^{2+}\right]}_{\mathrm{ER}}+\gamma -\beta *{\left[Ca^{2+}\right]}_{i}$	
[Ca^2+^]_ER_	$-(k{\left[Ca^{2+}\right]}_{\mathrm{ER}}-k_{1}{\left[Ca^{2+}\right]}_{i}+\alpha \left(\frac{{\left[Ca^{2+}\right]}_{i}^{n}}{\left(\delta^{n}\right)+\left(\;{\left[Ca^{2+}\right]}_{i}^{n}\right)}\right)*{\left[Ca^{2+}\right]}_{\mathrm{ER}})$	

### Statistics

Data are presented as mean ± standard deviation, and statistical significance was assessed using Student's t‐test (between two groups) or one‐way analysis of variance (ANOVA) with an unpaired t‐test or Turkey's post hoc test (among over three groups) after confirming normality and distribution symmetry by Shapiro‐Wilk test at a level of 0.05. Statistical significance was considered at ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001 or ^****^ *P* < 0.0001. Independent triplicate experiments were at least performed to verify reproducibility. Careful interpretation of the results with relatively small numbers (n < 10) was needed.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.‐M.L., Y.J., and Y.‐X.M. contributed equally to this work as co‐first authors. Y.‐M.L., Y.‐X.M., Y.J., J.‐H.L., and H.‐W.K. conceptualized the study and designed the experiments; J.‐H.L. and H.‐W.K. supervised the study; Y.‐M.L., Y.‐X.M., Y.C., Y.‐J.K., A.G.K. J.‐H.P, J.‐Y.Y., H.L., R.K.S., J.C.K., H.‐H.L., Y.J., J.‐H.L. performed characterized the samples and analyzed the data. Y.‐M.L., Y.‐X.M., E.‐S.K., B.‐E.Y., and J.‐H.L. performed the in vitro cell and ex vivo studies. Y.‐M.L., Y.‐X.M., Y.J., and J.‐H.L. drafted the manuscript; H.‐W.K. and J.‐H.L. wrote, edited, and approved the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Neural Tissue‐Like, not Supraphysiological, Electrical Conductivity Stimulates Neuronal Lineage Specification through Calcium Signaling and Epigenetic Modification
**Source:** Adv Sci (Weinh). 2024 Jul 10;11(35):2400586. doi: 10.1002/advs.202400586
**Supplement:** Supplementary file 1 — Supporting Information

**Neural-tissue-like, not supraphysiological, electrical conductivity stimulates neuronal lineage specification through calcium signaling and epigenetic modification**

Yu-Meng Li^1,2,#^, Yunseong Ji^1,3,#^, Yu-Xuan Meng^1,2,#^, Yu-Jin Kim^4^, Hwalim Lee^1,4^, Amal George Kurian^1,2^, Jeong-Hui Park^1,5^, Ji-Young Yoon^1,2,^, Jonathan C. Knowles^1,2,5,6^, Yunkyu Choi^7^, Yoon-Sik Kim^1,8,11^, Bo-Eun Yoon^1,8,11^, Rajendra K. Singh^1,2^, Hae-Hyoung Lee^1,2,4^, Hae-Won Kim ^1,2,4,5,8,9,10*^, Jung-Hwan Lee^1,2,4,5,8,9*^

----------------------

#Equally contributed as co-first authors.

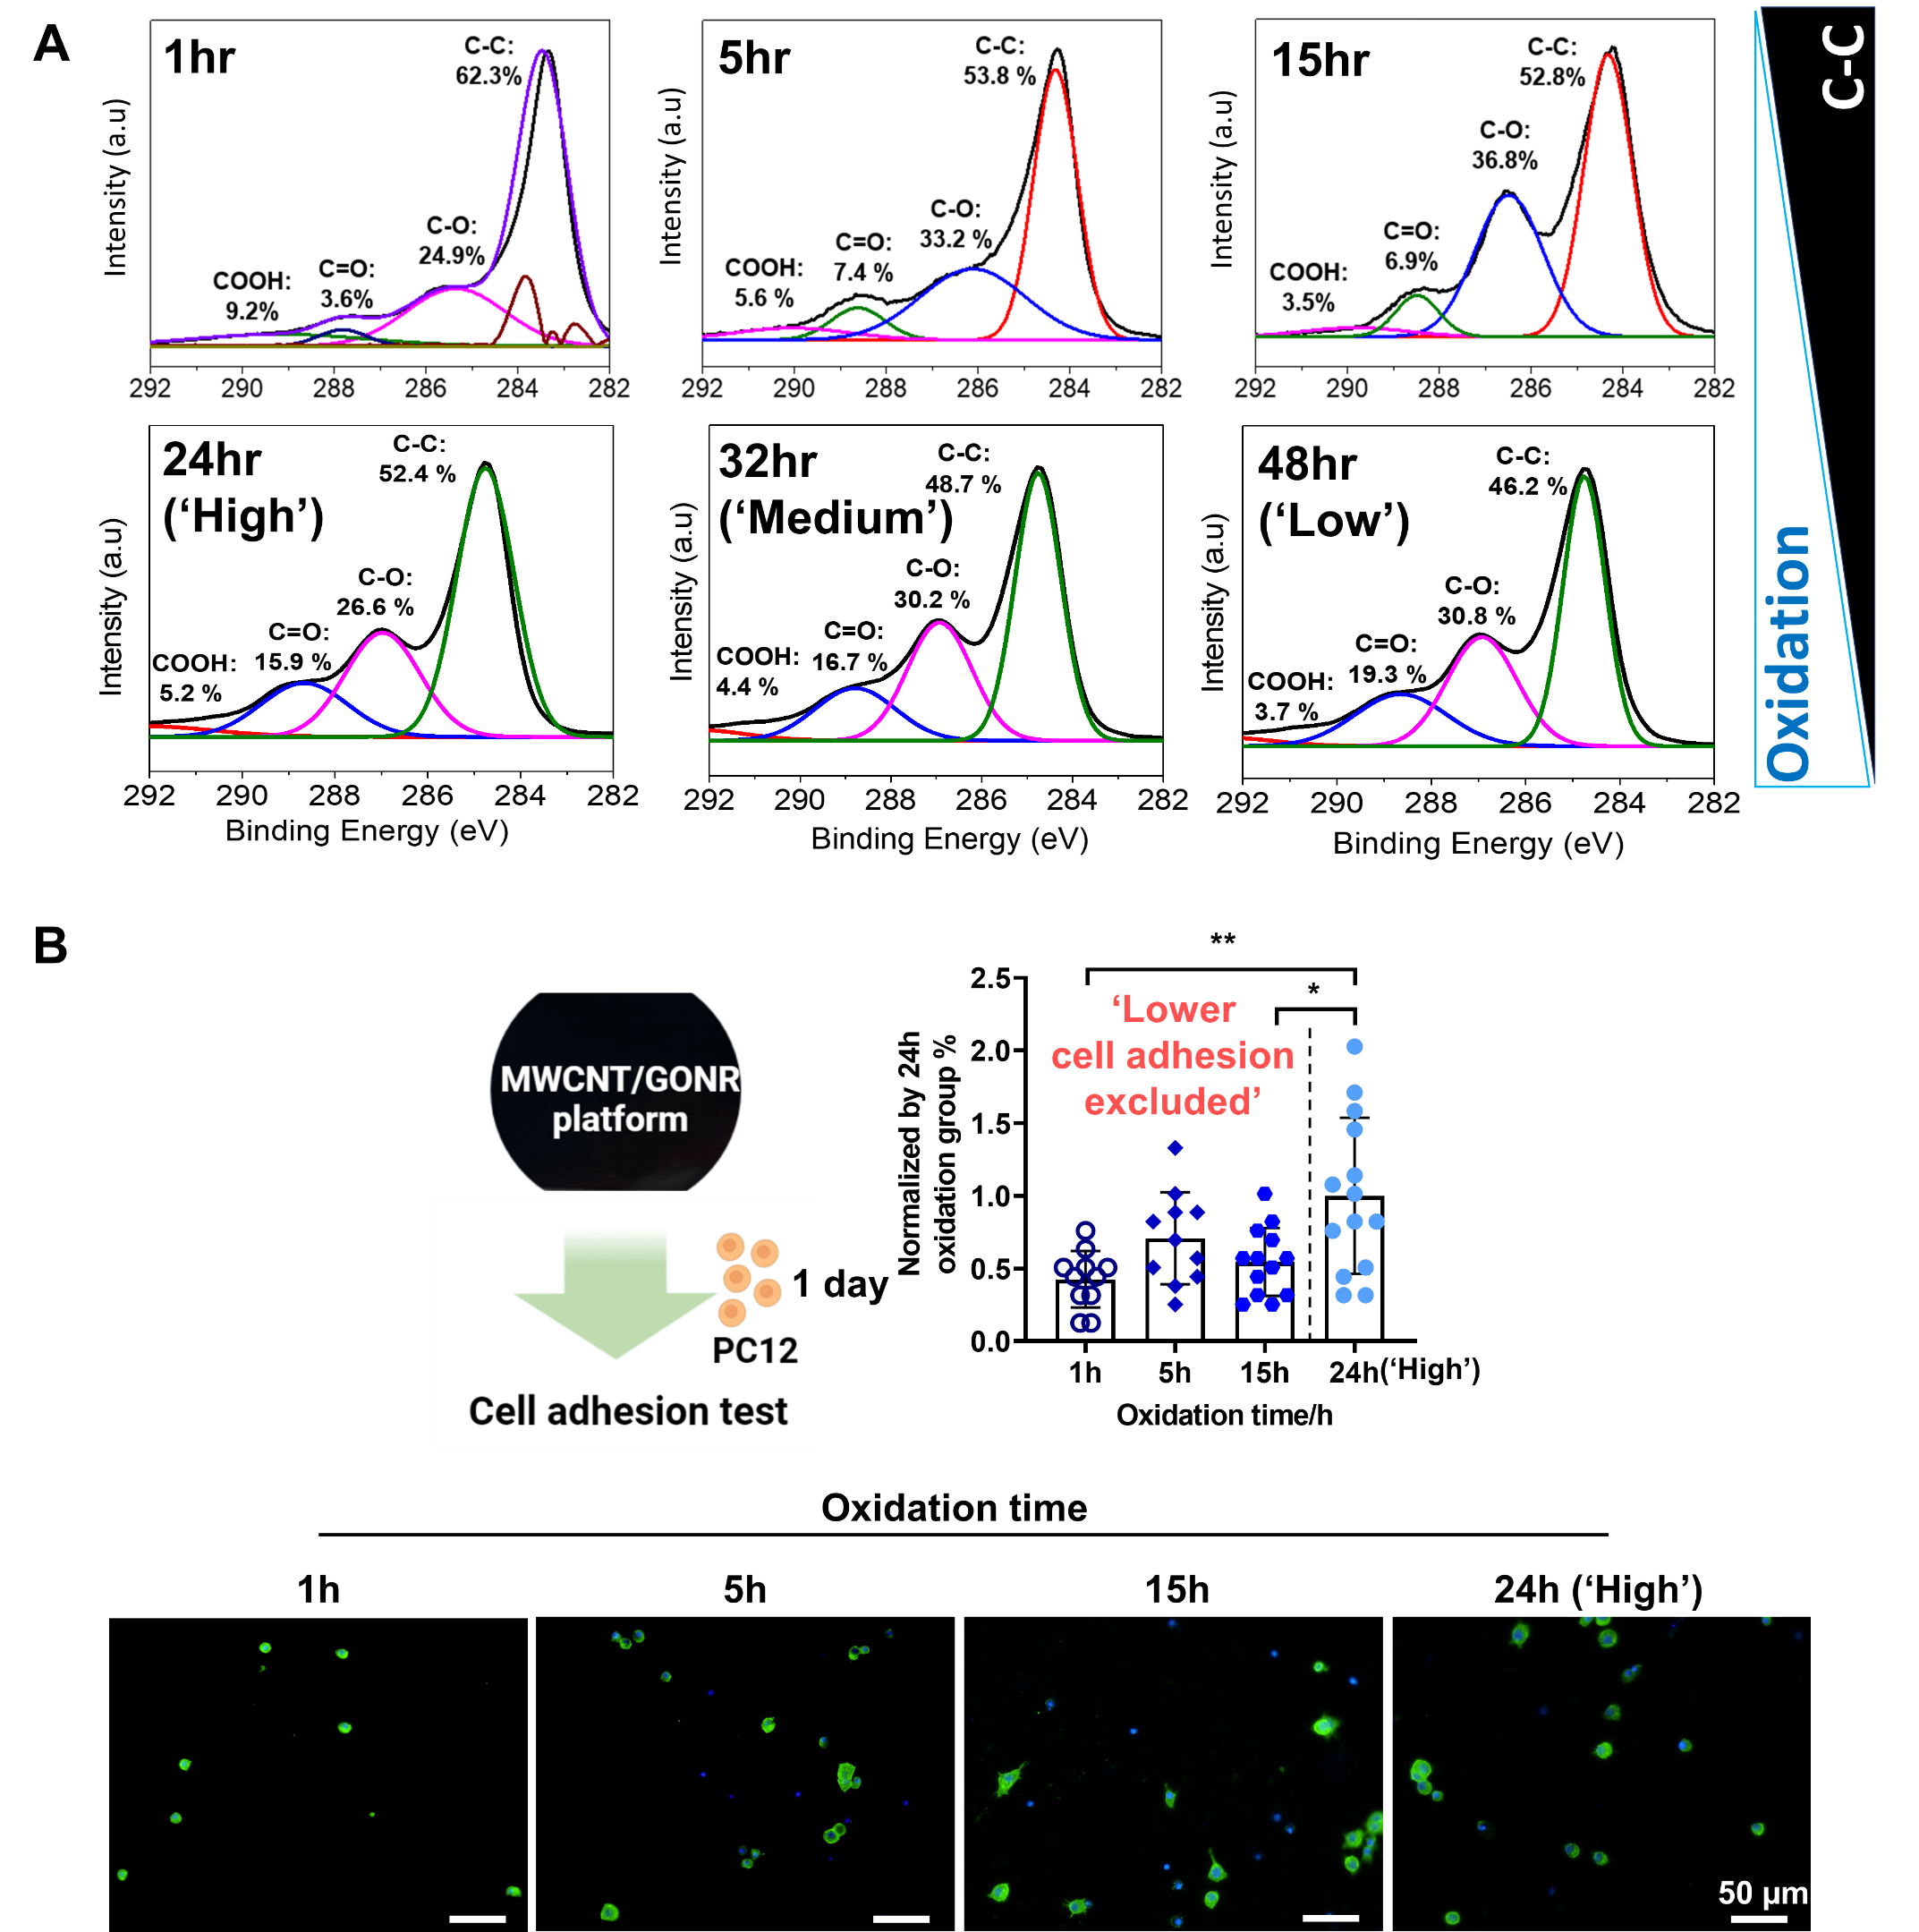

**Figure.S1. Electroconductive property and initial 24-hour PC-12 cell adhesion condition of different conductive carbon films.** (A-B) The initial cell growth condition of PC-12 cells cultured on carbon films, including 1-24 h oxidation time groups. (A) With the oxidation time increasing, the c-c binding decreased along with reduced electroconductivity, investigated by XPS. (B) Adherent cell numbers were compromised in 1h~15h oxidation substrate. The cytoskeleton maker F-actin was labelled with Alexa Fluor 488-Phalloidin (Green). The nucleus was marked with Hoechst in blue colour. ^*^*P* < 0.05 and ^***^*P* < 0.001 (ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05). XPS data from 1, 5, and 10 hours were obtained from doi/10.1021/acsami.1c24733 and re-analyzation was performed.

**
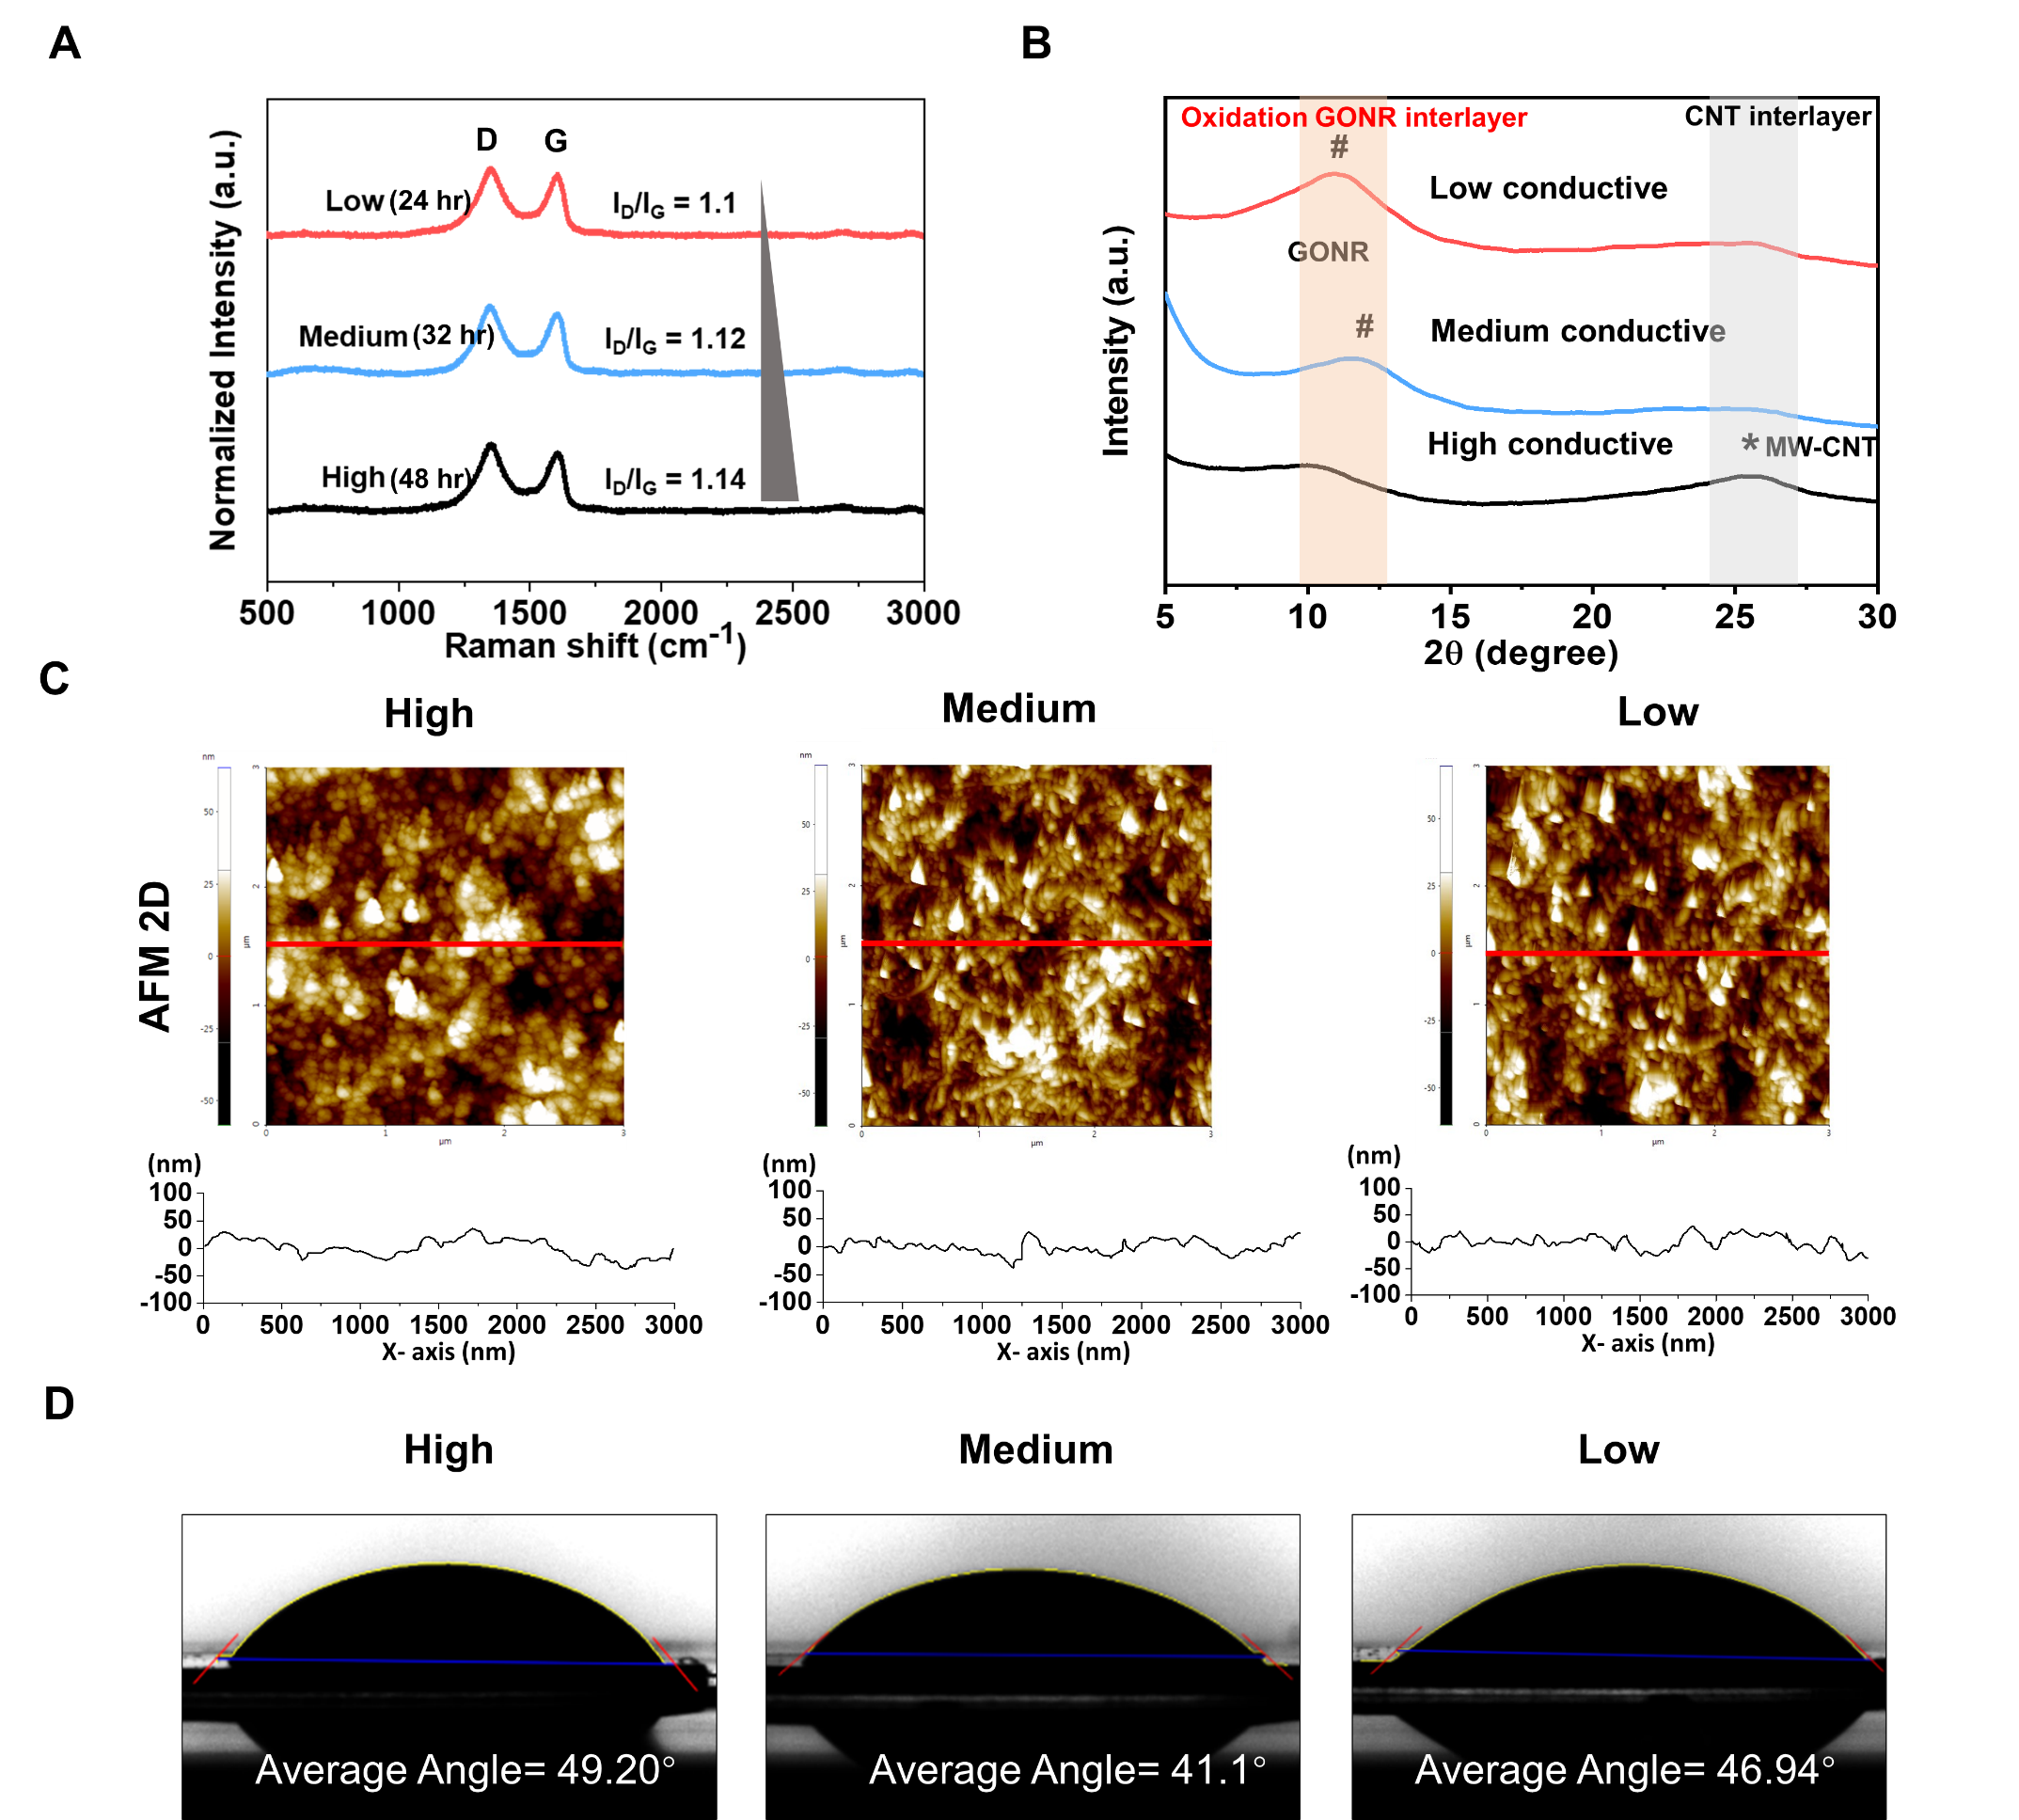
**

**Figure.S2. Physicochemical characterization of different conductive carbon films.** (**A**) Raman spectra revealed a slight increase in the intensity ratio of the D to G band, indicating reduced crystallinity within the graphitic layer due to increased oxidation. (**B**) High-resolution X-ray diffraction confirmed an augmentation in the oxidation functional groups from GONR within the ‘Medium’ and ‘Low’ while decreasing MWCNT peaks. (**C**) Similar surface nano-roughness in the nm scale was observed along the specific profile from the red line in the AFM 2D pictures. (**D**) A water contact angle test was performed to check the hydrophilicity of carbon films.

**
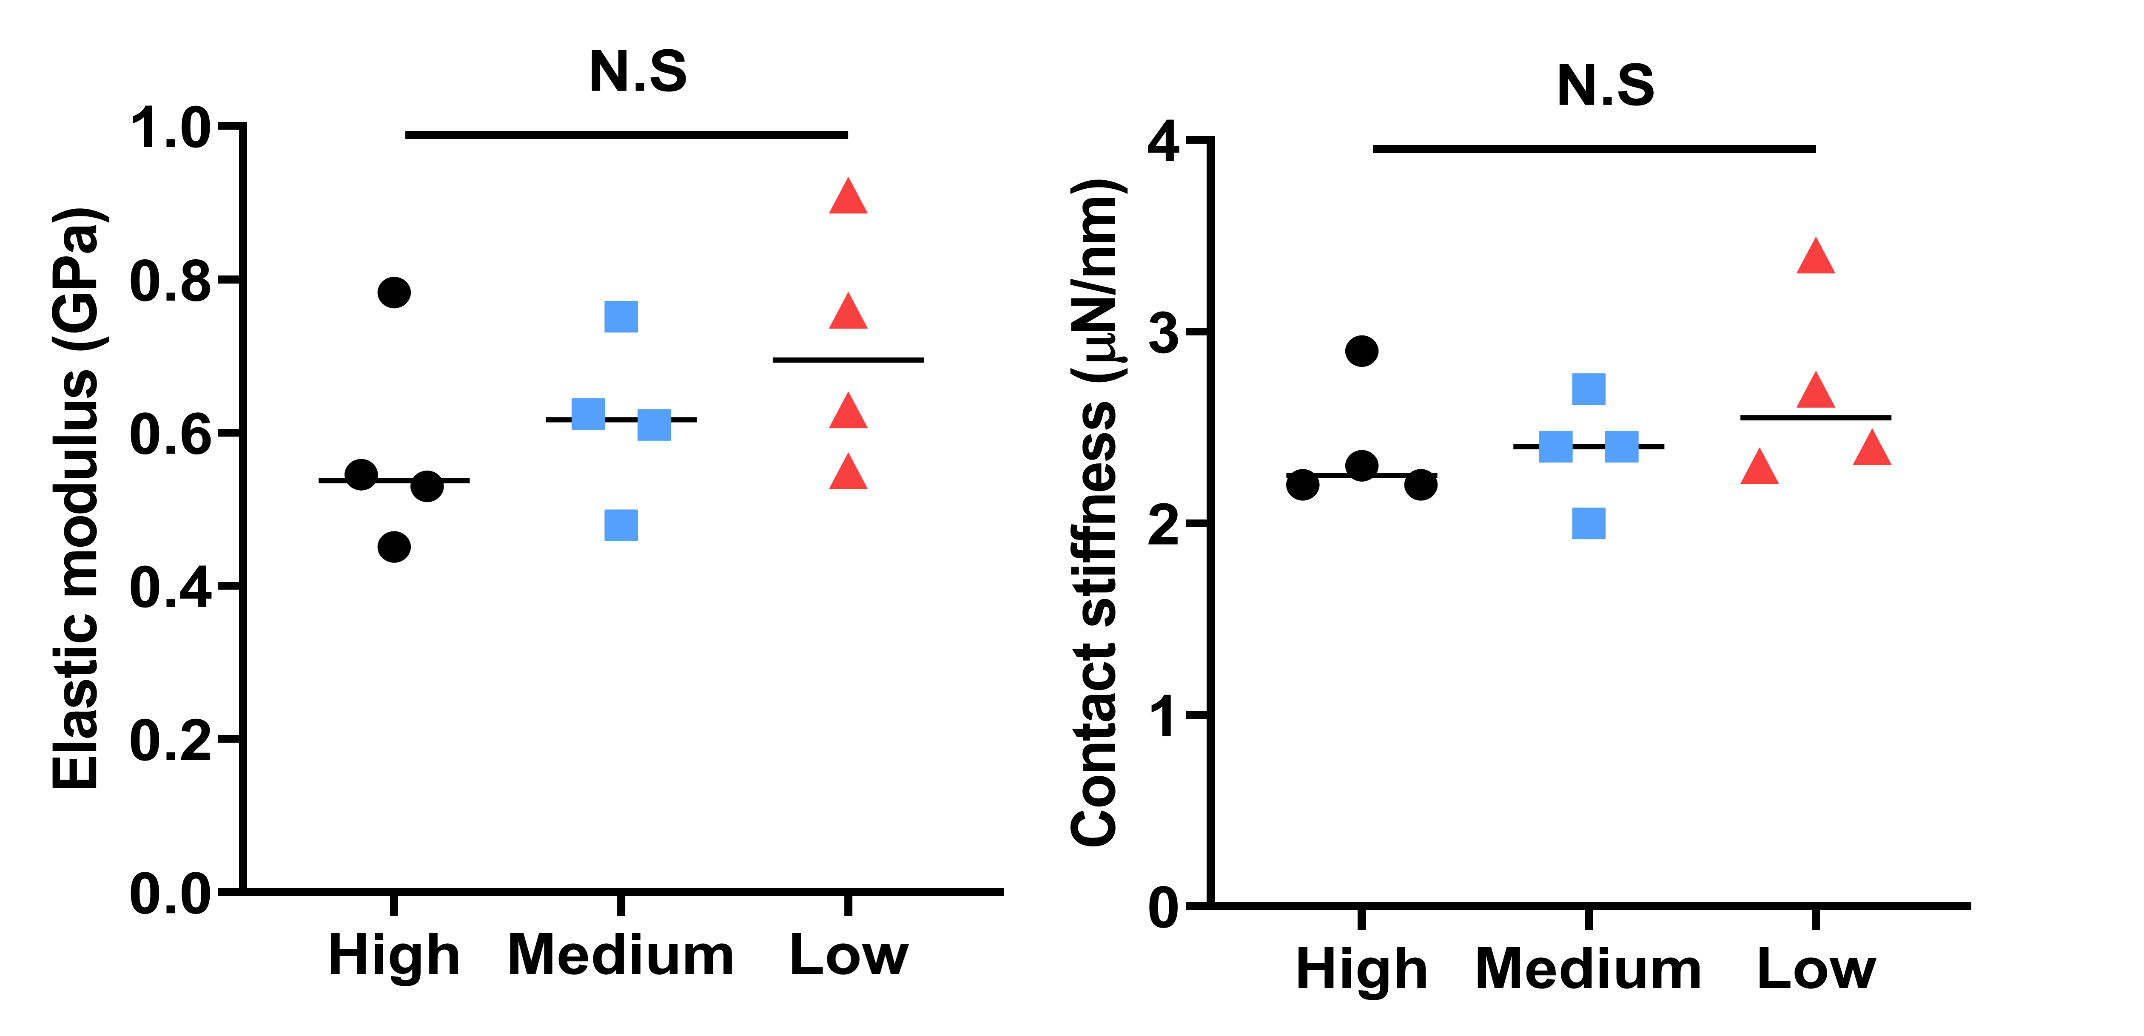
**

**Figure.S3. Stiffness of substrate measured by nanoindentor.** Elastic modulus and contact stiffness were similarly detected among groups (P>0.05, ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05). N.S. indicated there was no significant difference between groups.

**Table. S1. Summary table related to the recently published electroconductive scaffolds within the field of neural regeneration.**

| **Electroconductive biomaterials in the neural field** | | **Conductivity (S/m)** |
| --- | --- | --- |
| Samples in this study | High conductive | 3.22 |
|  | Medium conductive | 0.104 |
|  | [Low conductive](mailto:PUCL@CNT1%20nanofibers) | 0.022 |
| CNTs-based conductive scaffolds | CNT@PUCL scaffolds ^[1]^ | 8 |
|  | CNTs-decorated PLGA scaffold ^[2]^ | ∼ 227 |
|  | CNT-interfaced PGFs scaffold ^[3]^ | 1 x10^-3^ - 1×10^-4^ |
|  |  ^[4]^ | 10^–9^ - 10^-2^ |
|  | [CNTs-PCL/Gelatin nanofiber platform](mailto:MWCNTs@Chitosan%20scaffold) ^[5]^ | ~ 0.15 S/m |
| Graphene-based conductive scaffolds | %20fumarate)%20(OPF)%20hydrogel) ^[6]^ | 0.09 - 0.4235 |
|  | reduced GO/PCL film substrate ^[7]^ | 5.5 - 7.1×10^-4^ |
|  | rGO/PCL scaffolds ^[8]^ | 0.84 - 1.47 |
|  | GO/PCL nano-scaffolds ^[9]^ | 0.0455 |
|  | graphene-based conductive fibrous scaffold ^[10]^ | 3.12 |
|  | rGO ApF/PLCL nanofibrous scaffolds ^[11]^ | 0.0405 |
| Other conductive scaffolds | Polyaniline (PANI) film substrate ^[12]^ | 10^-7^ - 1000 |
|  | Polypyrrole/silk fibroin scaffold ^[13]^ | 1.82 ± 0.21 × 10^-3^ - 0.113 ± 0.19 |
|  | polypyrrole (PPy) /micro-grooved PLGA scaffolds ^[14]^ | 963-3856 |
|  | polycaprolactone and chitosan@Au-NPs scaffolds ^[15]^ | 12 |
|  | collagen/ppy-b-PCL hydrogel ^[16]^ | 0.5 |
|  | Hyaluronic acid/gelatin/gold nanorod hydrogels ^[17]^ | 0.00115 |
|  | Polyaniline graphene (PAG)/chitosan/PCL scaffold ^[18]^ | 0.0108 |
|  | Ppy@collagen/hyaluronan hydrogel ^[19]^ | 0.189 |
| Native nerve tissues | Dura, grey matter, white matter, spinal cord ^[20–23]^ | 0.03~0.6 |

**
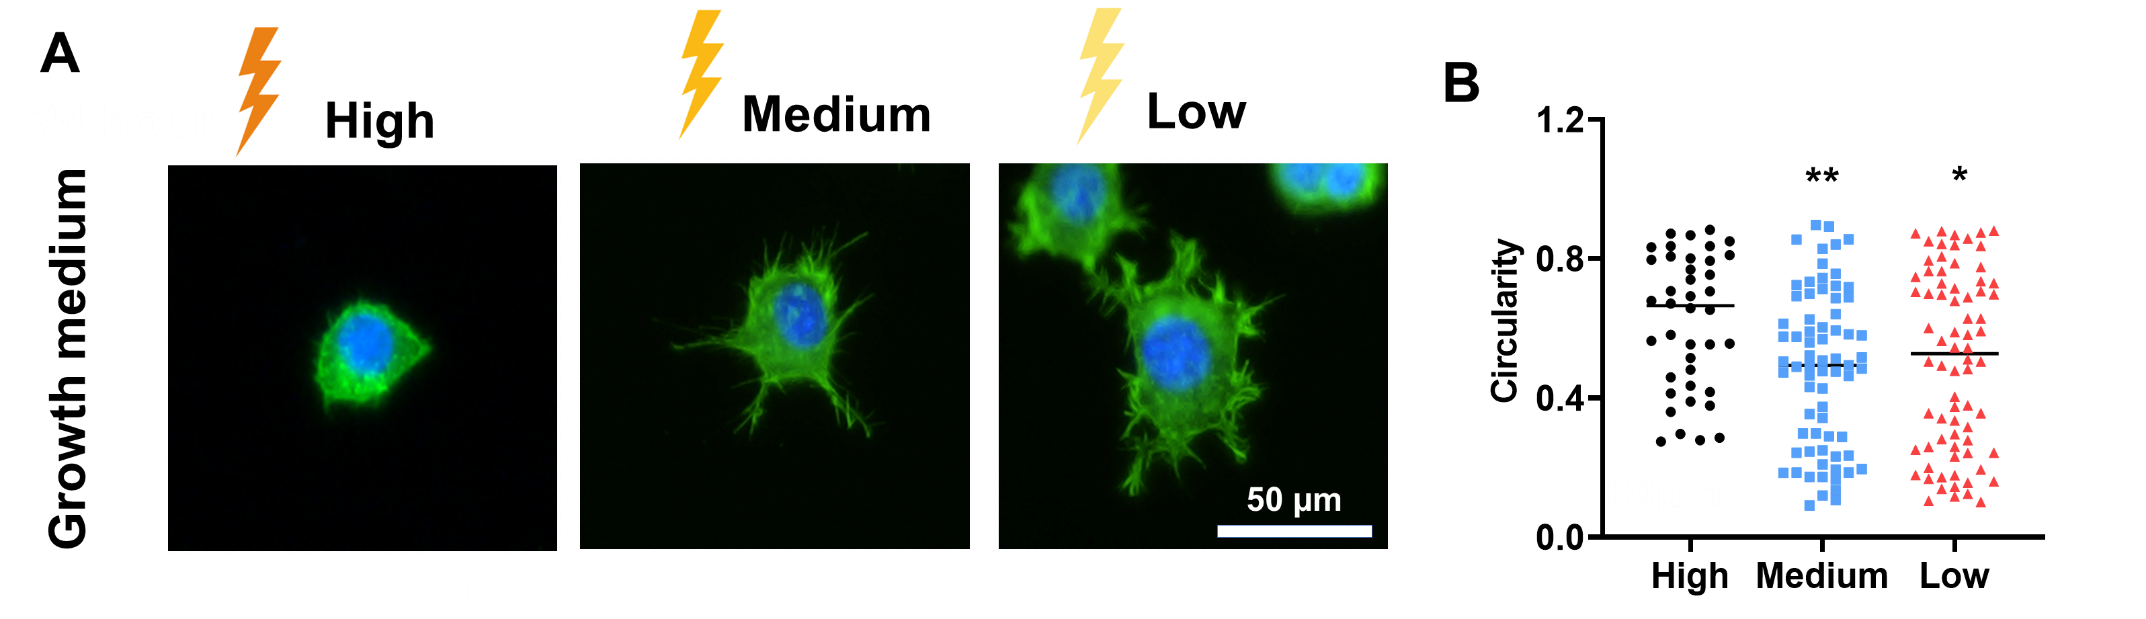
**

**Figure.S4.** **PC-12 cells exhibited better adhesion on the less conductive carbon film group.** (A) PC-12 cells exhibited different morphology depending on the electroconductivity under the growth media at 24 hours. Representative morphology was visualized (nucleus (blue dapi) and actin (green phalloidin)). (B) Initial adhesion and morphological responses of PC-12 cells cultured on the different conductive carbon films at 24 hours under growth media. ^*^*P* < 0.05 and ^**^*P* < 0.01 compared to High (ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05).

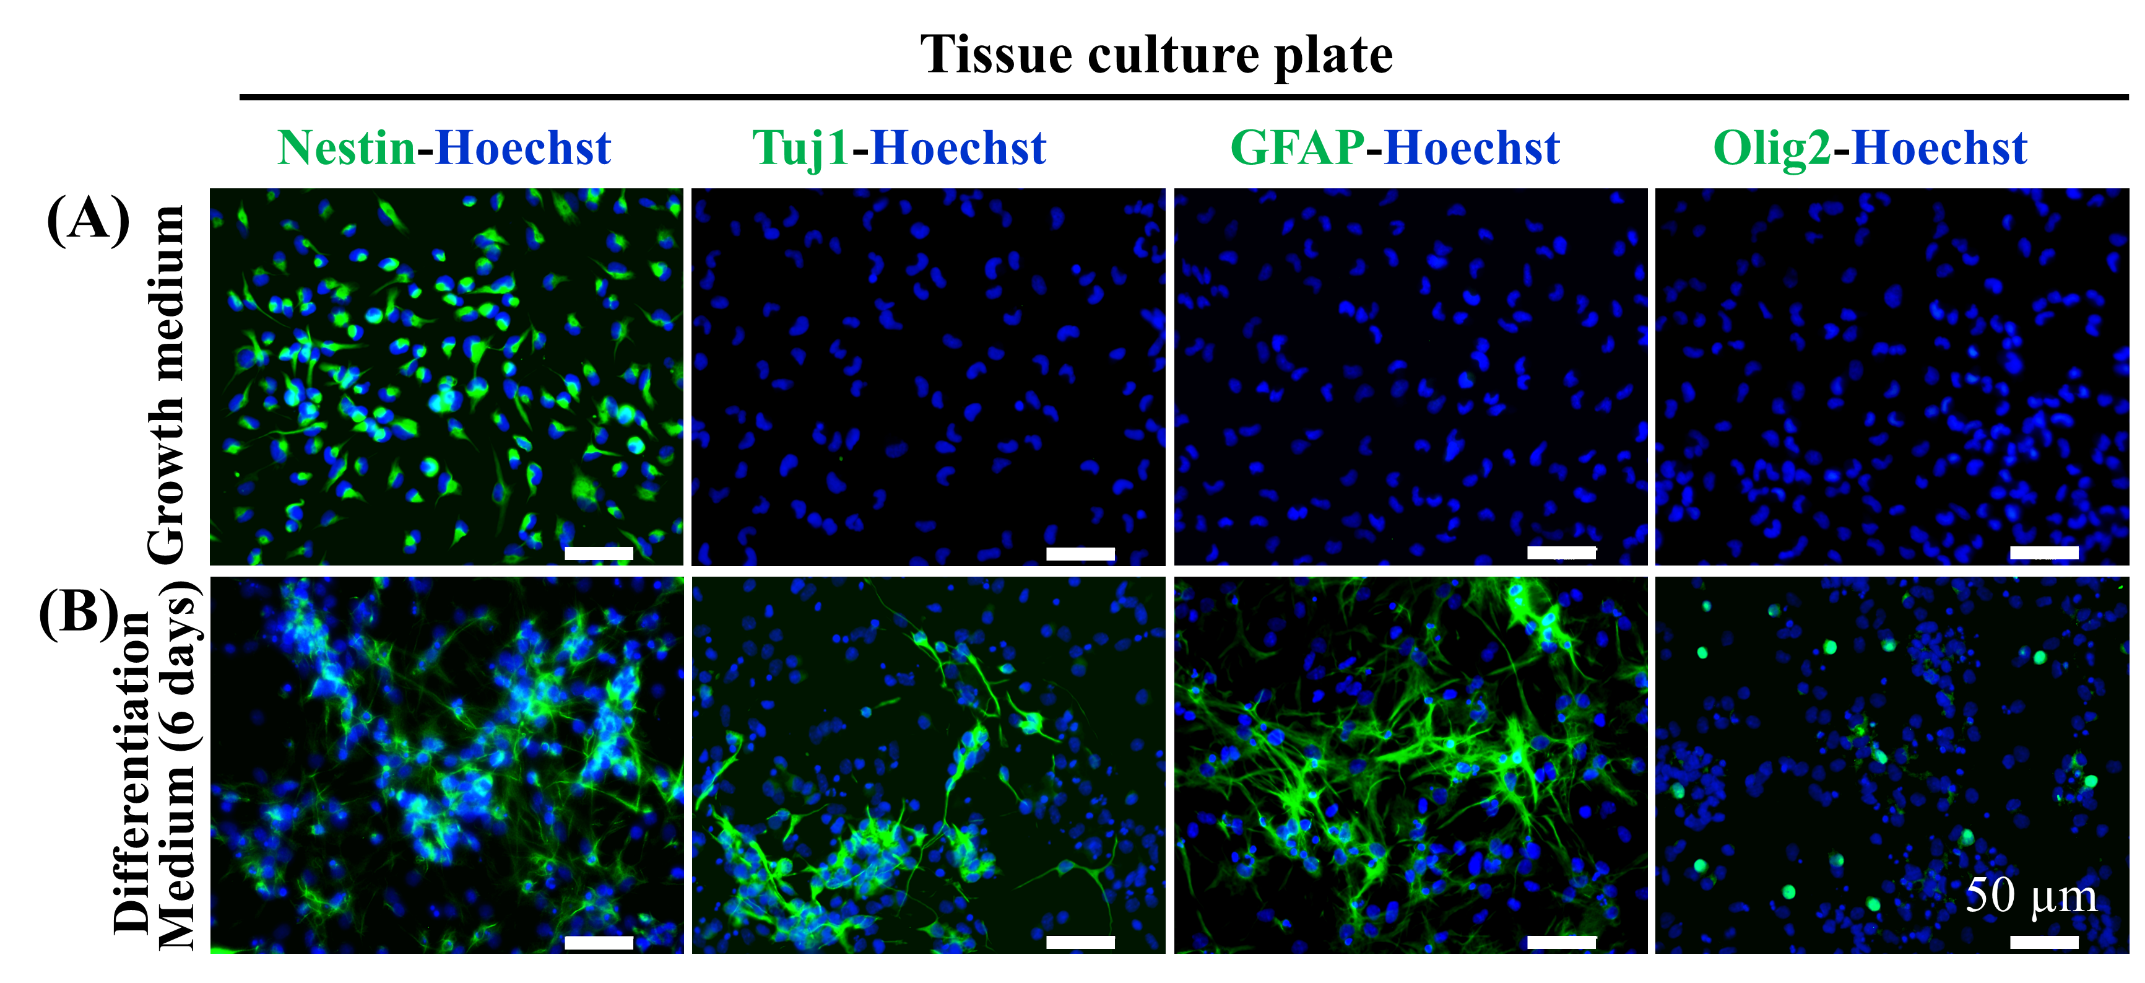

**Figure S5. Identification of primary cultured rat neural stem/progenitor cells (rNSPCs) and its differentiation on tissue culture plate.** (A) Neural stem cell maker (Nestin) staining for identification of rNSPCs under growth medium. Neural lineage-specific markers (Tuji, GFAP, and Olig2) were not stained from rNSPCs on a tissue culture plate (TCP). (B) Differentiation potential of rNSPCs was confirmed by fluorescence staining of neuronal (Tuj1), astrocyte (GFAP) and oligodendrocyte (Olig2) after 6 days’ differentiation on TCP under spontaneous differentiation medium in the absence of growth factors.

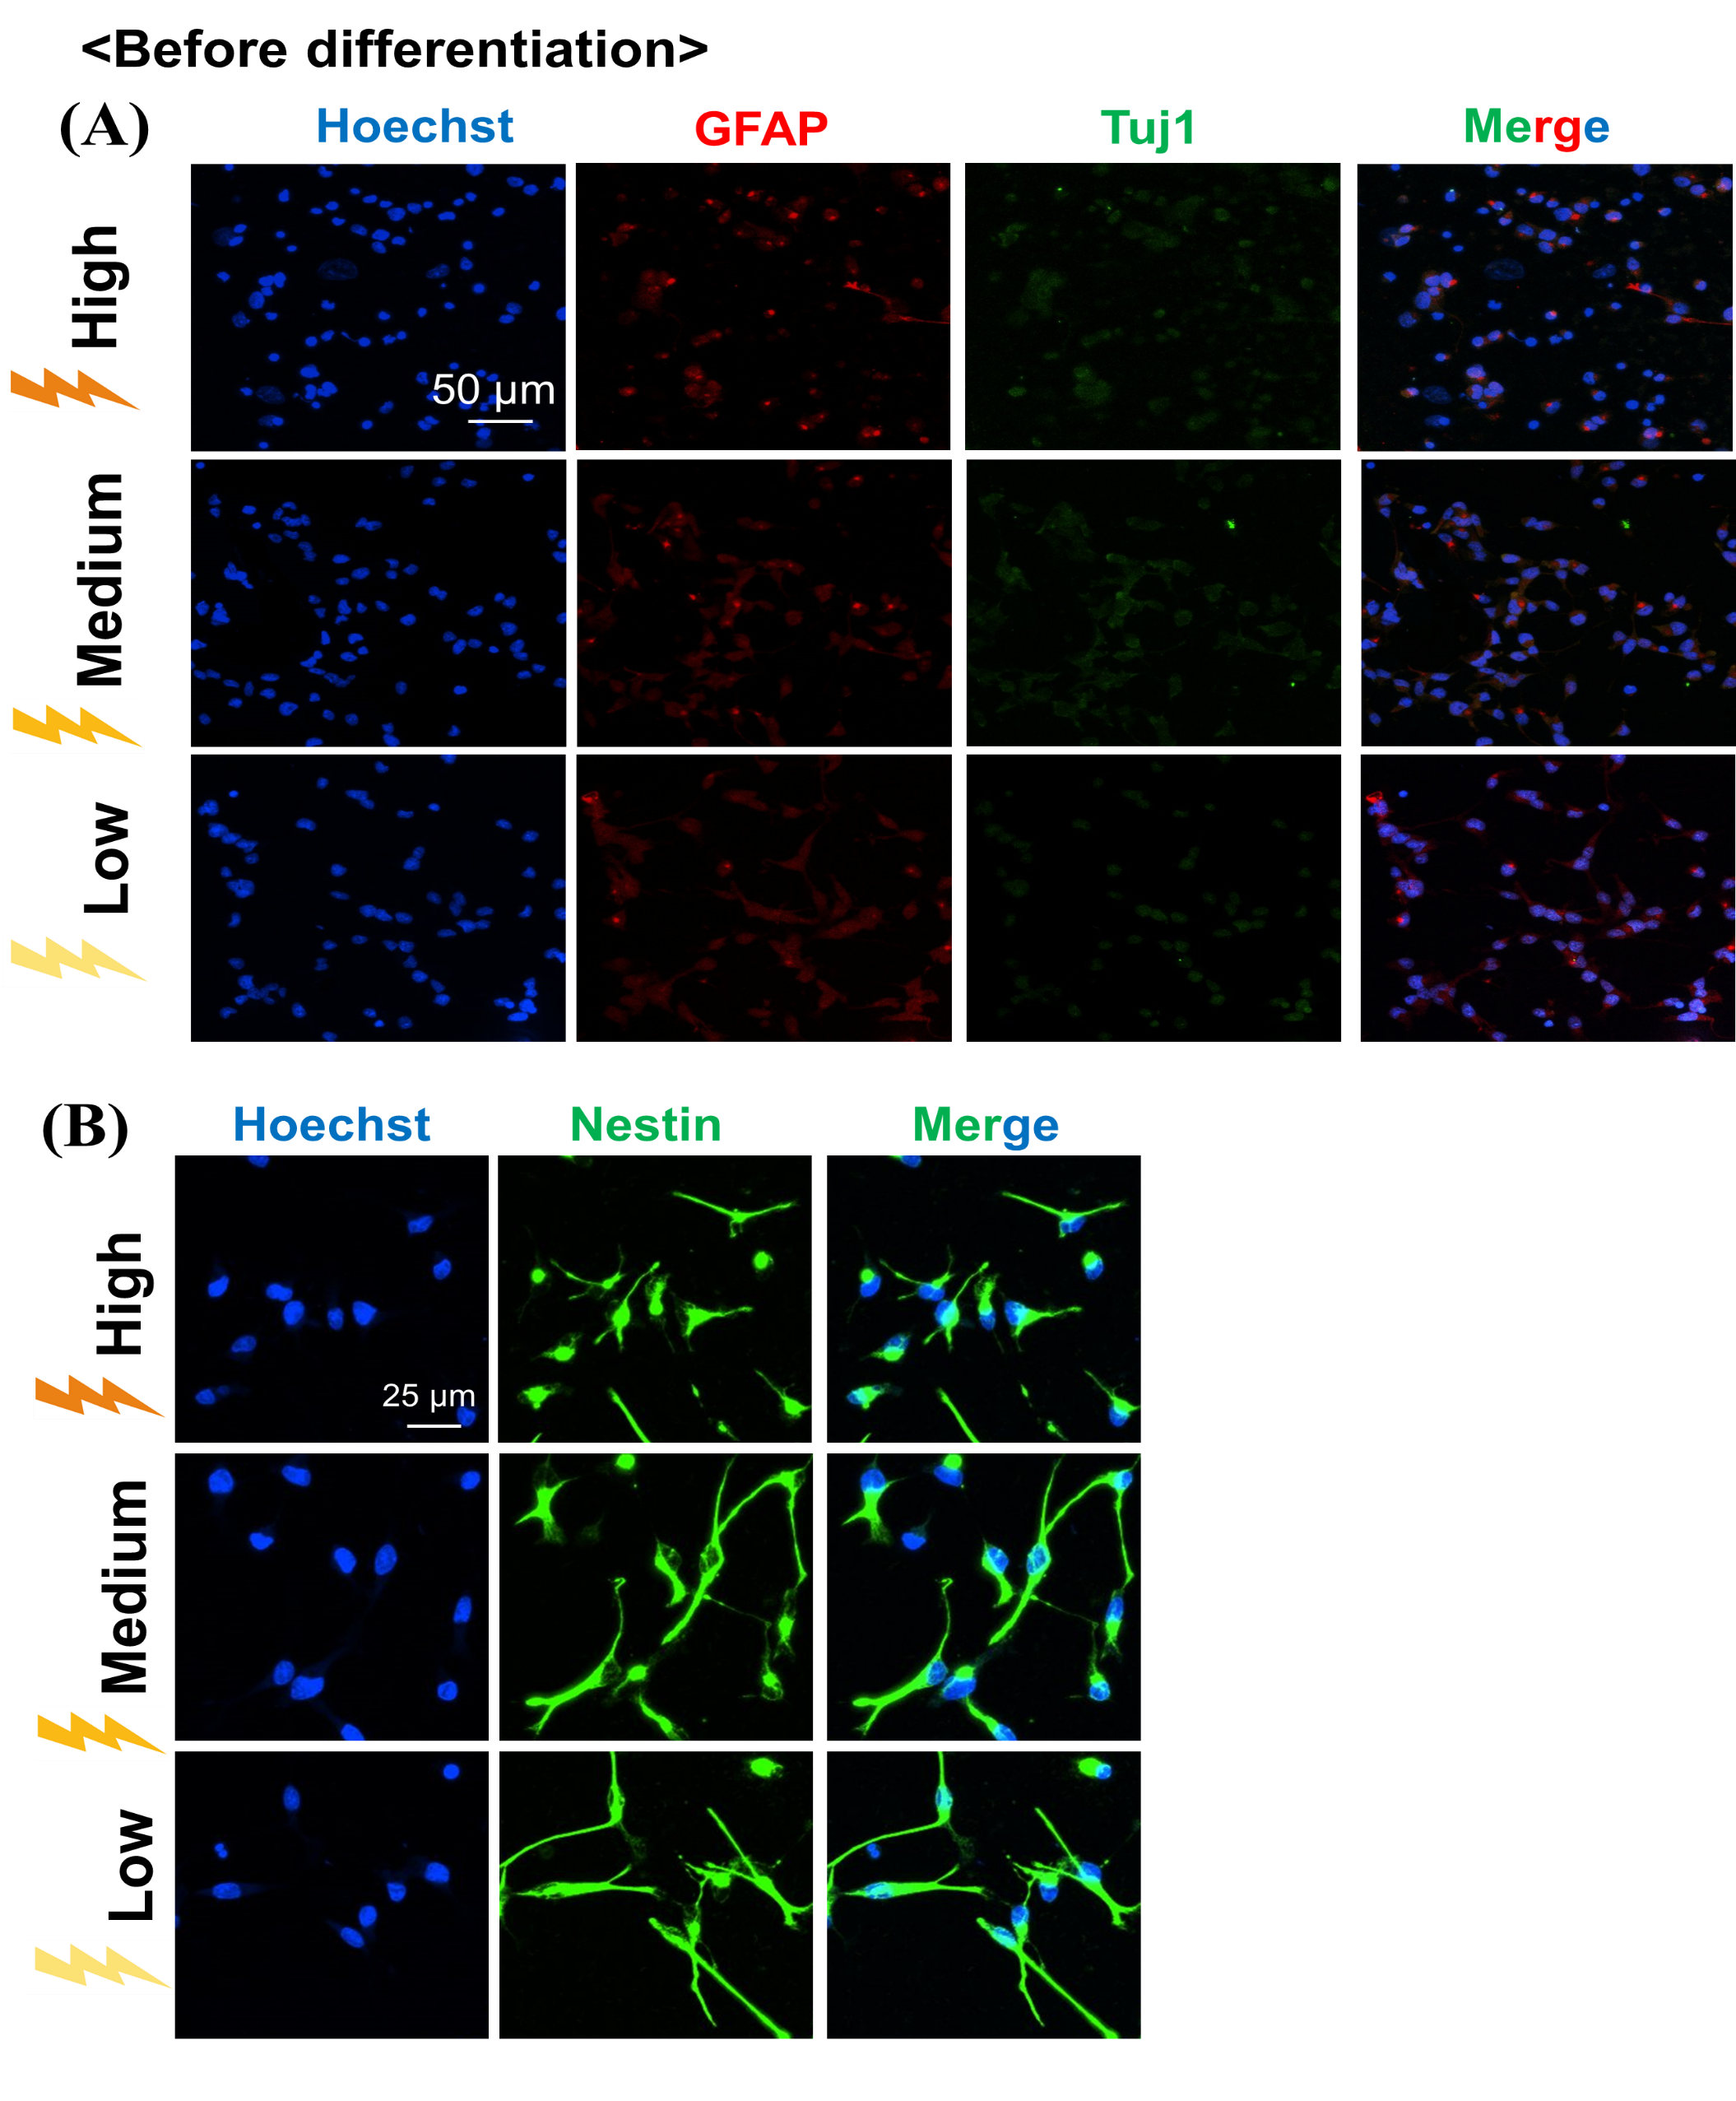

**Figure S6. Status of primary cultured rat neural stem/progenitor cells (rNSPCs) before differentiation on different conductivity.** (A) Neural lineage-specific markers (Tuji and GFAP) were not stained properly from rNSPCs before differentiation (at 24 hr seeding under growth medium). (B) Neural stem cell maker (Nestin) was well stained for identification of rNSPCs before differentiation.

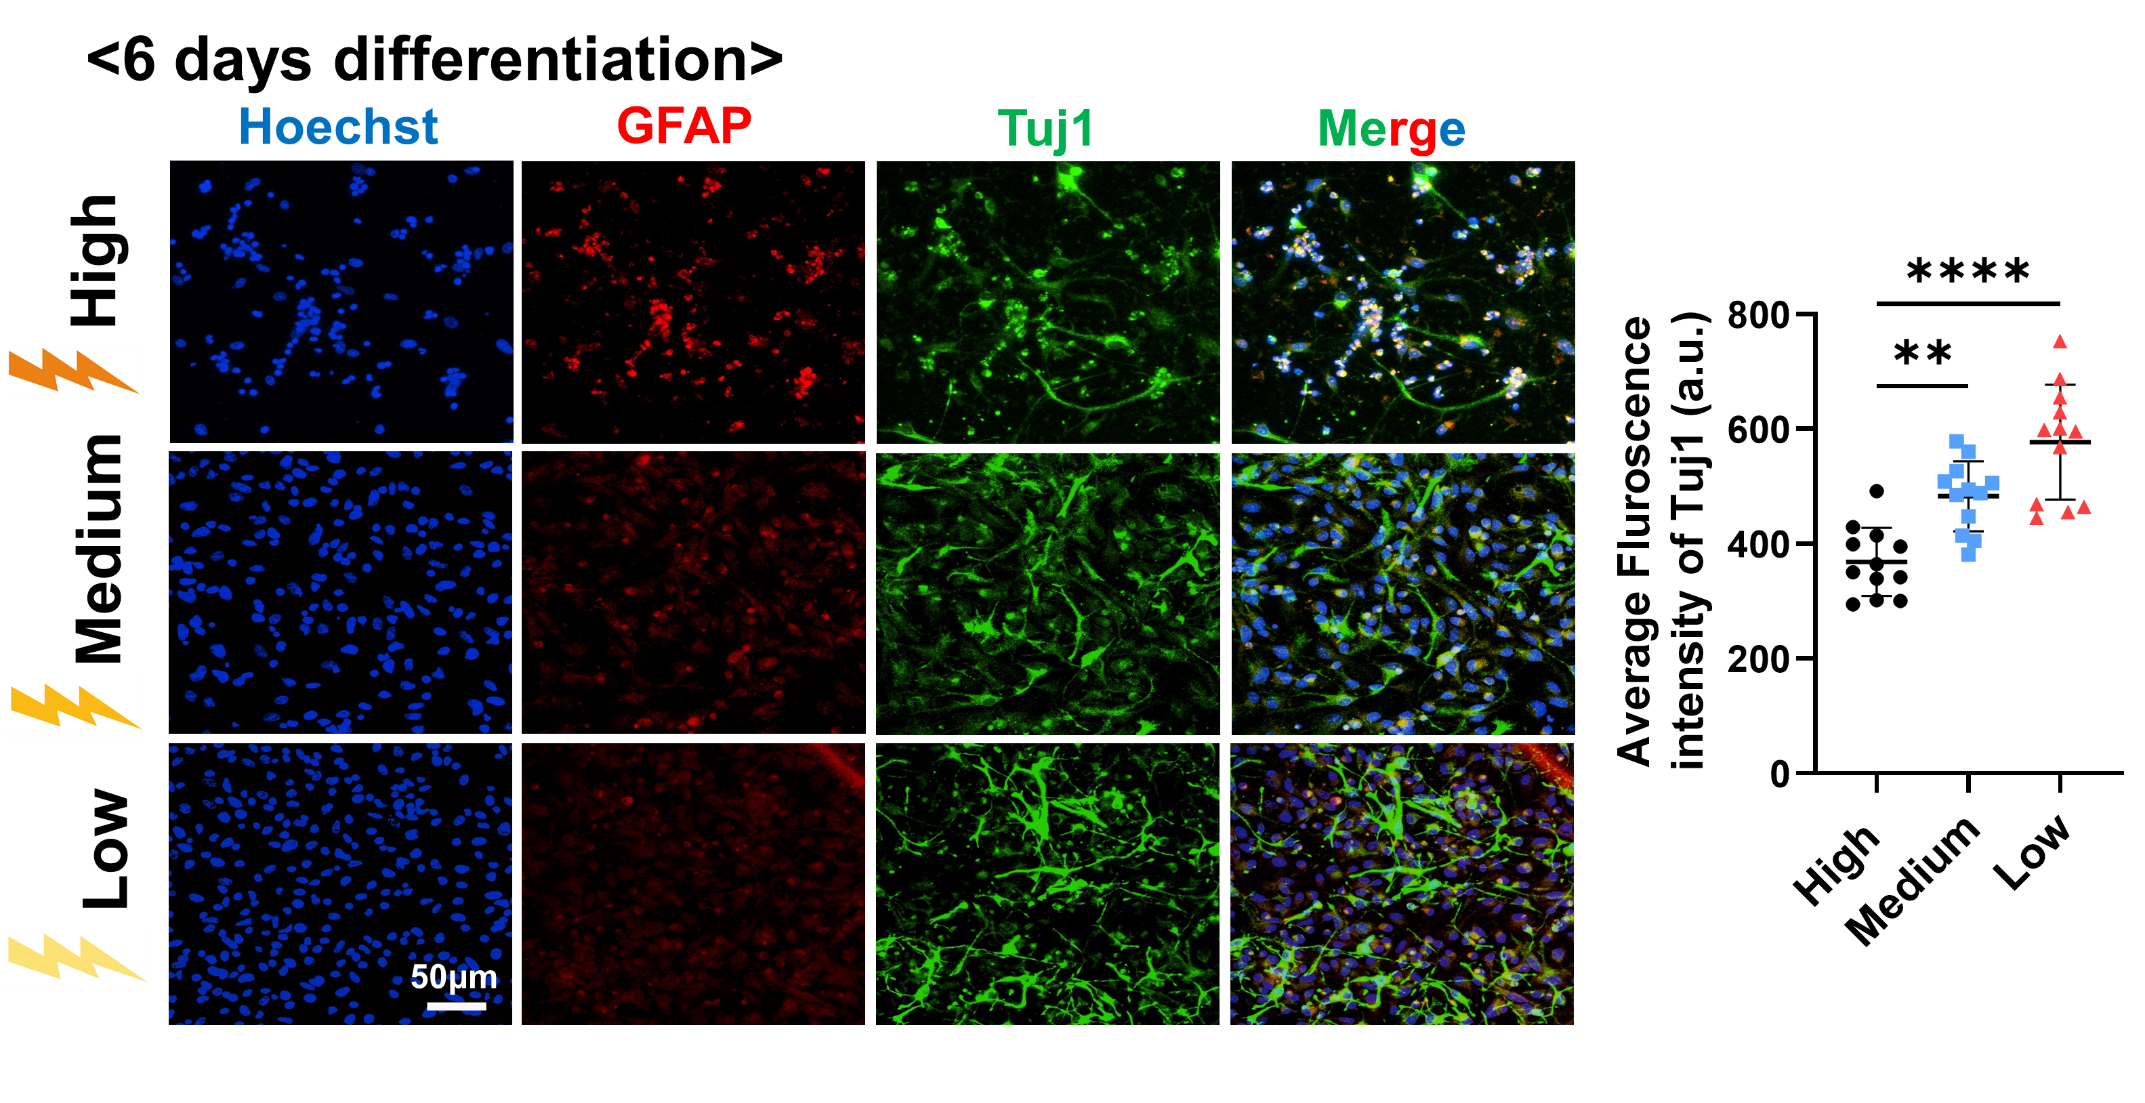

**Figure S7.** **Enhanced neural differentiation on neural tissue-like electrical conductivity (low and medium) is confirmed by GFAP and Tuj1 co-staining.** The neuronal differentiation of rat NSPC was examined by immunostaining of the neuronal maker Tuj1 after culture in the spontaneous differentiation conditions under growth factors withdrawal media for 6 days. Blue; nucleus (Hoechst staining), Red; astrocyte marker (GFAP), Green; early stage neuron marker (Tuj1). **P < 0.01 and ****P < 0.0001 between groups (ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05).

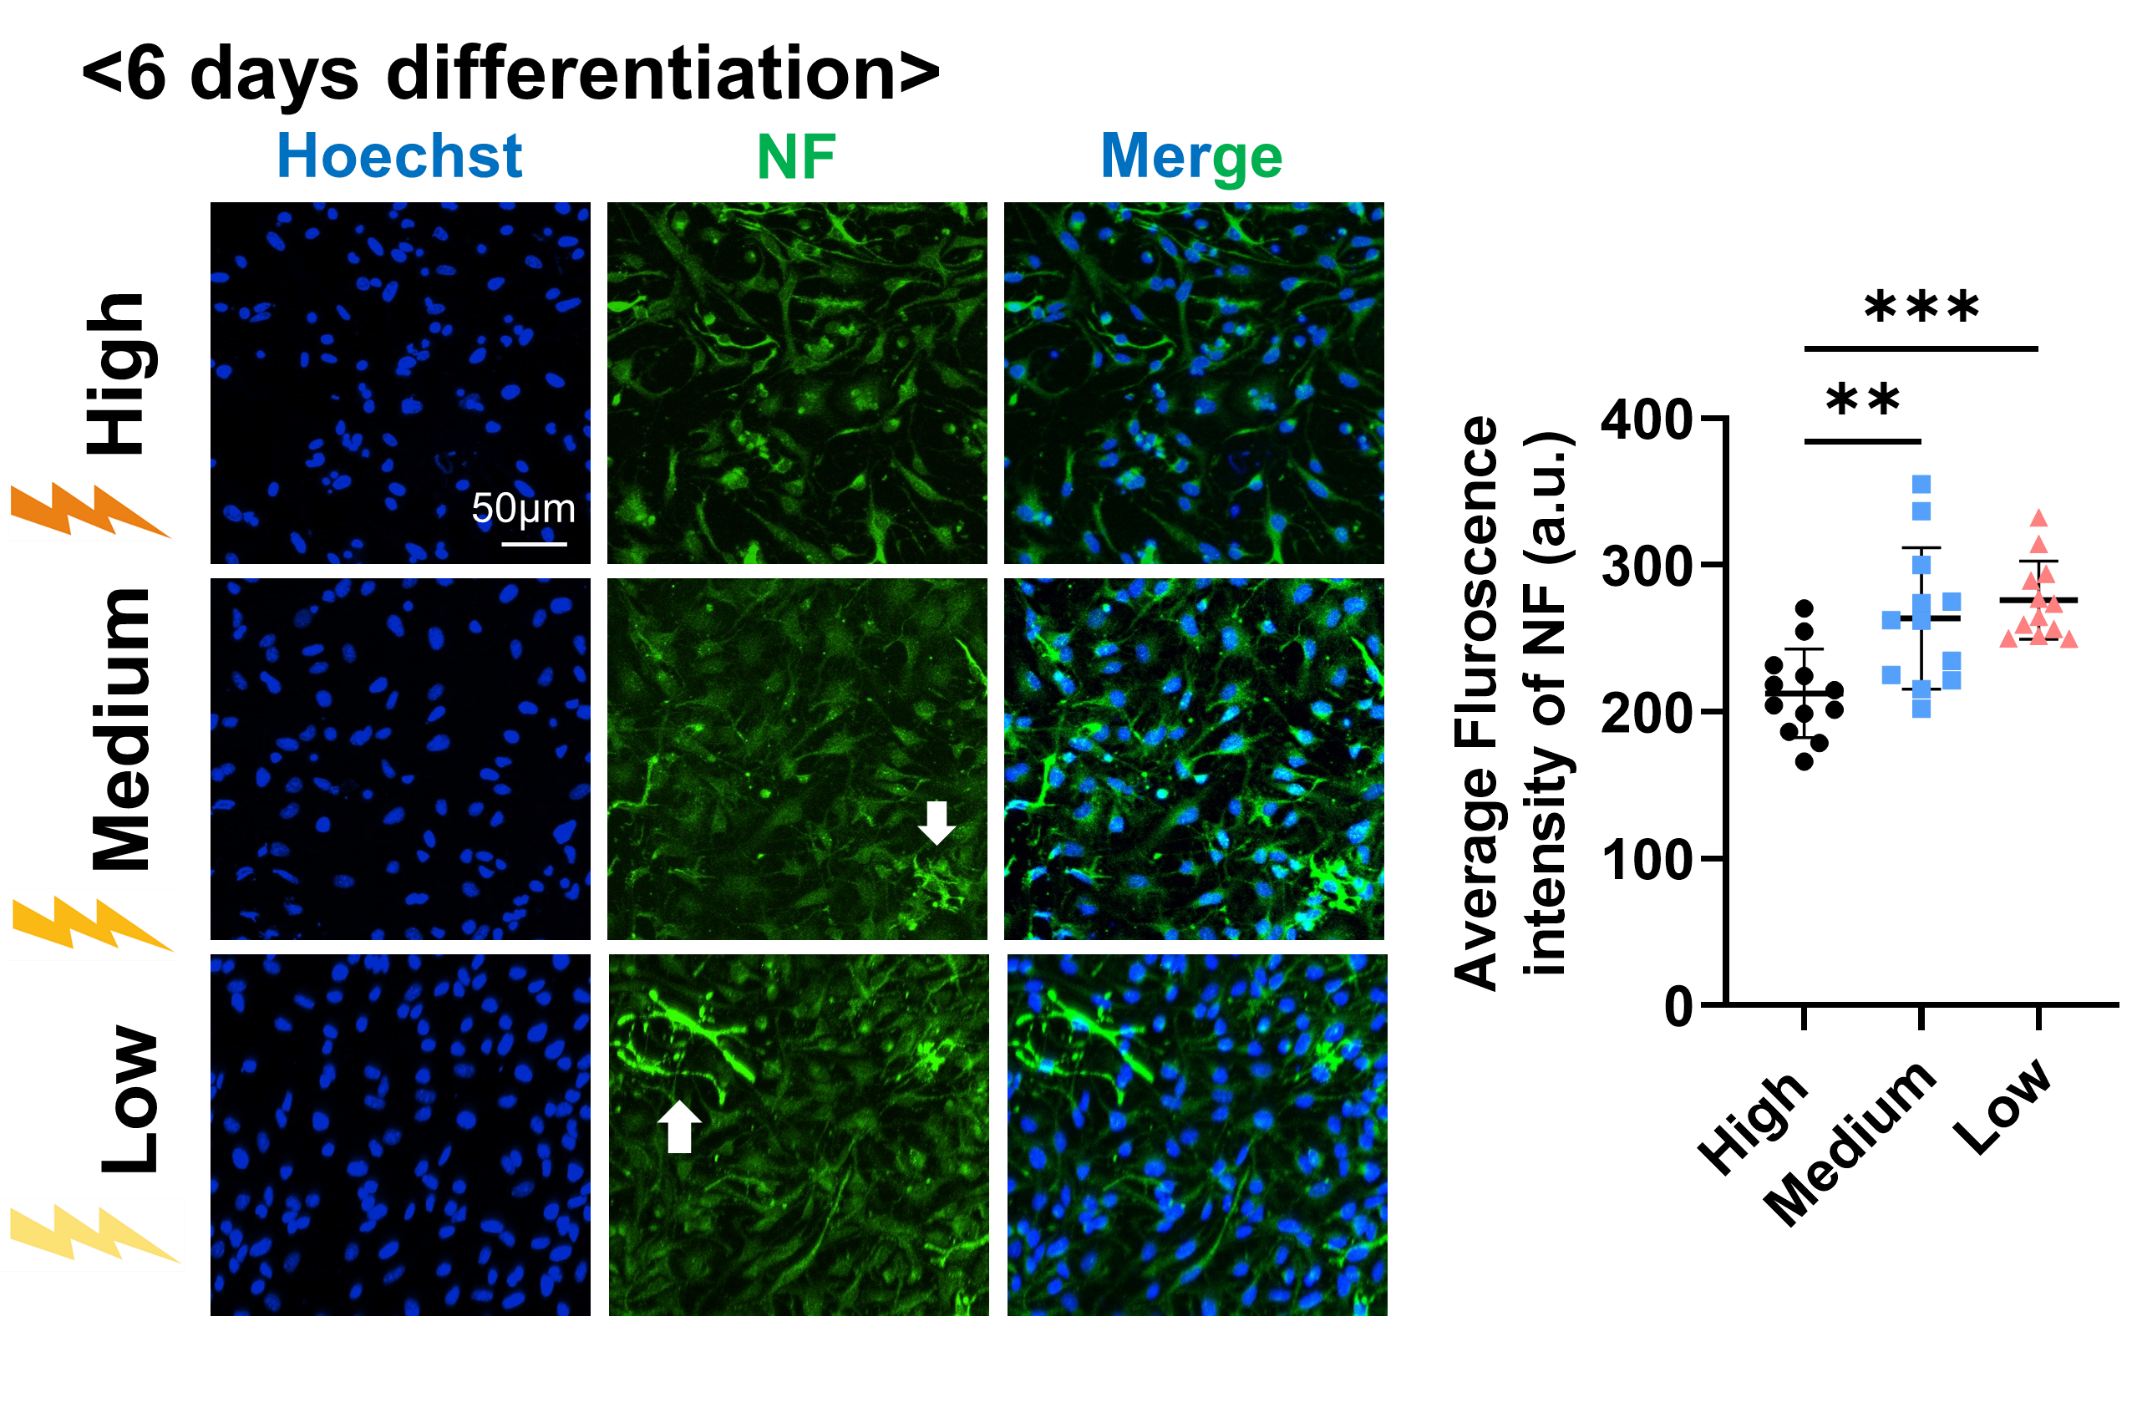

**Figure S8.** **Enhanced neural differentiation on neural tissue-like electrical conductivity (low and medium) is confirmed by neurofilament staining at day 6 of differentiation.** The neuronal differentiation of rat NSPC was examined by immunostaining of the pan-axonal neurofilament (NF) after culture in the spontaneous differentiation conditions under growth factors withdrawal media for 6 days. White arrows indicating strongly positive cells. Blue; nucleus (Hoechst staining), Green; pan-axonal neurofilament (NF, SIM312). **P < 0.01 and ***P < 0.001 between groups (ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05).

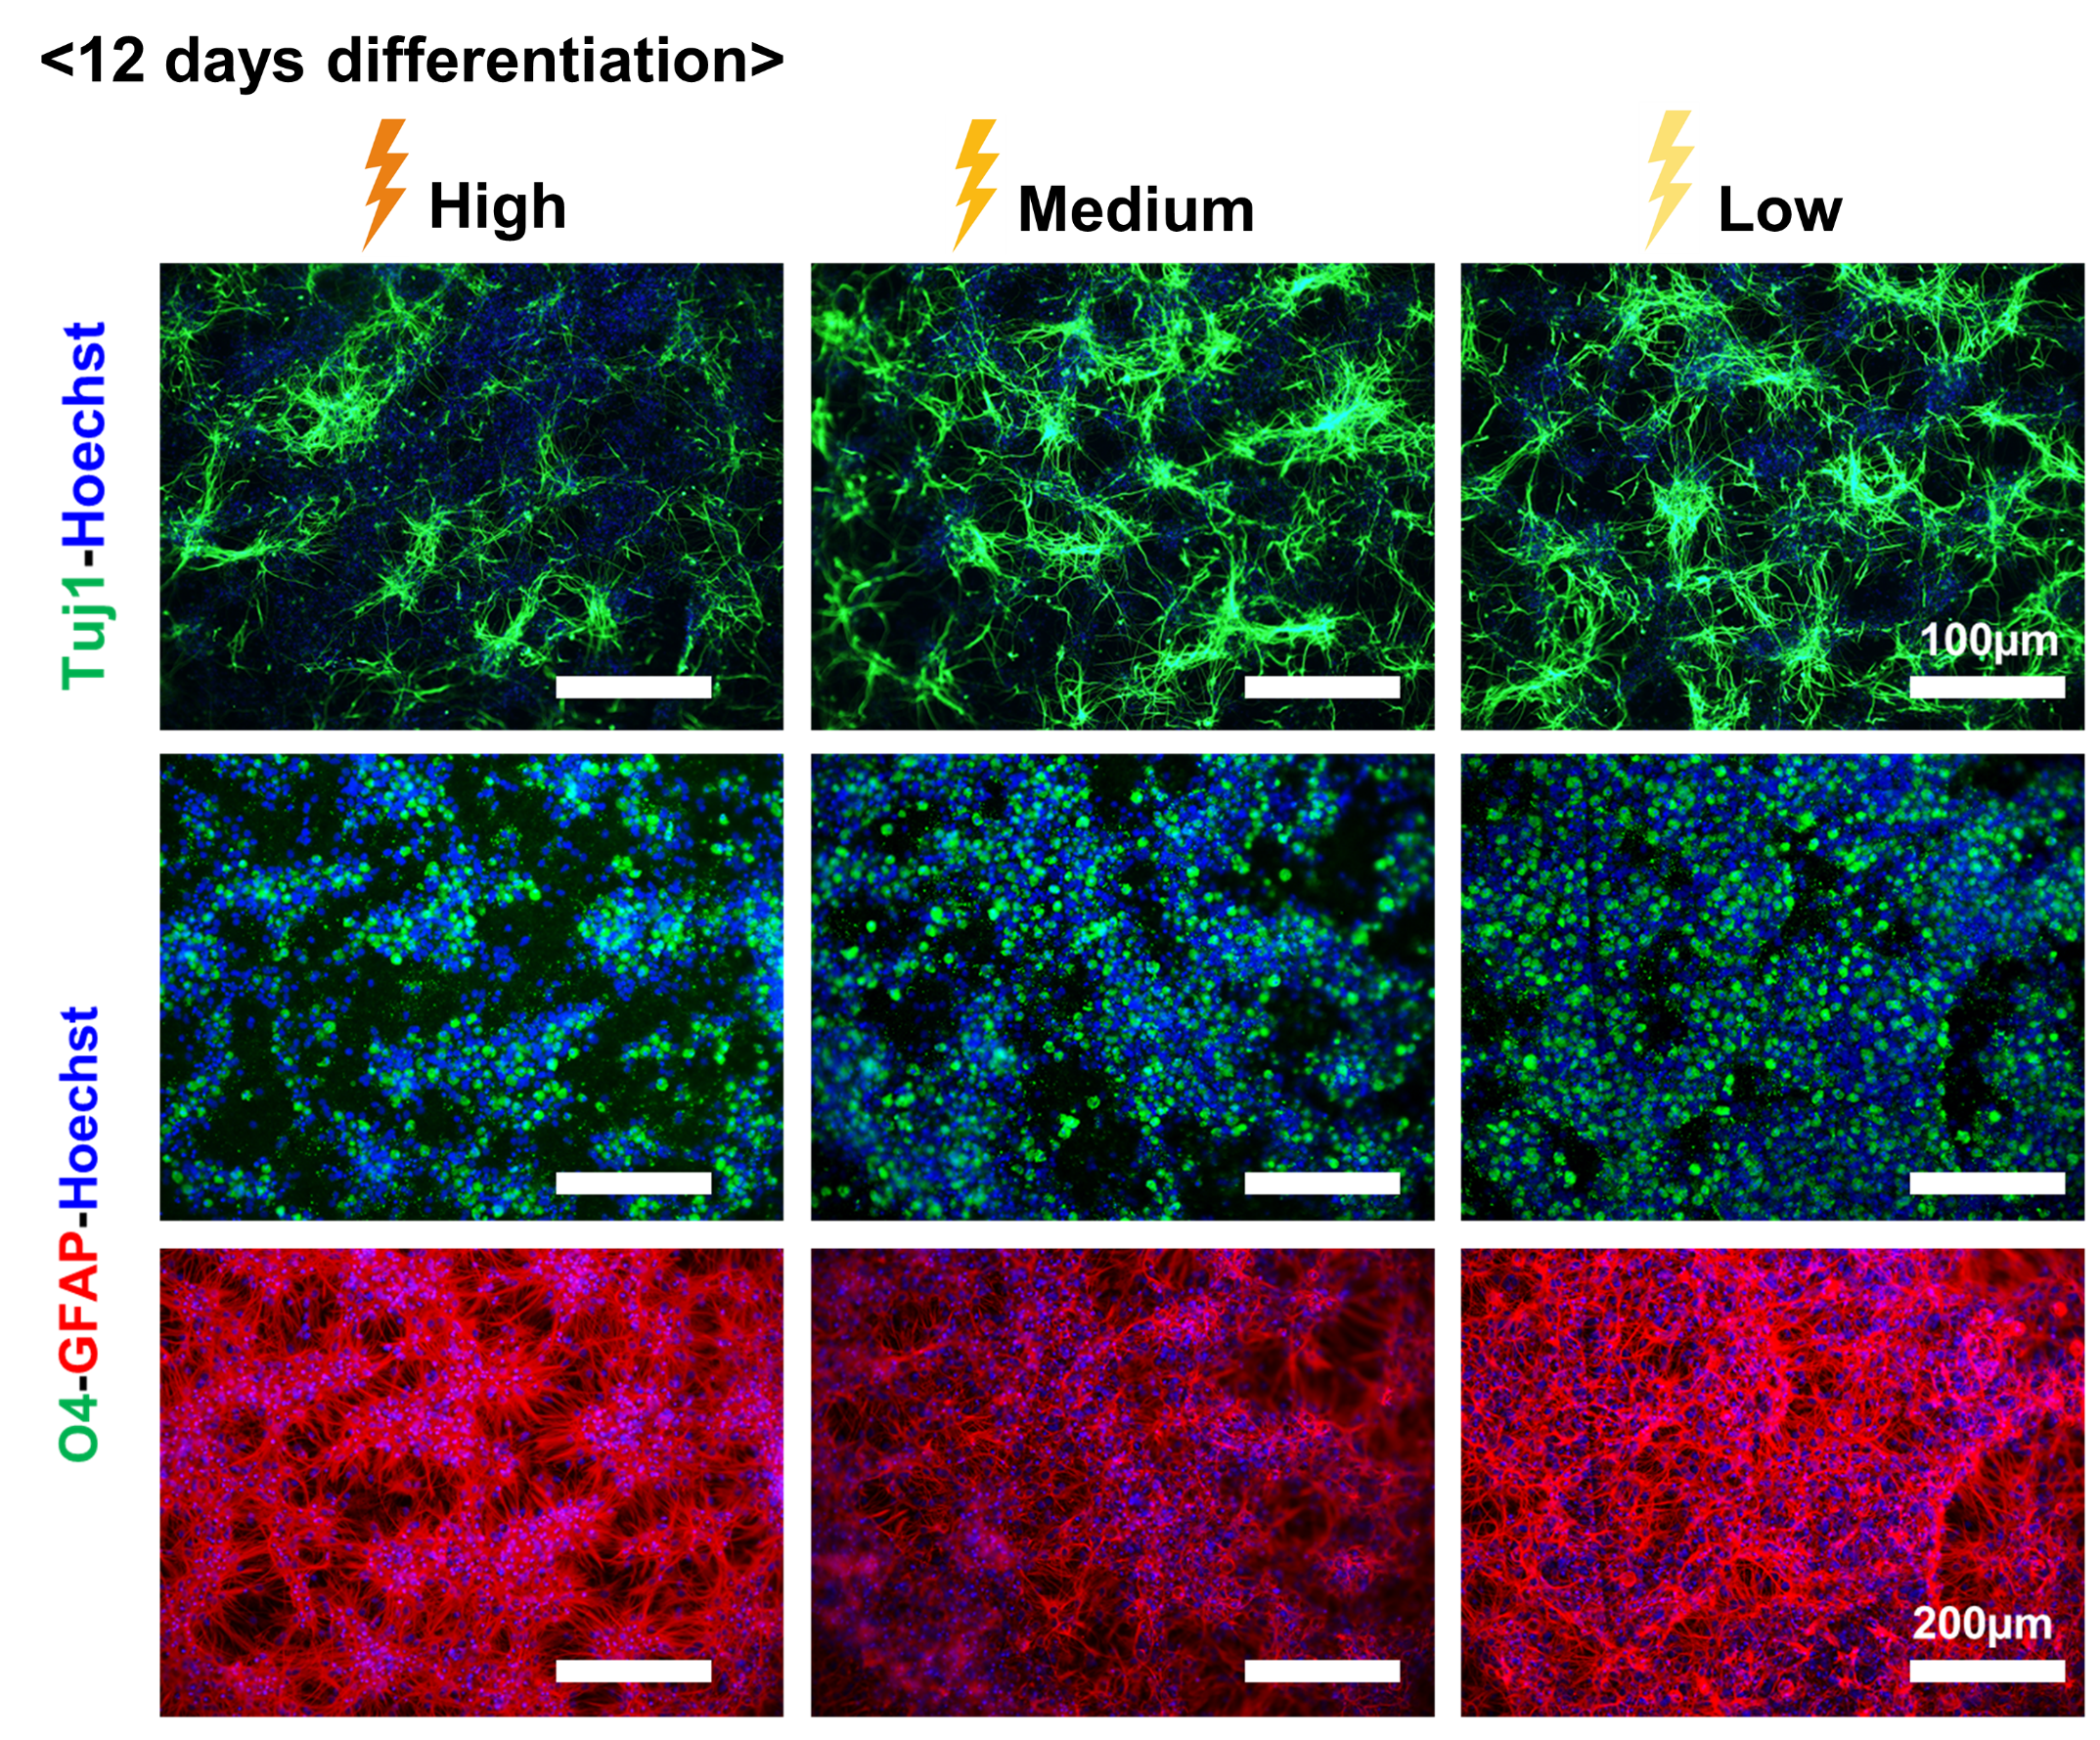

**Figure S9. Differentiation potential of rNSPCs cultured on different conductive carbon films at day 12 of differentiation**. TuJ1 stained cells with neurite growth were still well observed in ‘Medium’ and ‘Low’ electroconductivity substrate than ‘High’, while astrocyte marker, GFAP, stained cells were oppositely detected.

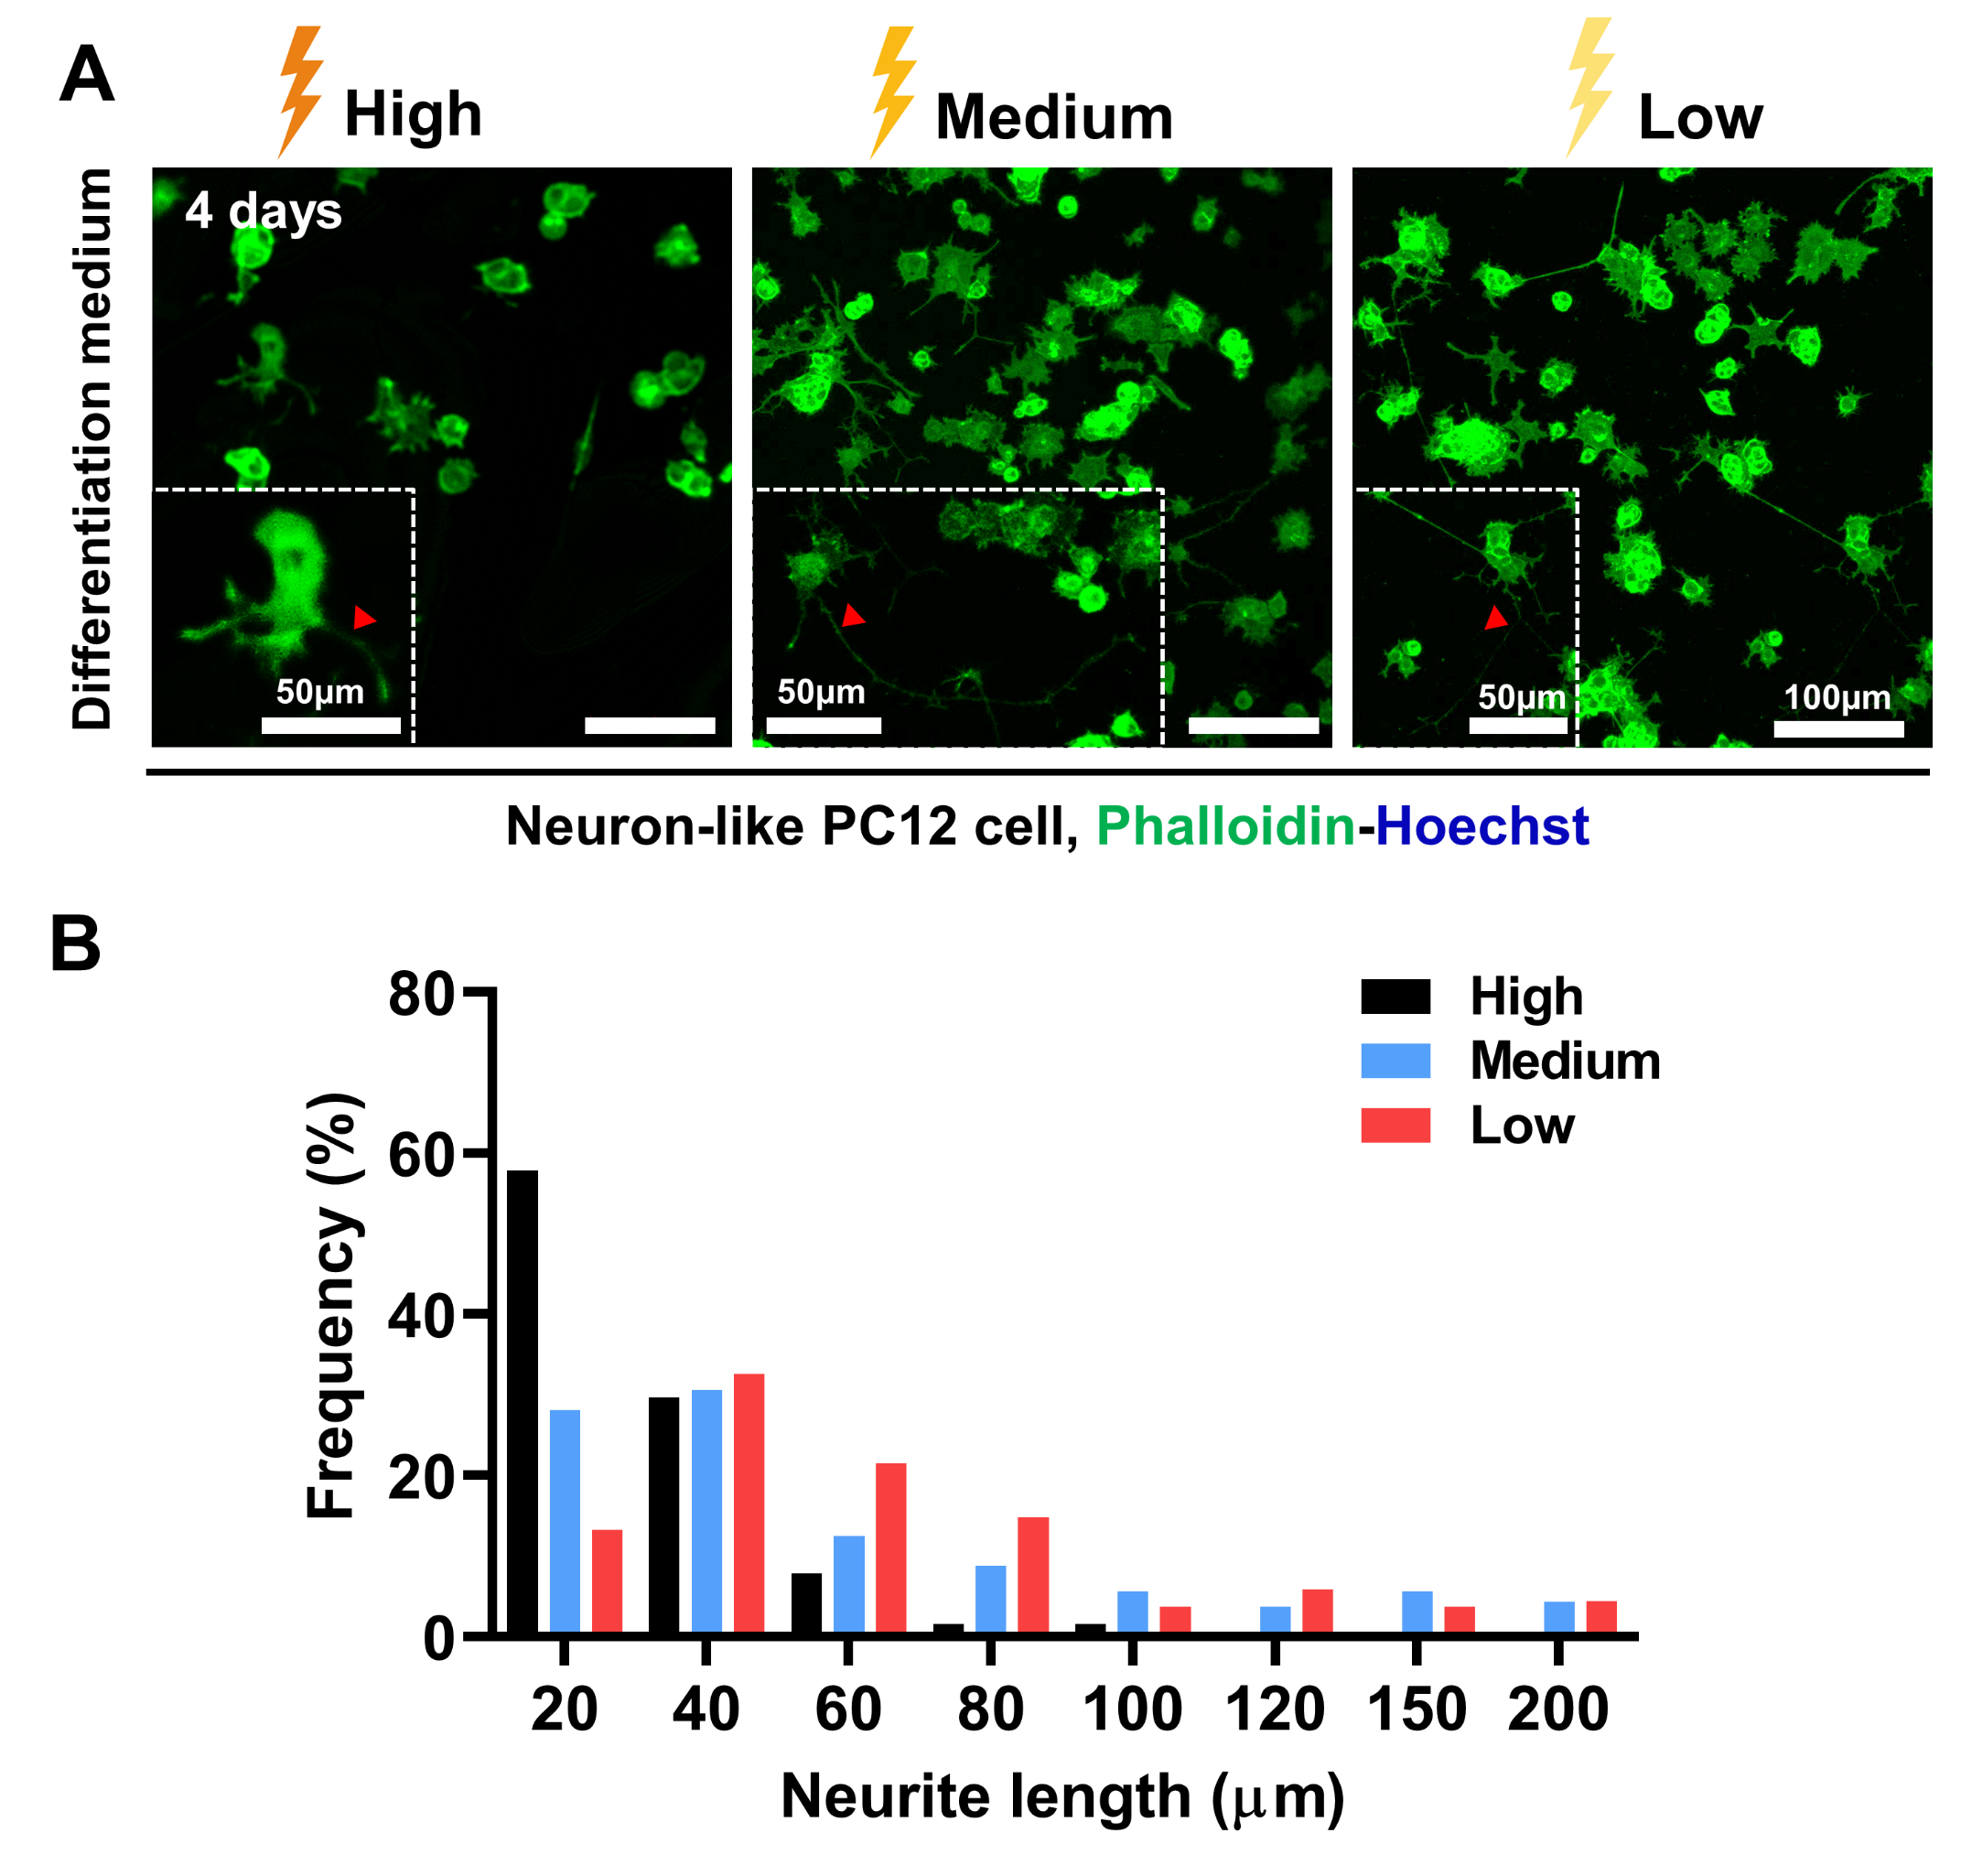

**Figure S10. Differentiation potential of PC12 cultured on different conductive carbon films at day 4.** NGF response behaviours were more dominant in the less conductive carbon film group. (**A**) When PC12 cells were cultured in a differentiation medium containing 100 ng/ml NGFs for 4 days, a neurite outgrowth was more observed in ‘Medium’ and ‘Low ‘conductivity. (**B**) Quantification analysis of NGF-response behaviours of PC12 cells showed enhanced average neurite length, notably elongated neurite, particularly exceeding 60, 80 or 120 µm.

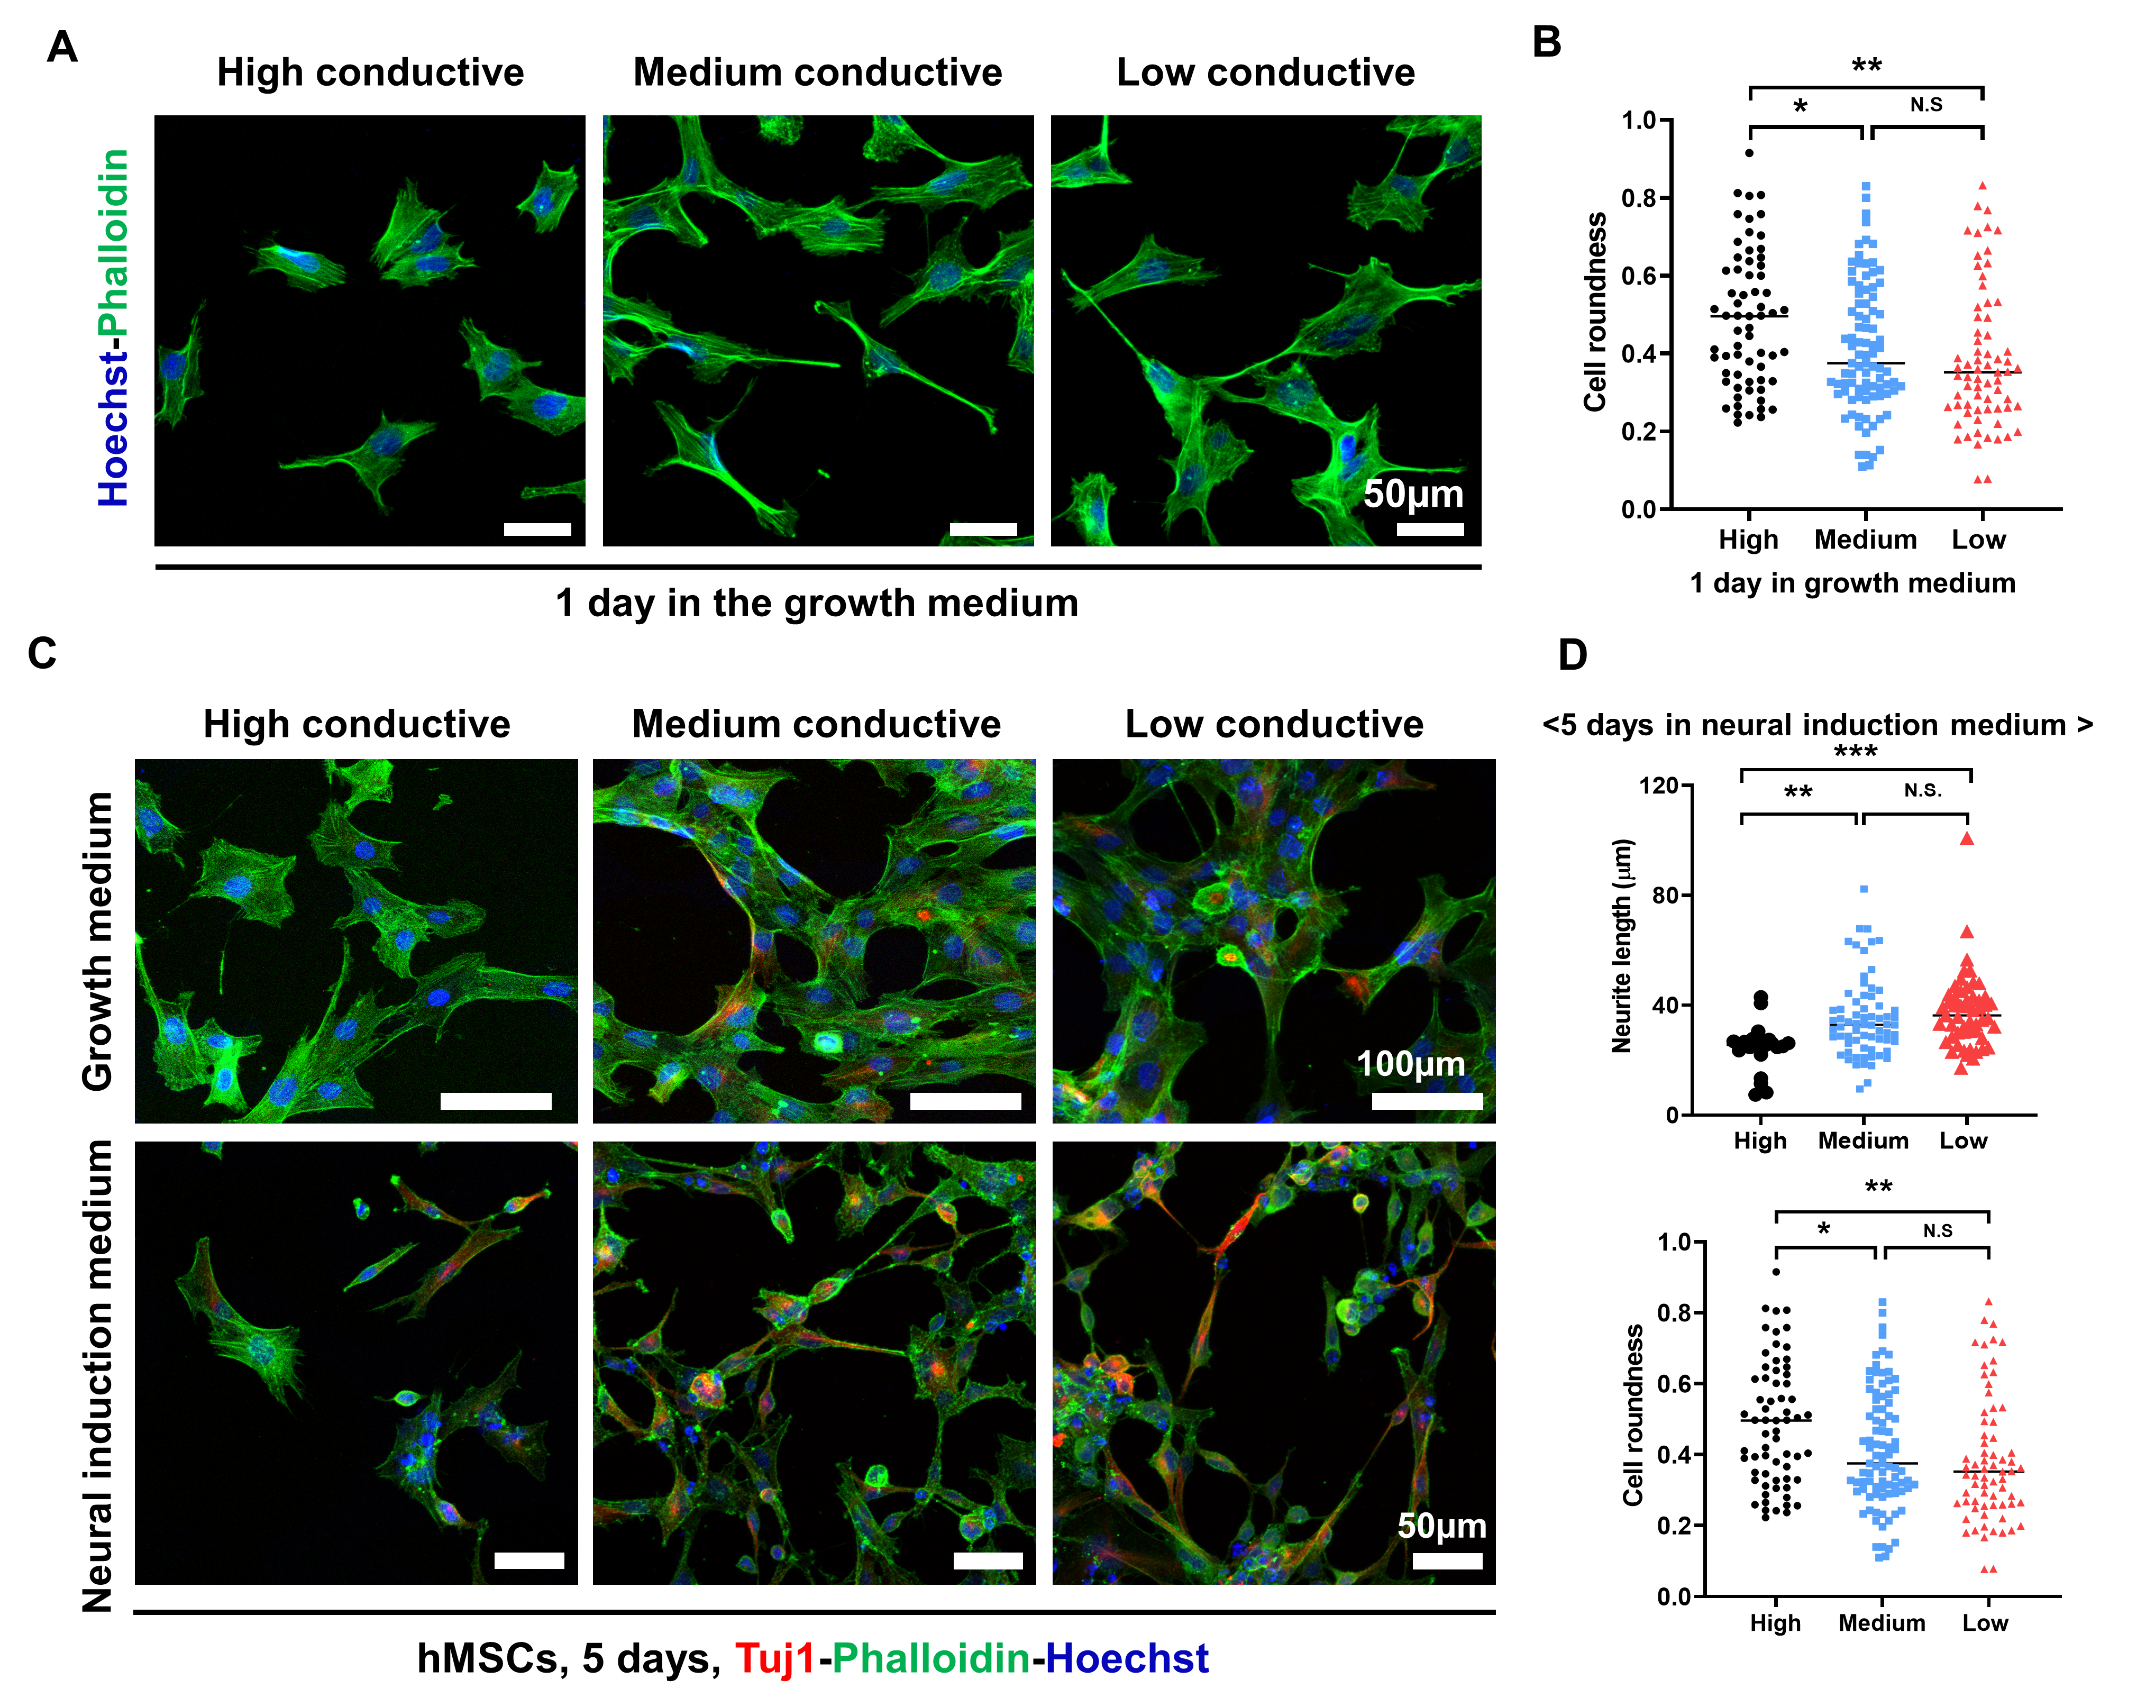

**Figure S11. Cellular response behaviours of hMSC cultured on the different electroconductive carbon films.** (**A&B**) 5,000 cells were seeded on carbon films (diameter 8 mm). 24 hours later, the cell roundness was further analyzed. The cell is elongated in ‘Medium’ and ‘Low’ conductivity. (**C**) After culture for 5 days in 2% FBS growth media or neural induction media, neuronal marker (TuJ1) is highly expressed n ‘Medium’ and ‘Low’ electroconductivity under growth or neural induction medium. (**D**) Neurite length and cell roundness at day 5 under neural induction medium. The neural induction media was composed of a mixture of DMEM/F12 and Neurobasal media [1:1 v/v] supplemented with 0.5% (v/v) N2, 1% (v/v) B27, 100 µM cAMP, and 20 ng/mL bFGF. ^*^*P* < 0.05, ^**^*P* < 0.01 and ^***^*P* < 0.001 (ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05). N.S. indicated there was no significant difference between groups.

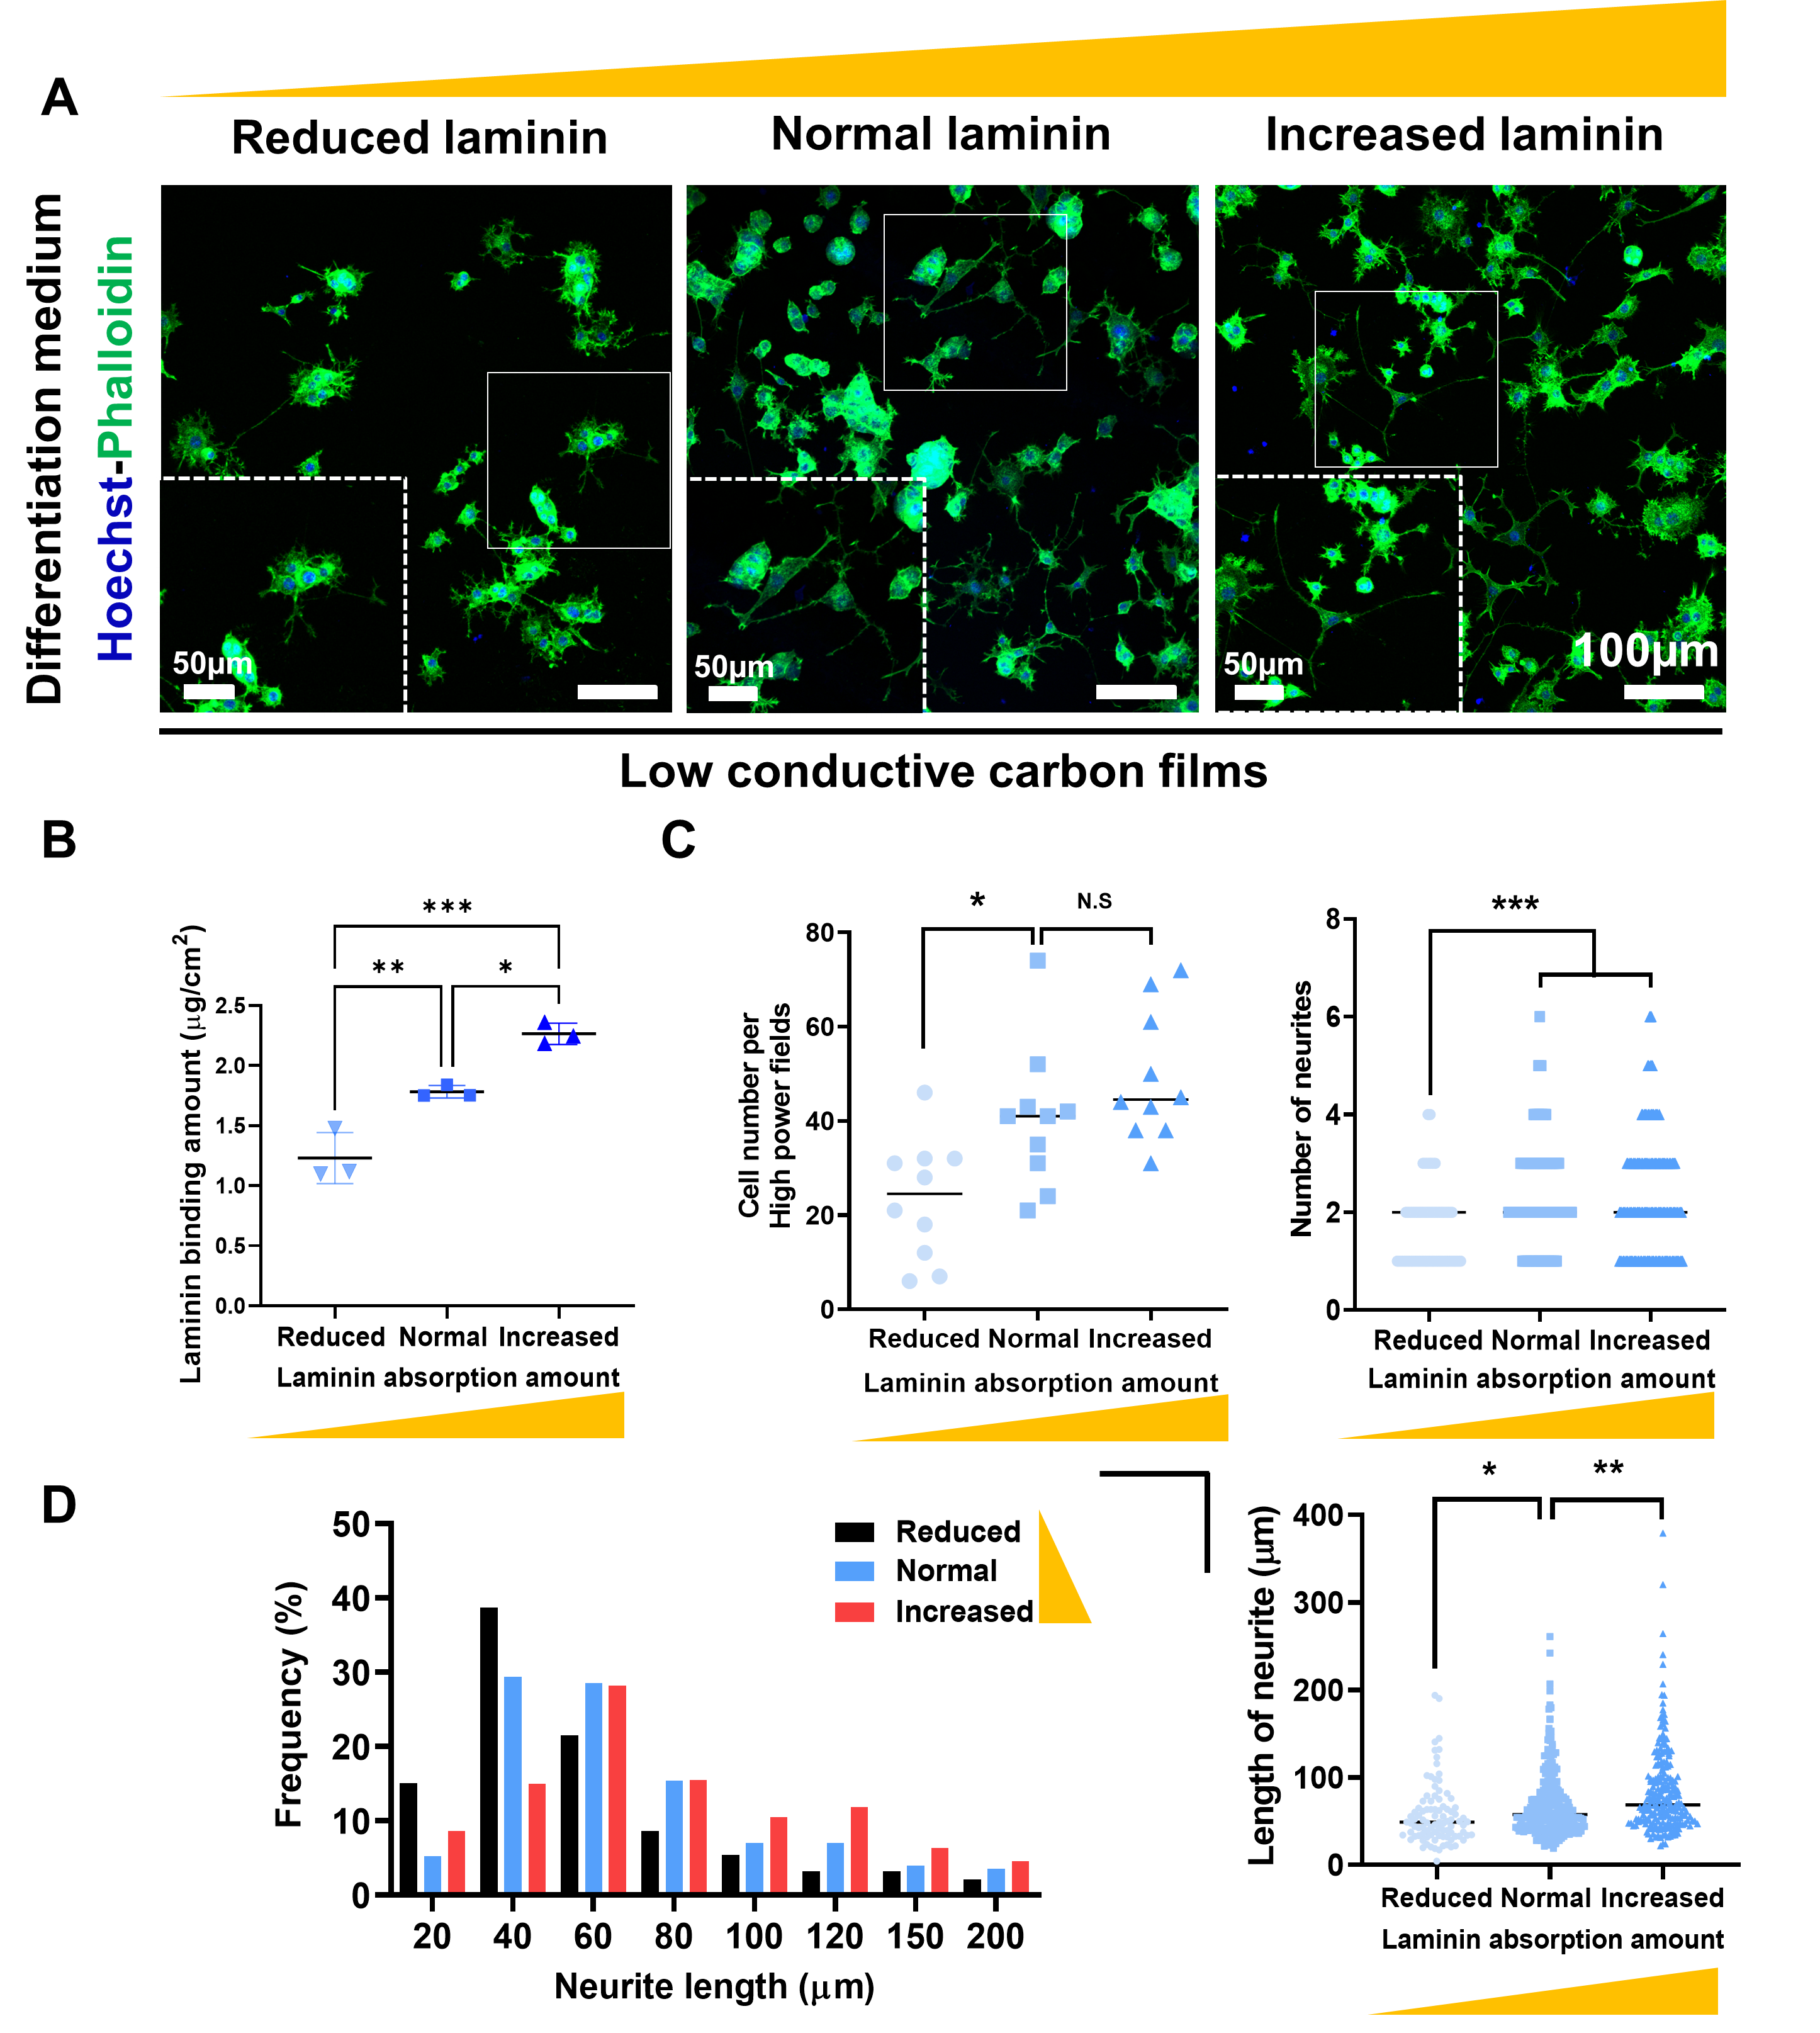

**Figure. S12. Neurogenic ECM, laminin, amount dependent neural cell response in ‘Low’ electroconductivity.** (**A**) Represent fluorescence images of PC12 cells cultured on the low conductive carbon film with different laminin coating amounts. The area within the rectangular white outline is magnified and presented in the inset delineated by the dotted white line for each image. NGFs response of PC12 was reduced on the low conductive carbon film group with lower laminin coating amount at day 4. (**B**) Different laminin coating amounts in low conductive carbon films. The normal condition is optimally matched amount among groups. (**C-D**) Quantification analysis for the adhesion cell number, cell morphology in terms of neurites numbers and length under NGFs (100 µg/ml) for 4 days. The neurite outgrowth response behaviour of PC12 cells was enhanced over the increasing amount of laminin protein in the low conductive carbon films. ^*^*P* < 0.05, ^**^*P* < 0.01 and ^***^*P* < 0.001 (ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05). N.S. indicated there was no significant difference between groups.

**
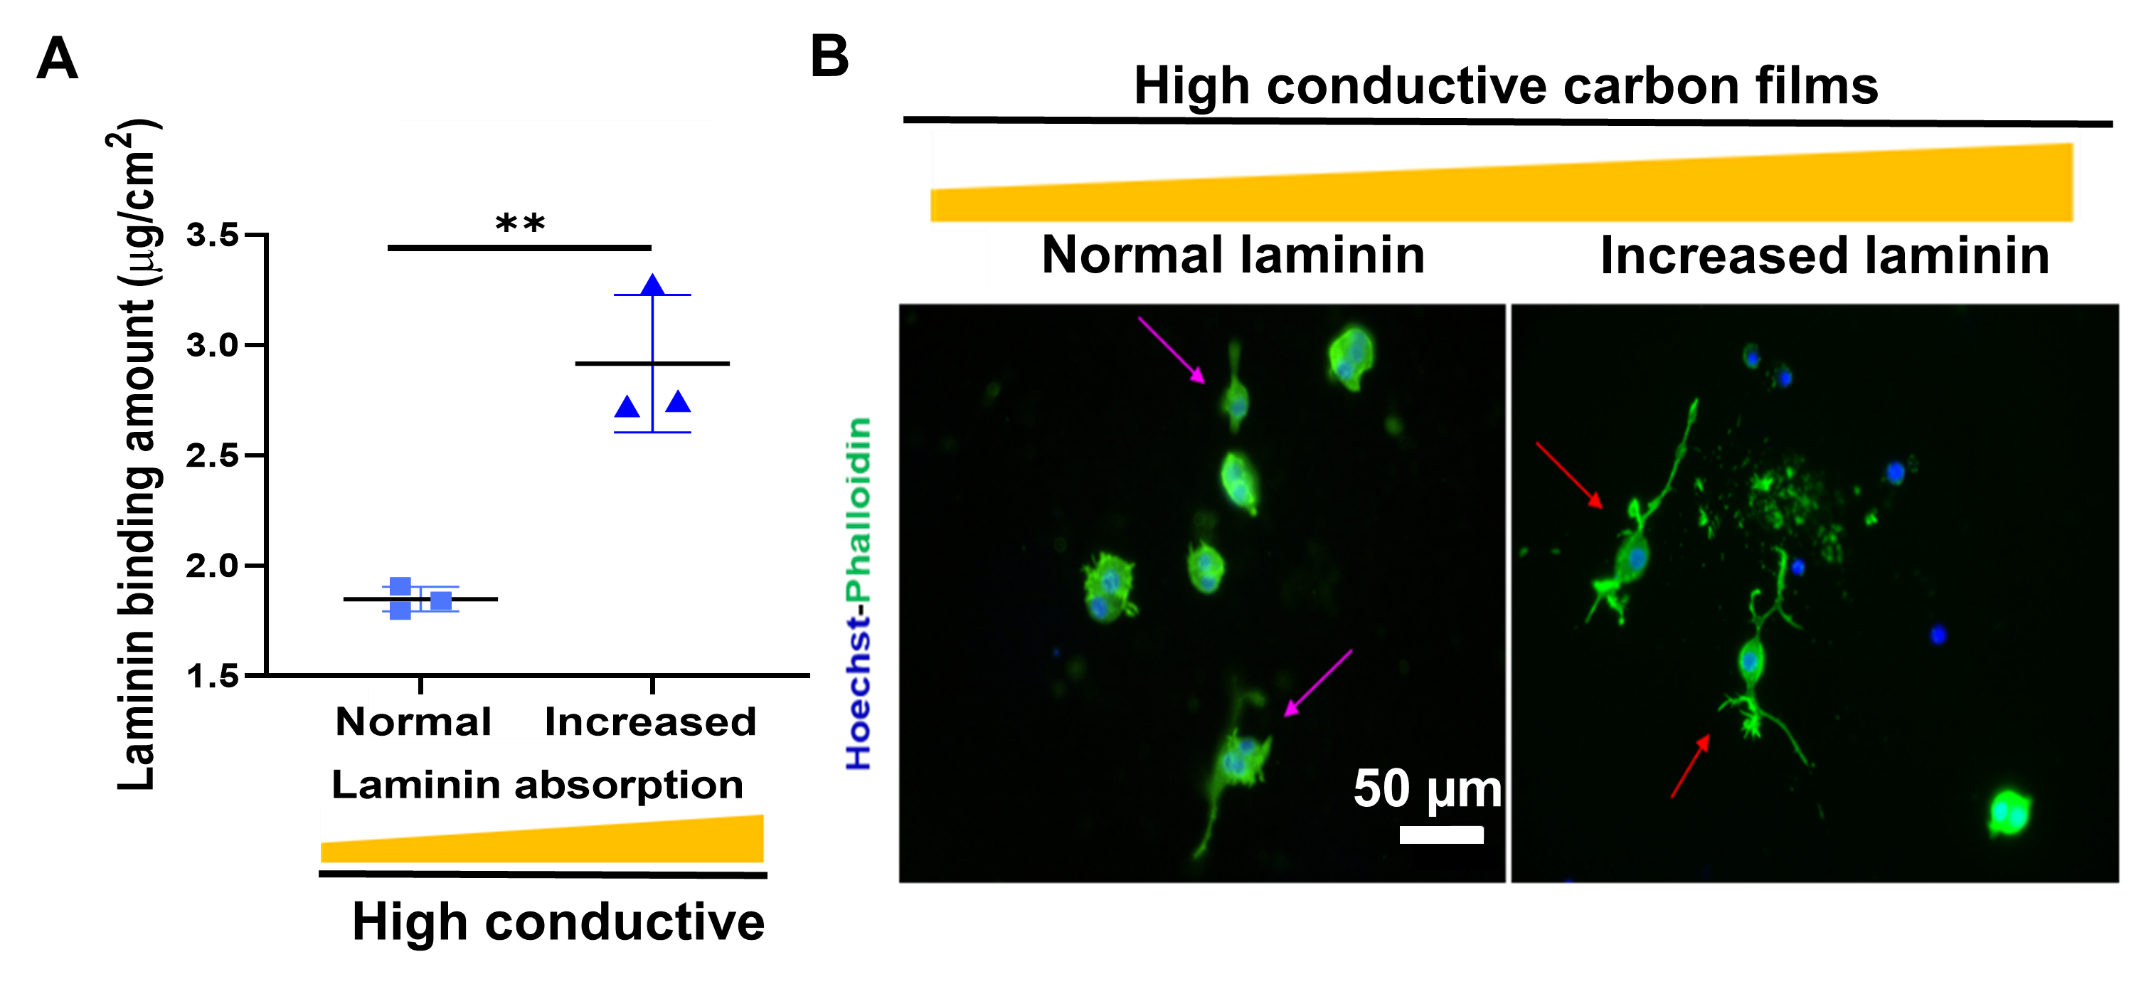
**

**Figure. S13. Neurogenic ECM, laminin, amount dependent neural cell response in ‘High’ electroconductivity. (A)** Increased laminin coating amount from normal condition (optimally matched amount among groups) on ‘High’ electroconductive substrate revealed (B) enhanced neurites outgrowth of PC12. When we increased the laminin coating amount in the High conductive carbon film group, the PC12 cells showed an increased neurite outgrowth response under NGFs. ^**^*P* < 0.01 (t-test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05).

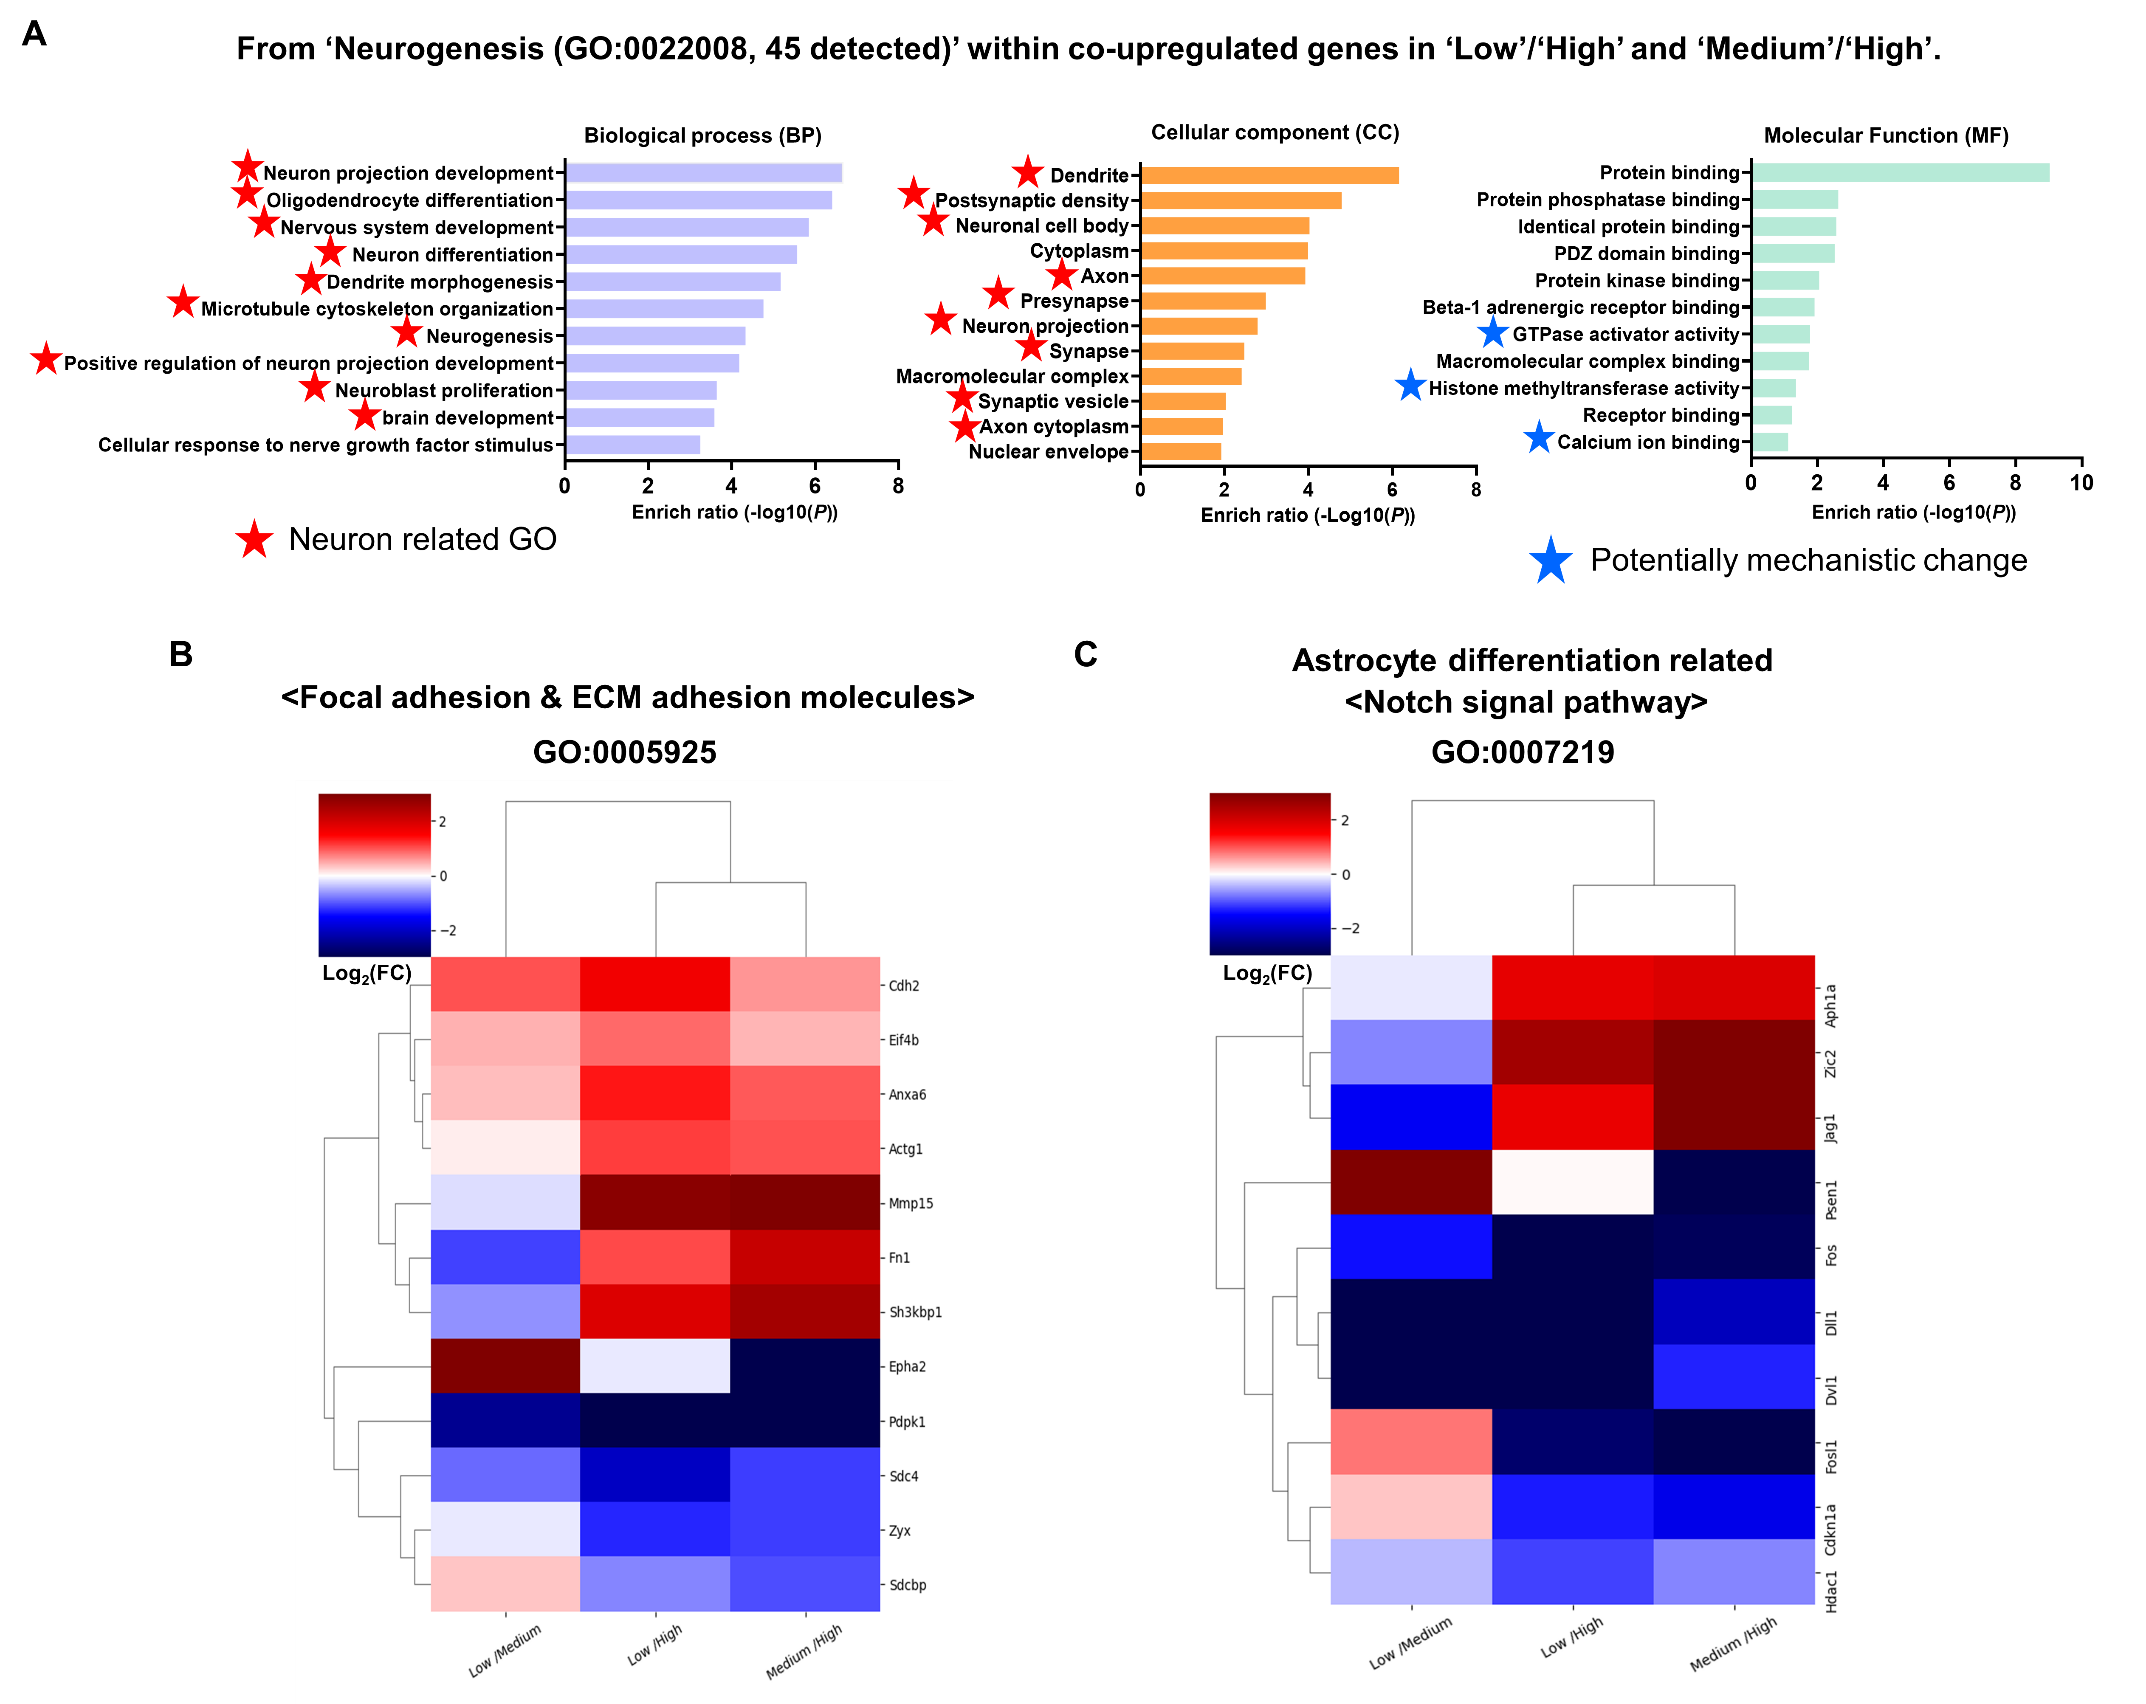

**Fig. S14. Neurogenesis-related critical signal pathways.** (A). Go analysis for neurogenesis-related DEGs. The red star indicated the "neuron-related process". Blue star indicated the "potential related process". (B). A heatmap for the "Focal adhesion & ECM adhesion molecules". (C). A heatmap for the "Notch signal pathway".

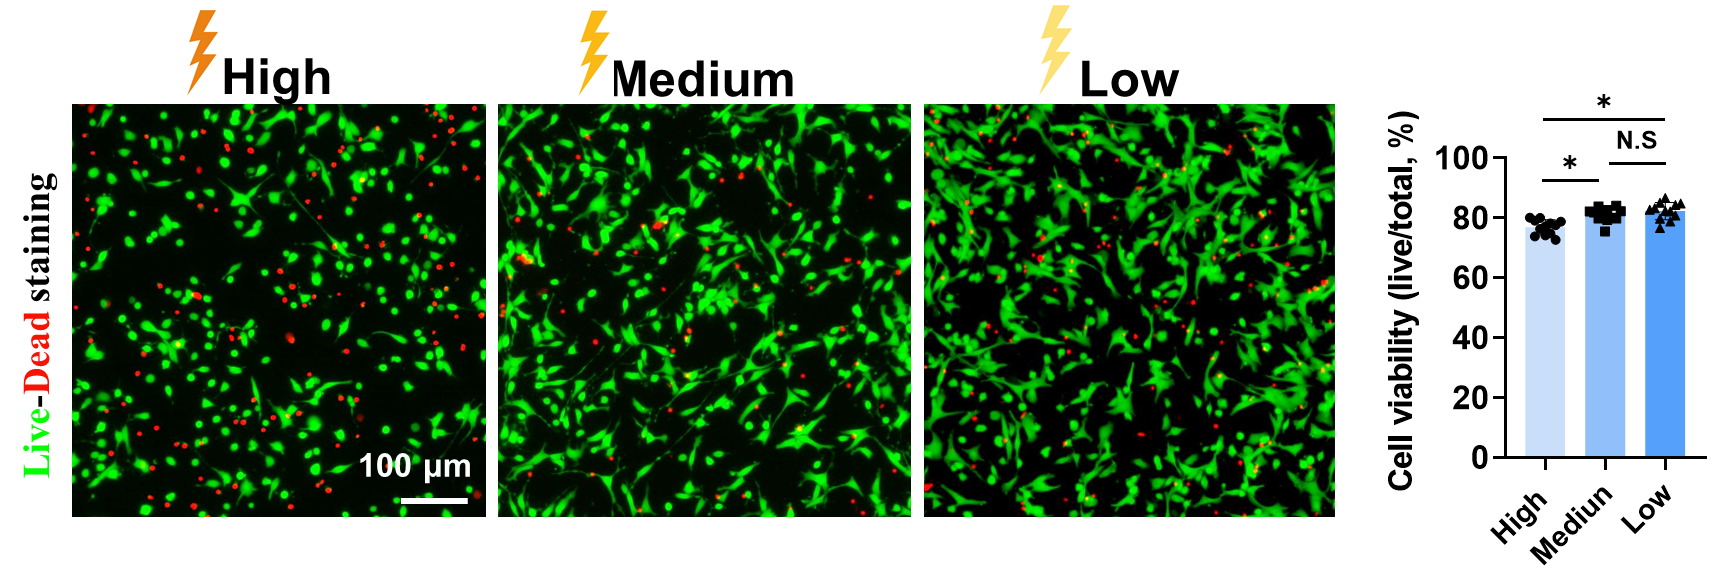

**Figure.S15. Live and dead images after 24 cultures on different conductivity.** Dead cells are slightly more detected in High conductivity than others. ^*^*P* < 0.05 (ANOVA and tukey posthoc test after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05). N.S indicated there was no significant difference between groups.

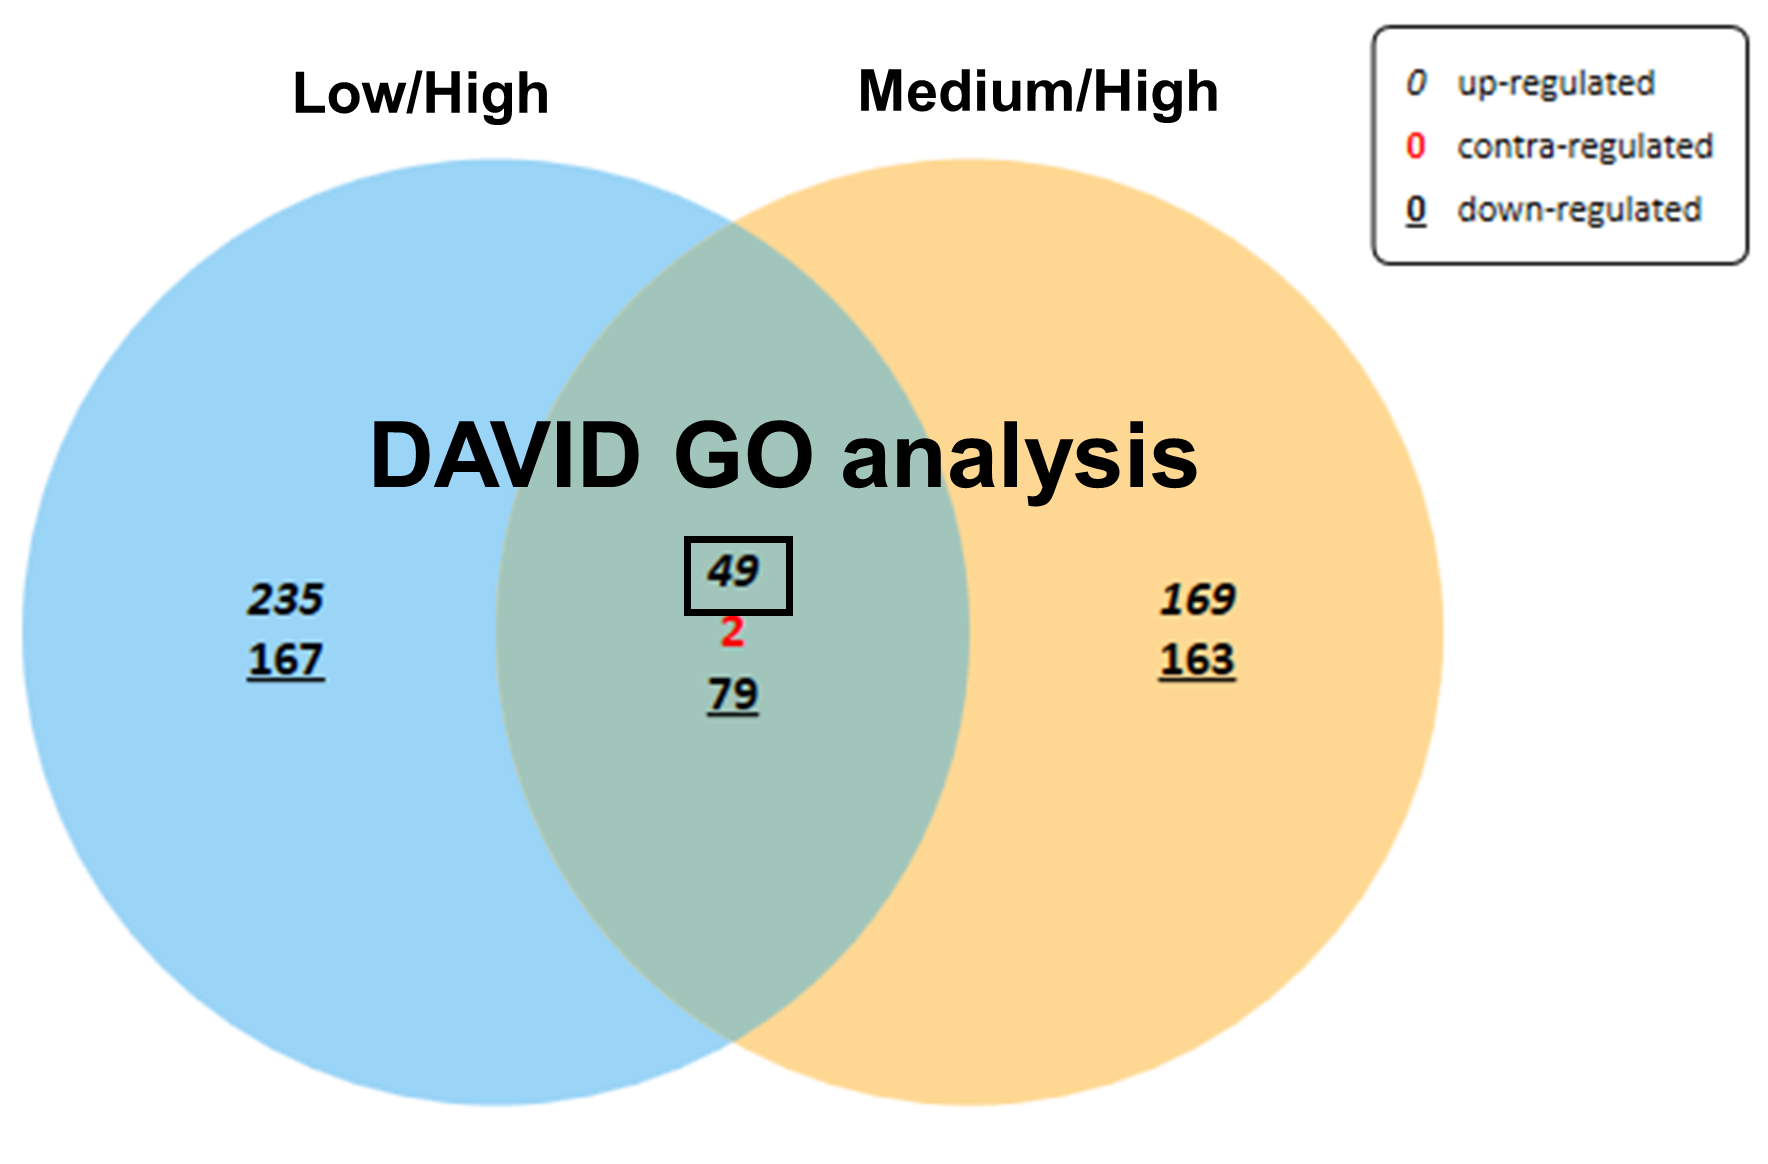

**Figure S16. Venn diagram figure illustrated the interested DEGs for further David GO analysis of co-upregulated genes in neural tissue like electroconductivity**. GO analysis for the co-upregulated DEGs in the ‘Medium’ and ‘Low’ conductive carbon film groups was performed compared to ‘High’ (**Fig. 4B&C**).

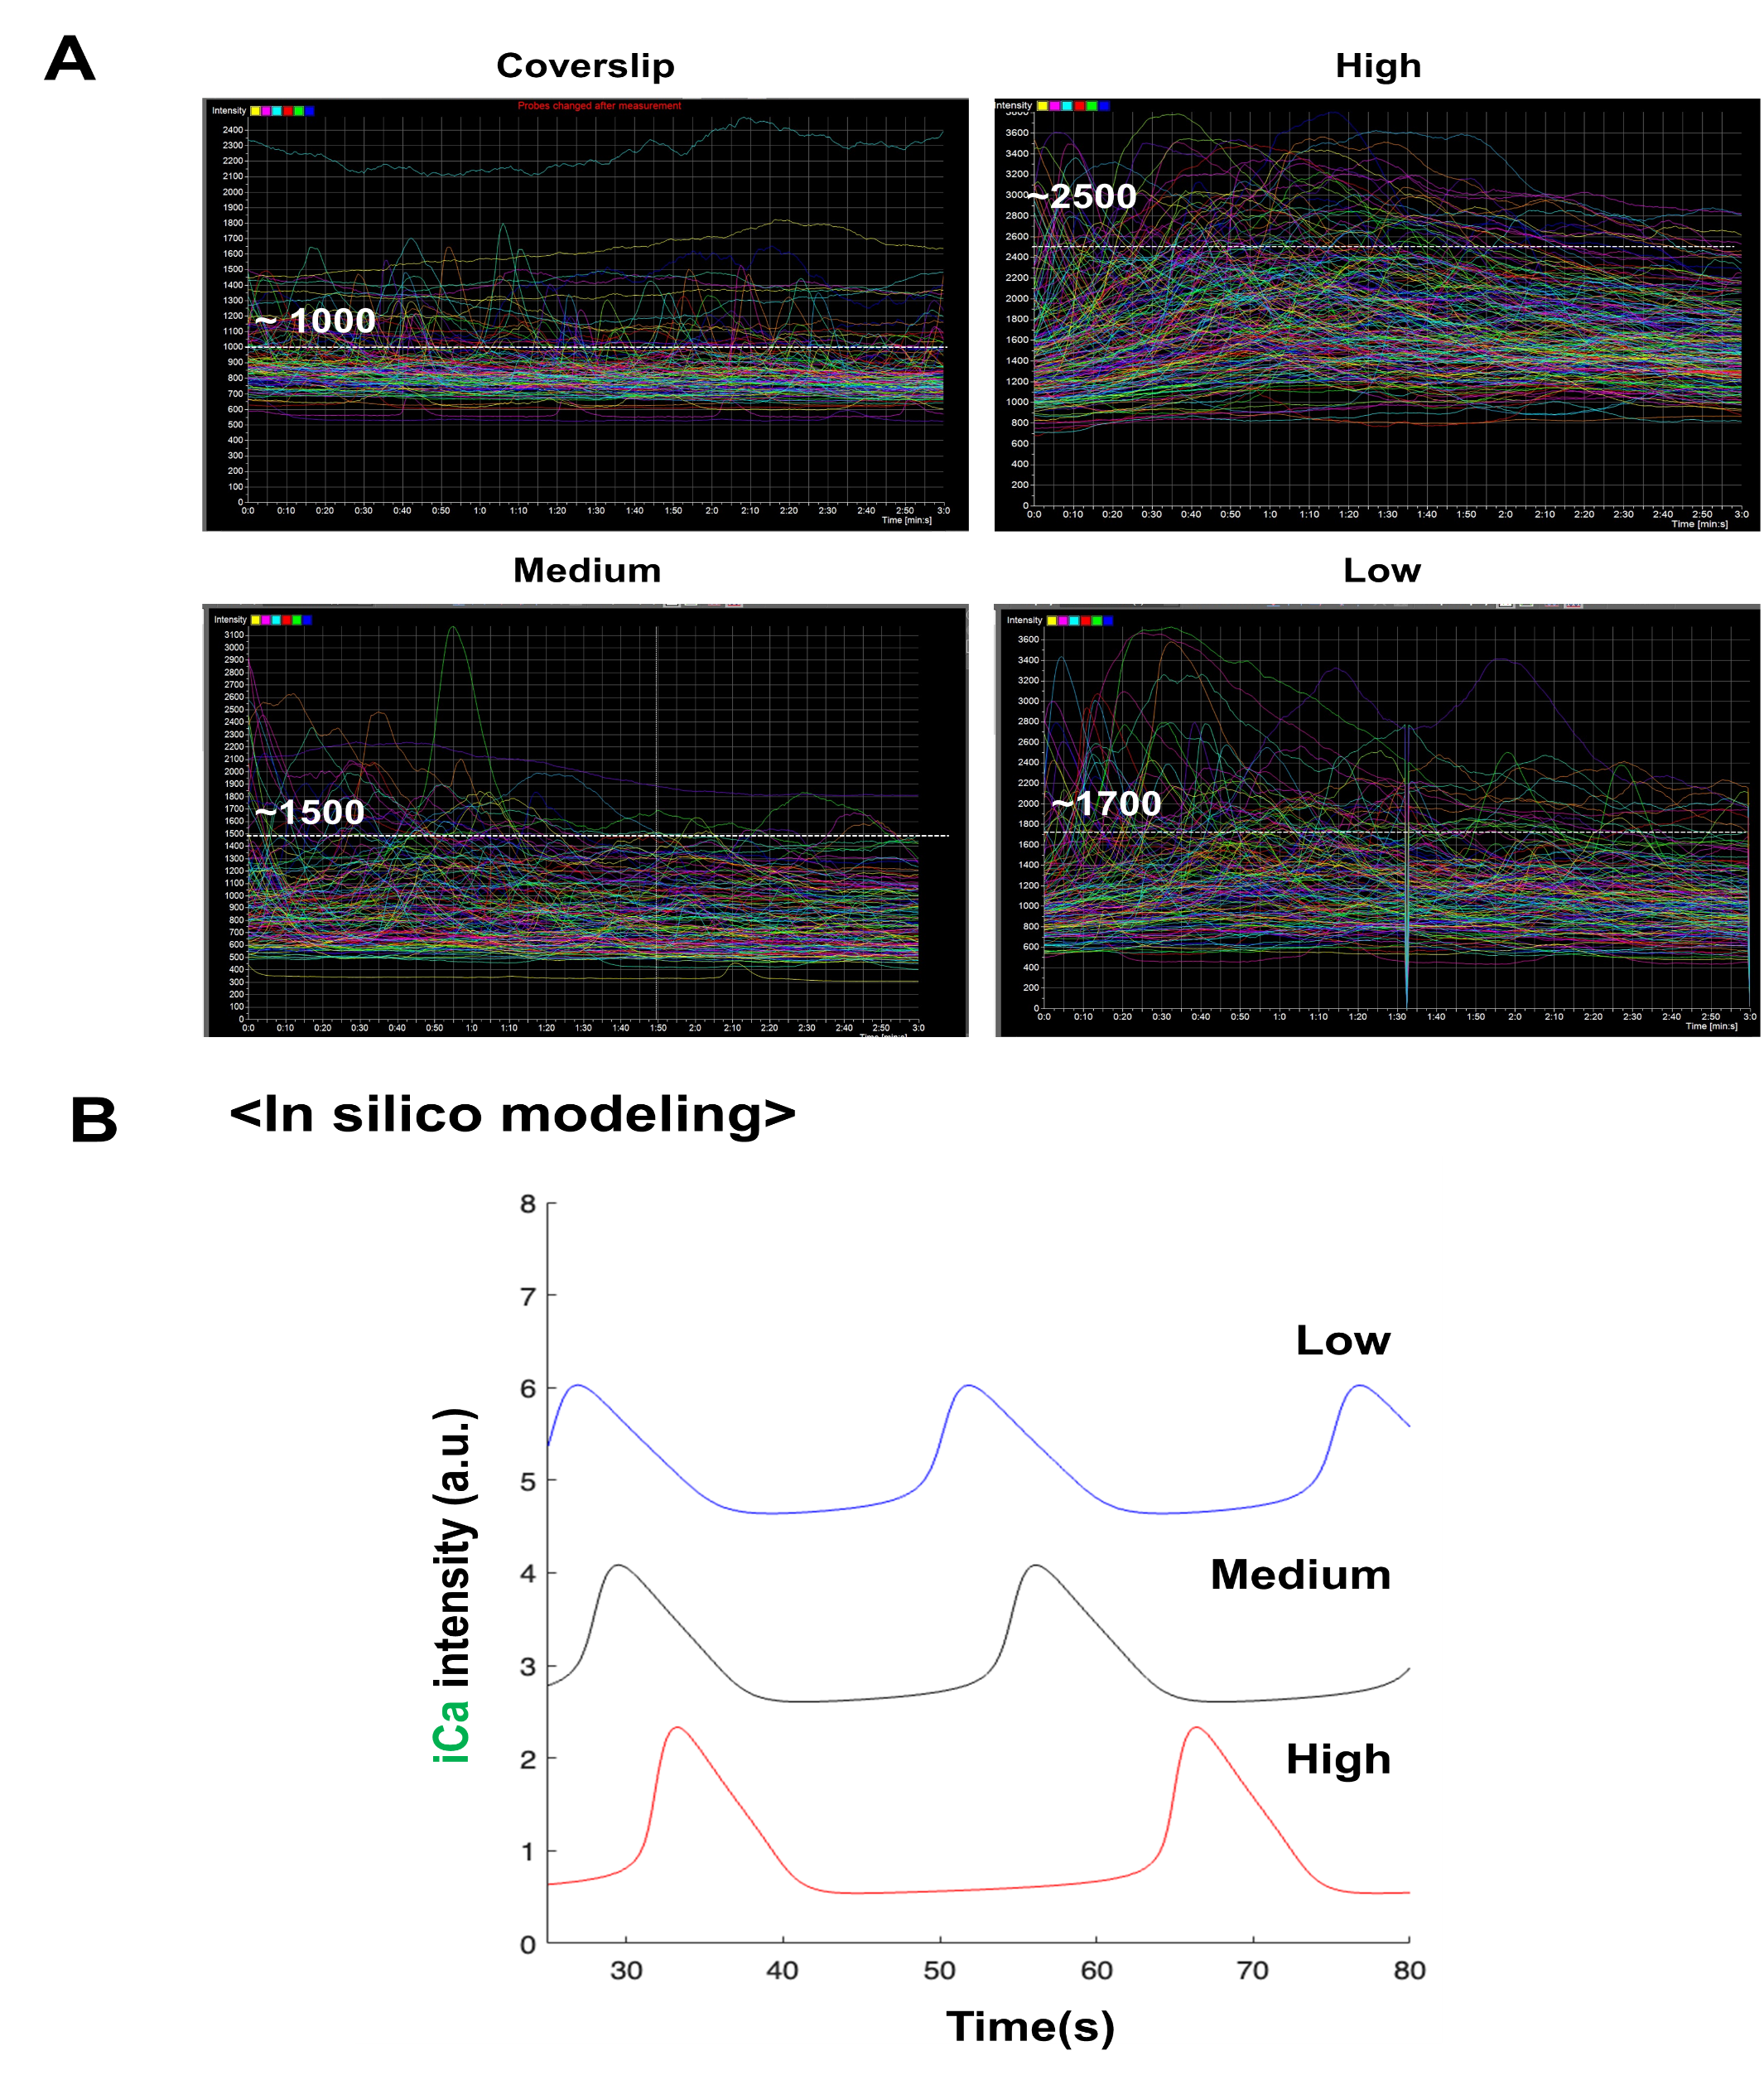

**Figure S17. Overall calcium oscillations analysis and in silico modeling of rNSPCs cultured on different conductive carbon films.** (A) Overall view of calcium oscillations from a large number of cells. The average calcium intensity value was shown in each panel. Cells on a coverslip were used as control. (B) In silico modeling using different conductivity. It revealed high intracellular calcium in ‘High’ conductivity.

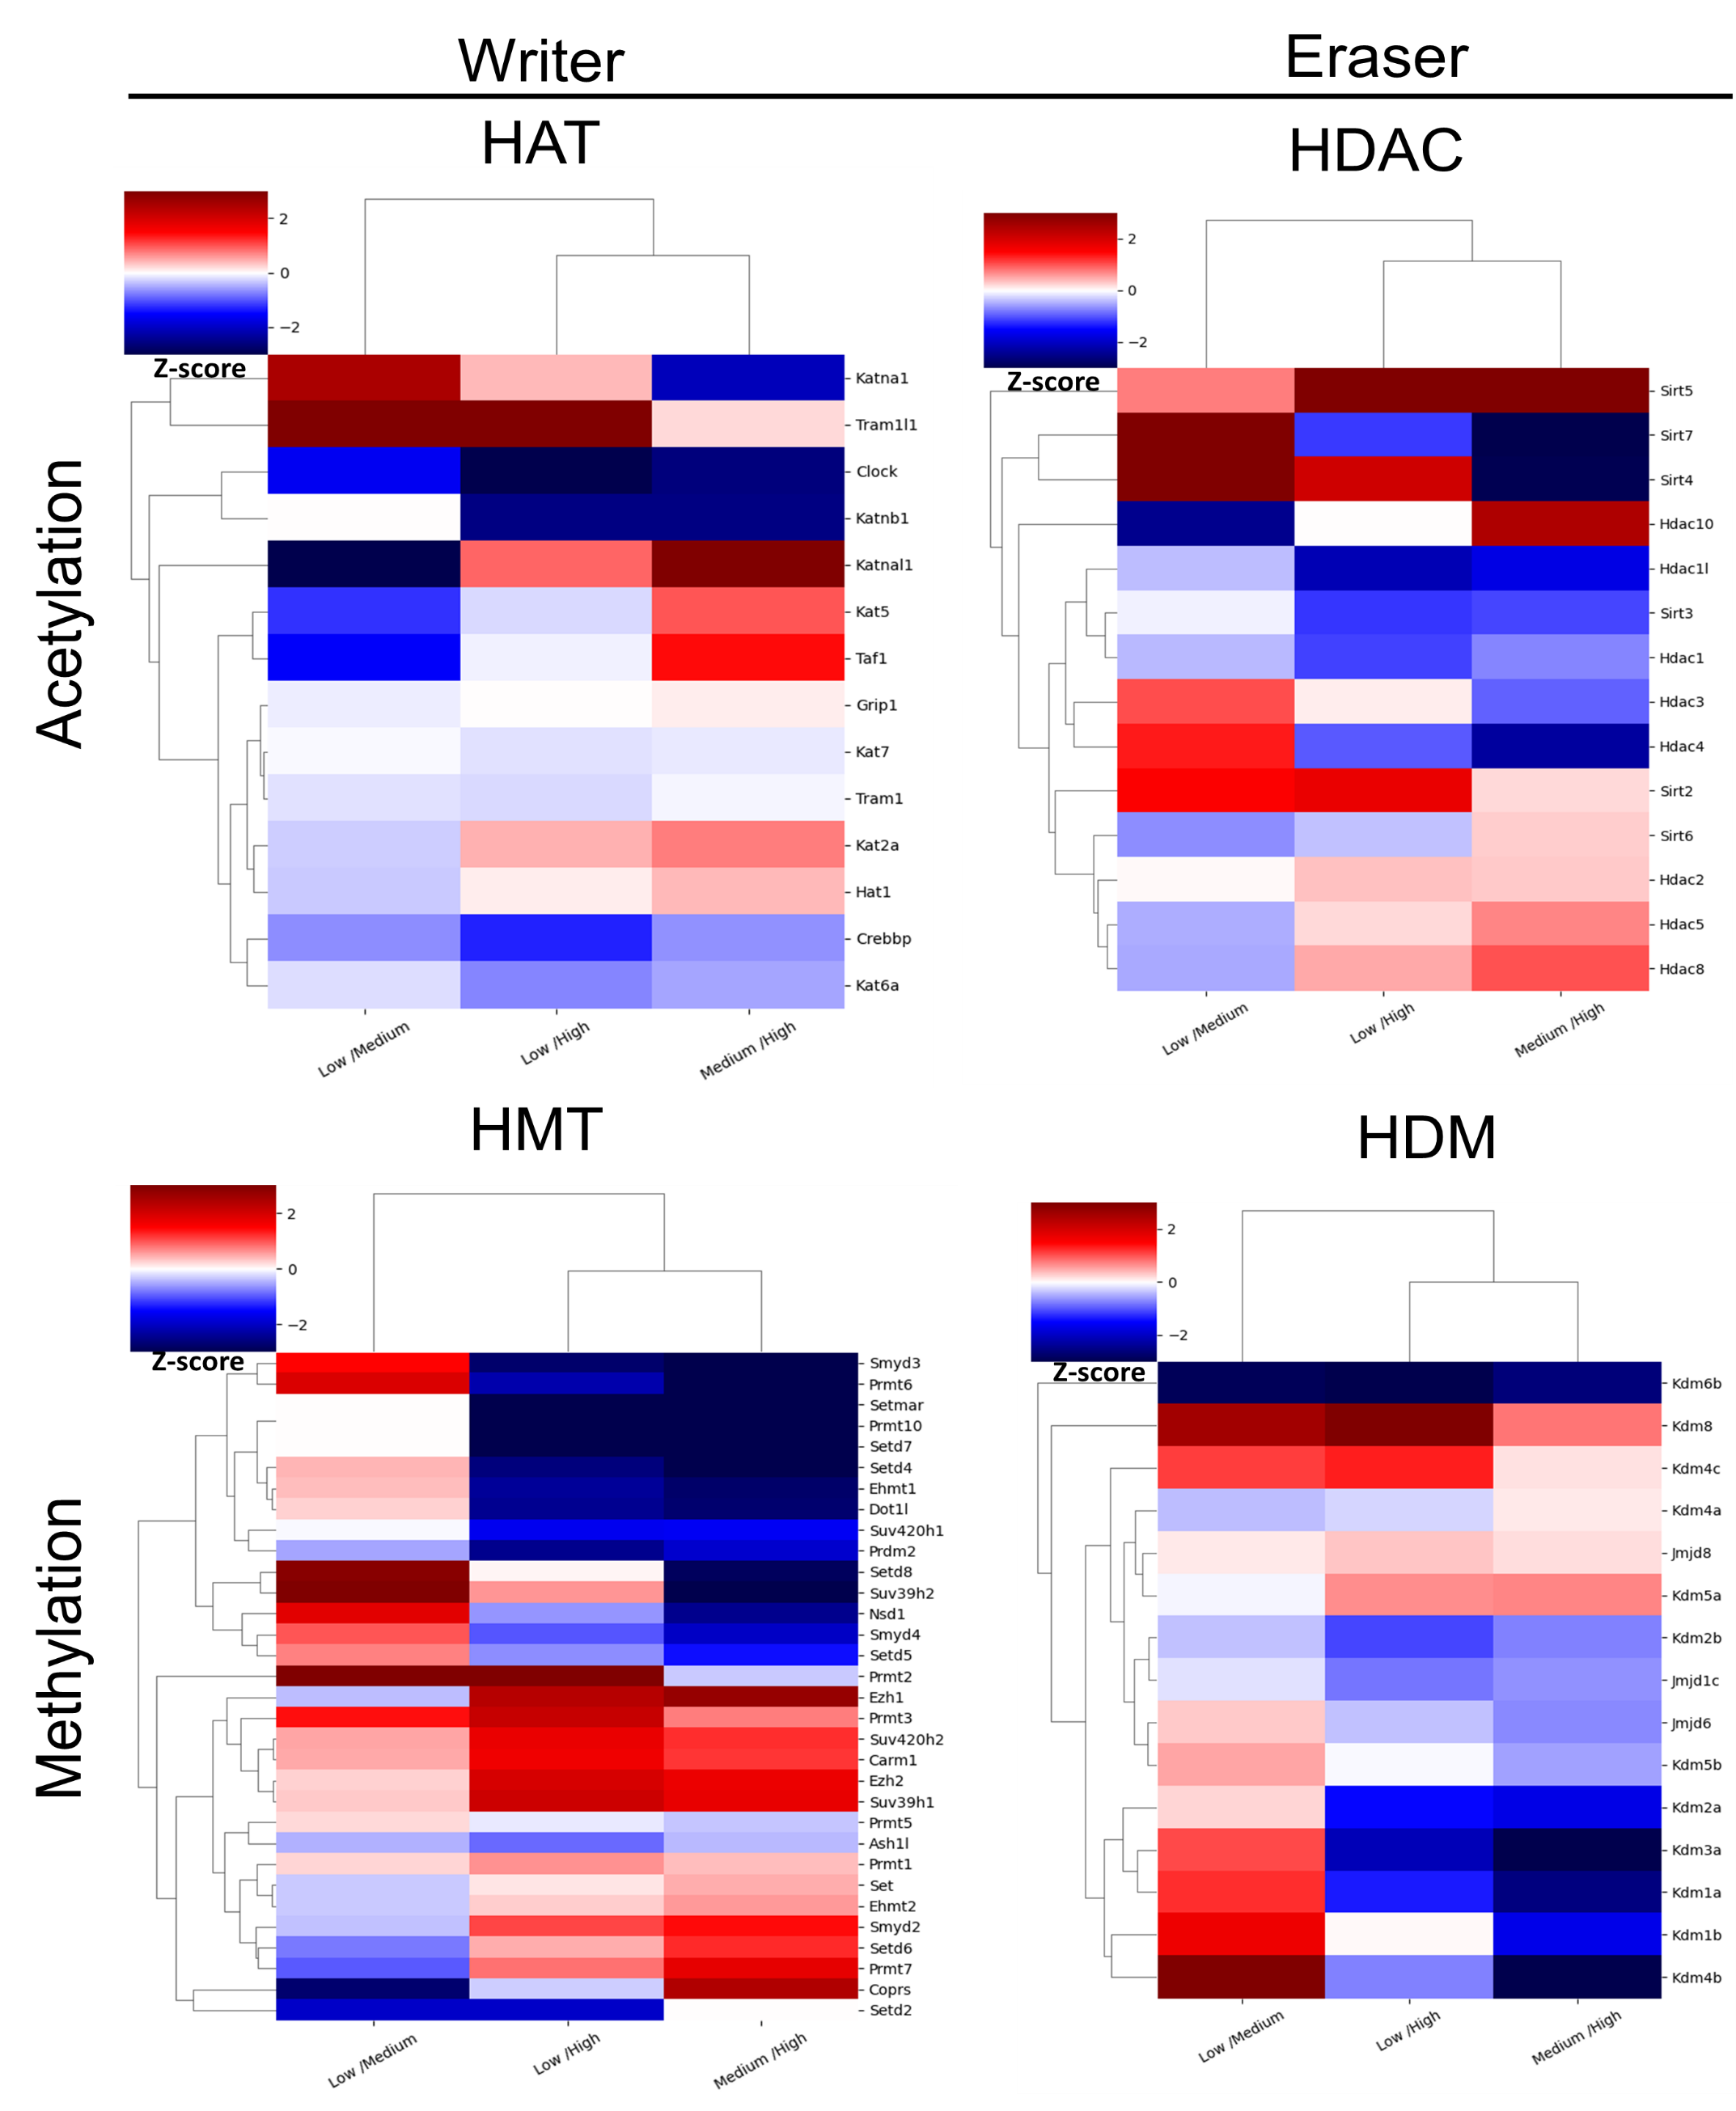

**Figure S18. The gene expression level of histone acetylation and methylation modifiers by RNA-seq.**

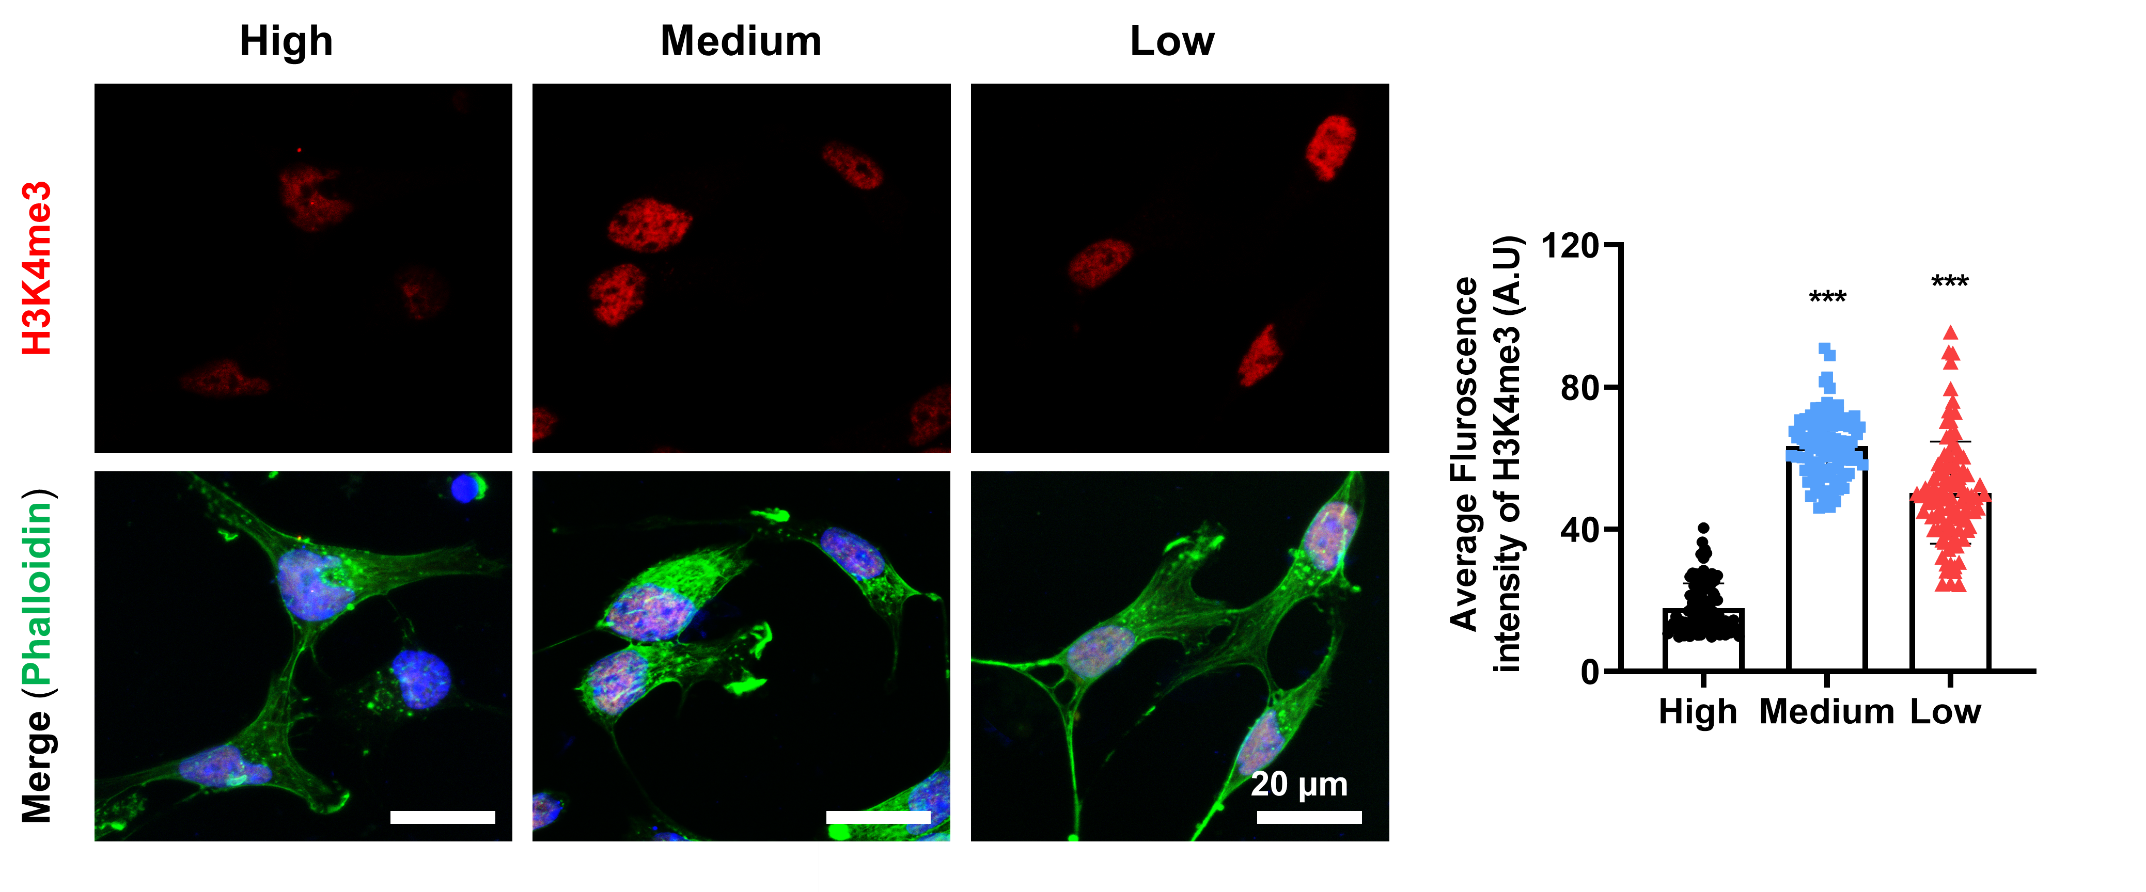

**Figure S19. Euchromatic H3K4me3 expression of rNSPCs cultured on different conductive carbon films.** H3K4me3 expression was highly detected in ‘medium’ and ‘low’ than ‘high’. H3K4me3 is enriched at transcription start sites of active genes, promoting transcription. ^***^*P* < 0.001 compared to High (ANOVA and tukey posthoc after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05).

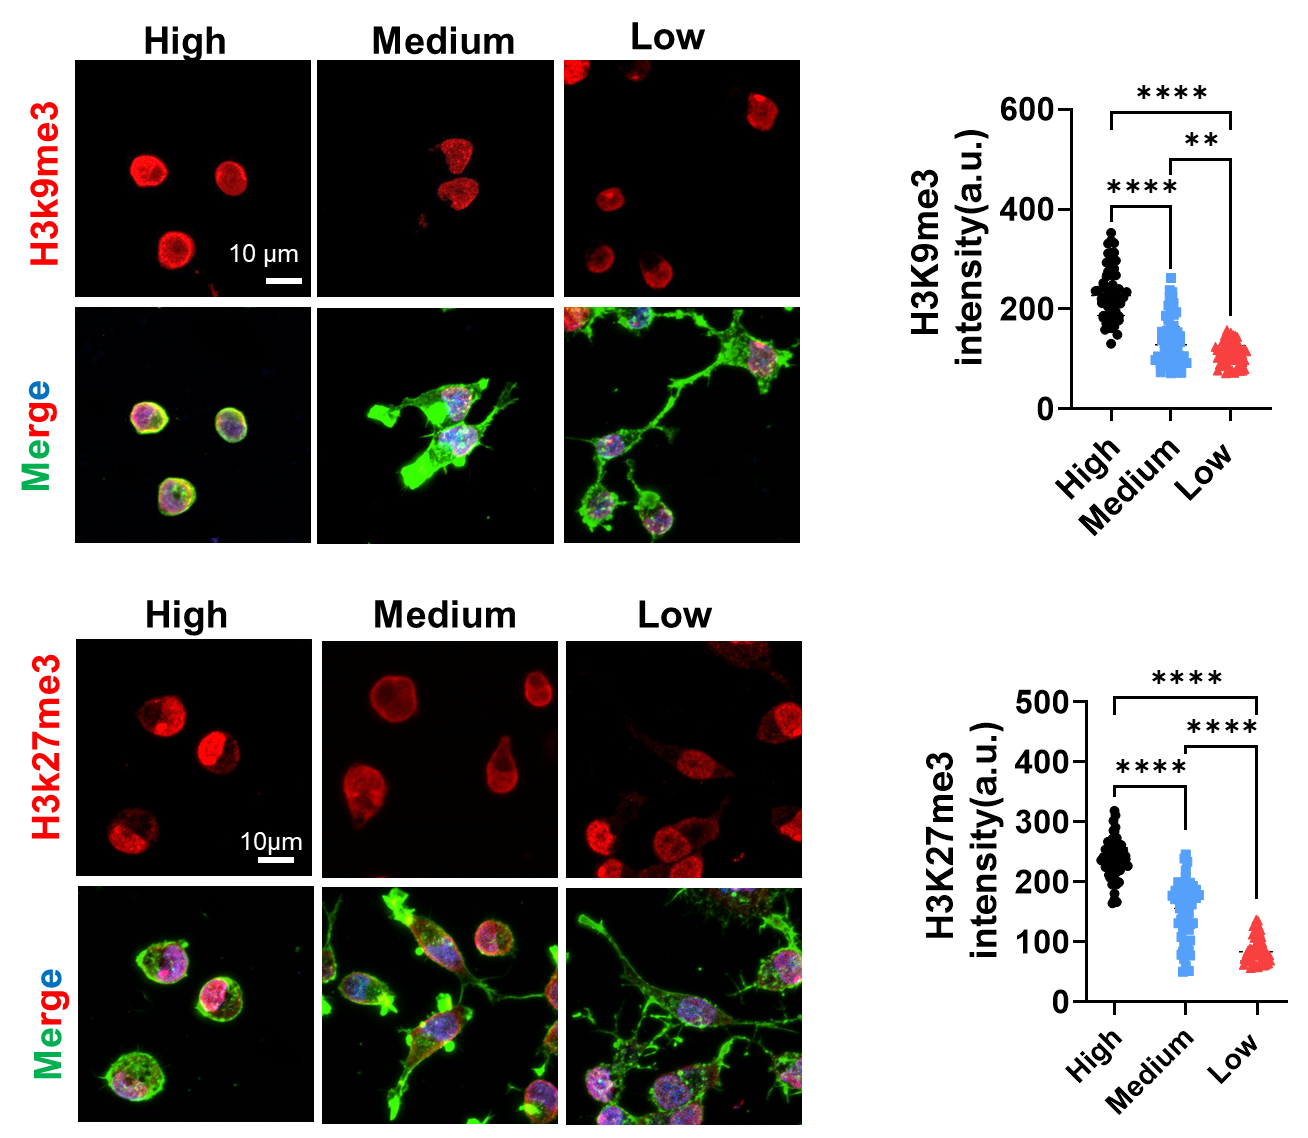

**Figure S20. Heterochromatic H3K9me3 and H3K27me3 expression of rNSPCs cultured on different conductive carbon films.** H3K9me3 and H3K27me3 expression were highly detected in ‘high’ than ‘medium’ and ‘low’. High expression of H3K9me3 and H3K27me3 indicates downregulation of nearby genes via the formation of heterochromatic regions. ^***^*P* < 0.001 compared to High (ANOVA and tukey posthoc after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05).

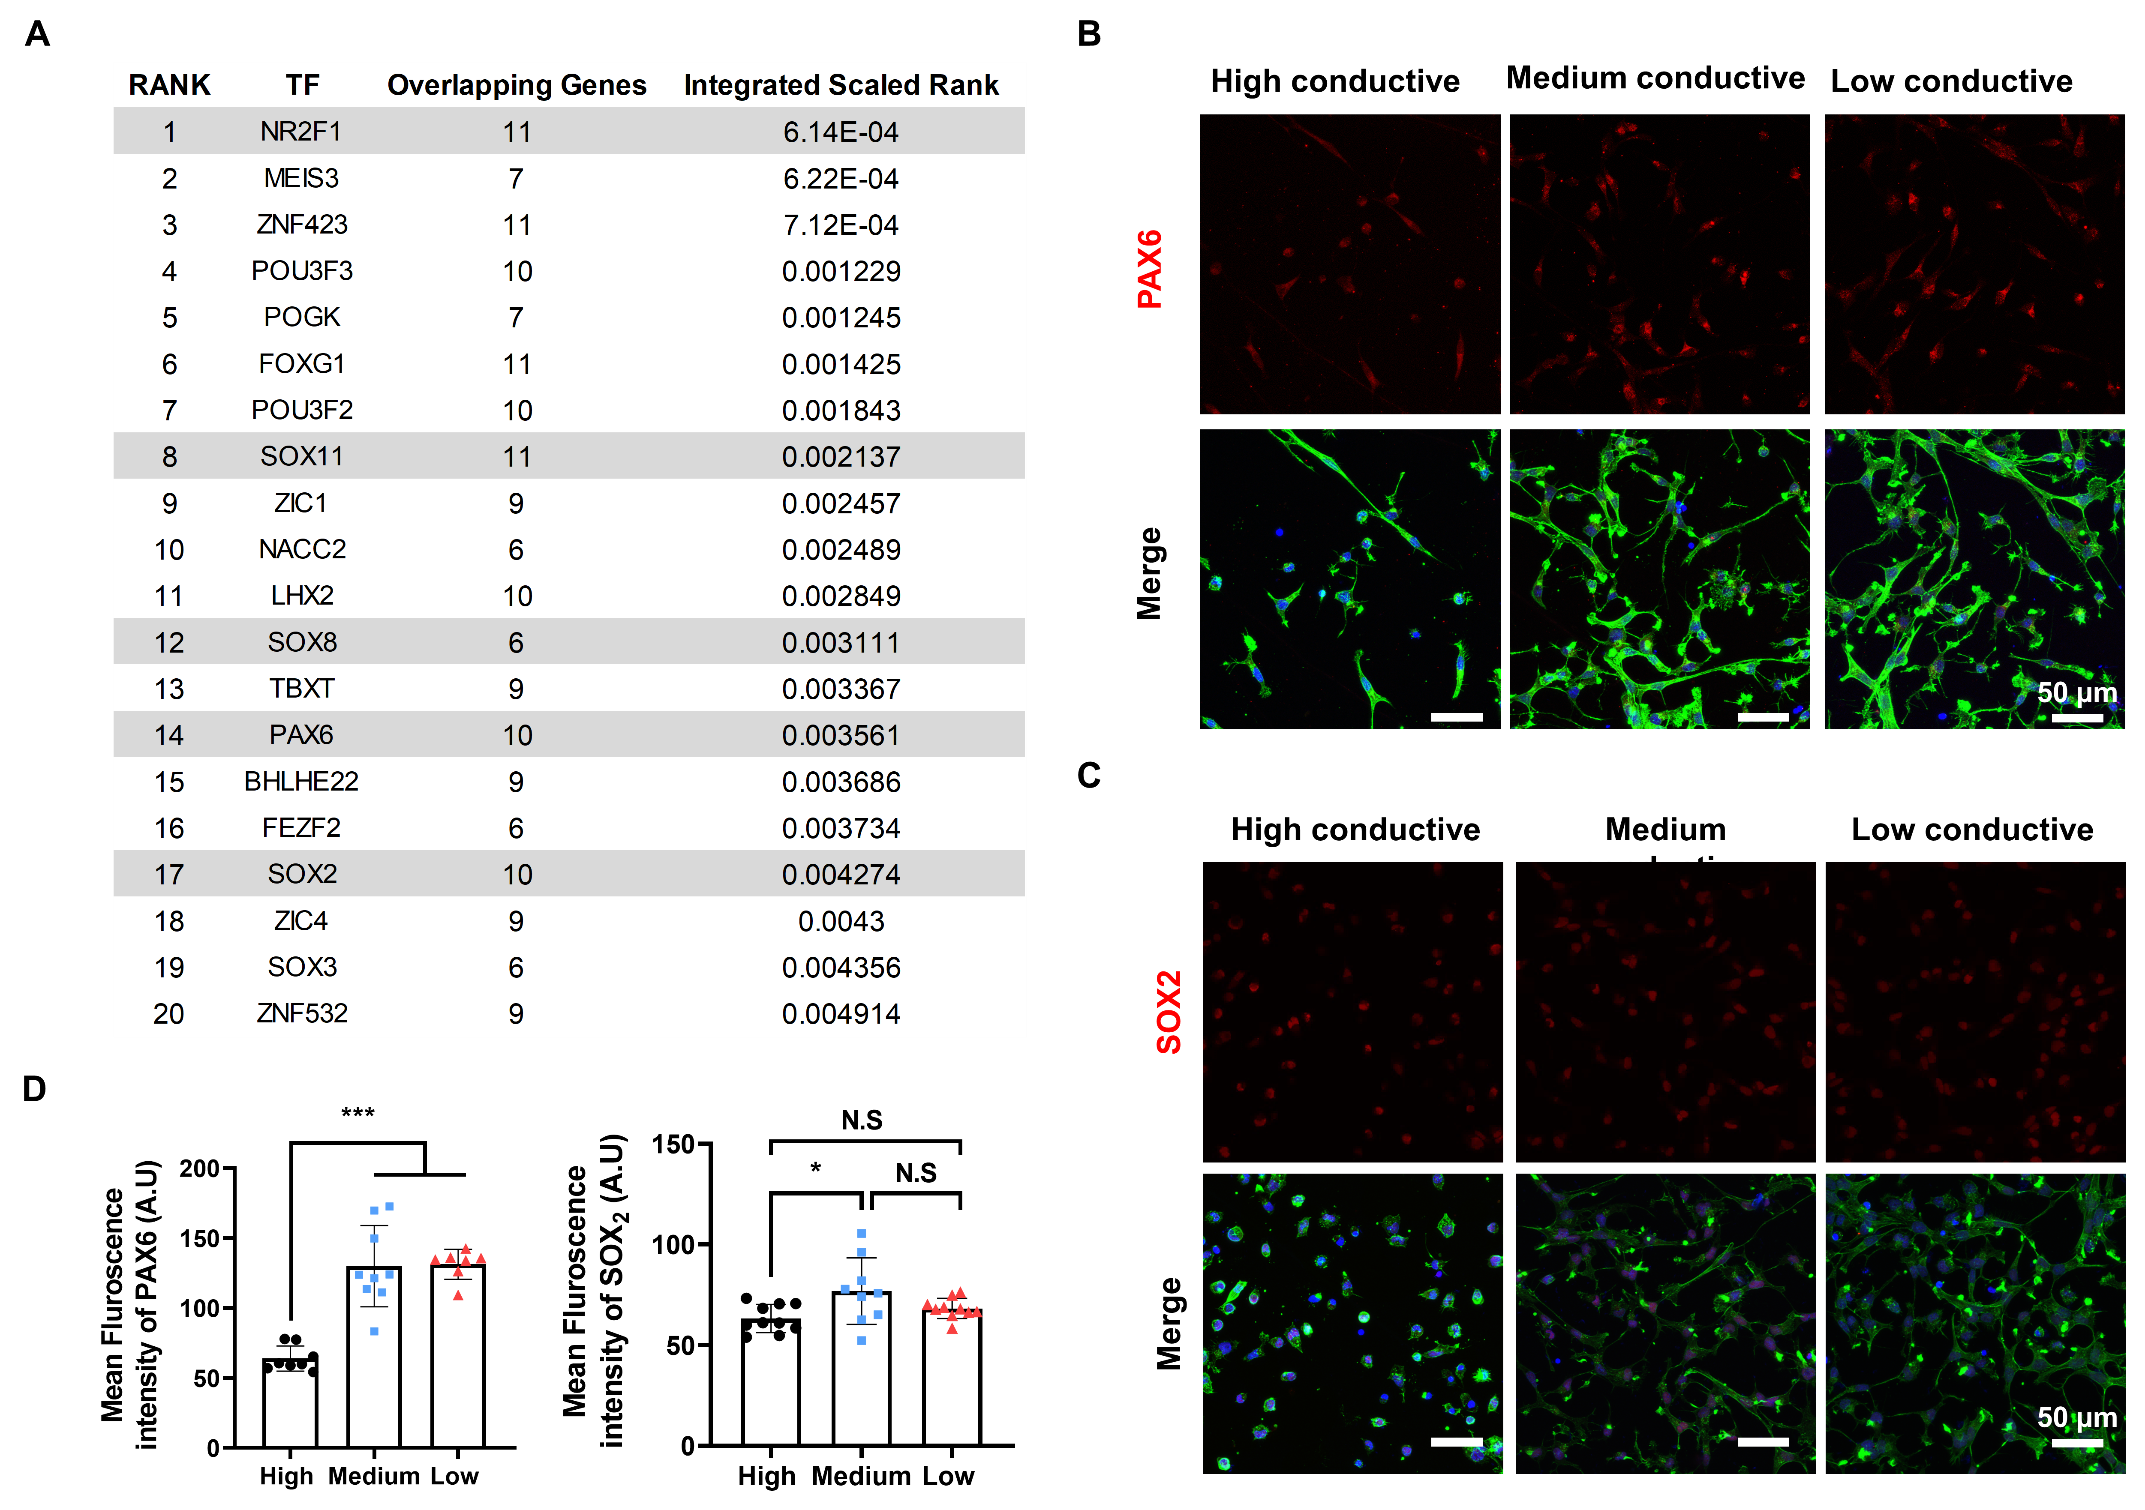

**Figure S21. Potential transcription factors mediating the different differentiation behaviours of rNSPCs cultured on different conductive carbon films.**  (**A**). Potential transcription factors involved in this study by using the ChIP-X Enrichment Analysis Version 3 (ChEA3). The gene set was collected with the condition "Neurogenesis" from both up-regulated DEGs in Medium or Low conductive group (over 1.5-fold change and Normalization 2). (**B-C**). SOX2 and PAX6 expression for rNSPCs cultured on the different conductive carbon films. (**D**) Quantification analysis for the SOX2 and PAX6 expression. ^*^*P* < 0.05 and ^***^*P* < 0.001 (ANOVA and tukey posthoc after confirming normality and distribution symmetry by Shapiro-Wilk test at a level of 0.05). N.S. indicated there was no significant difference between groups.

**
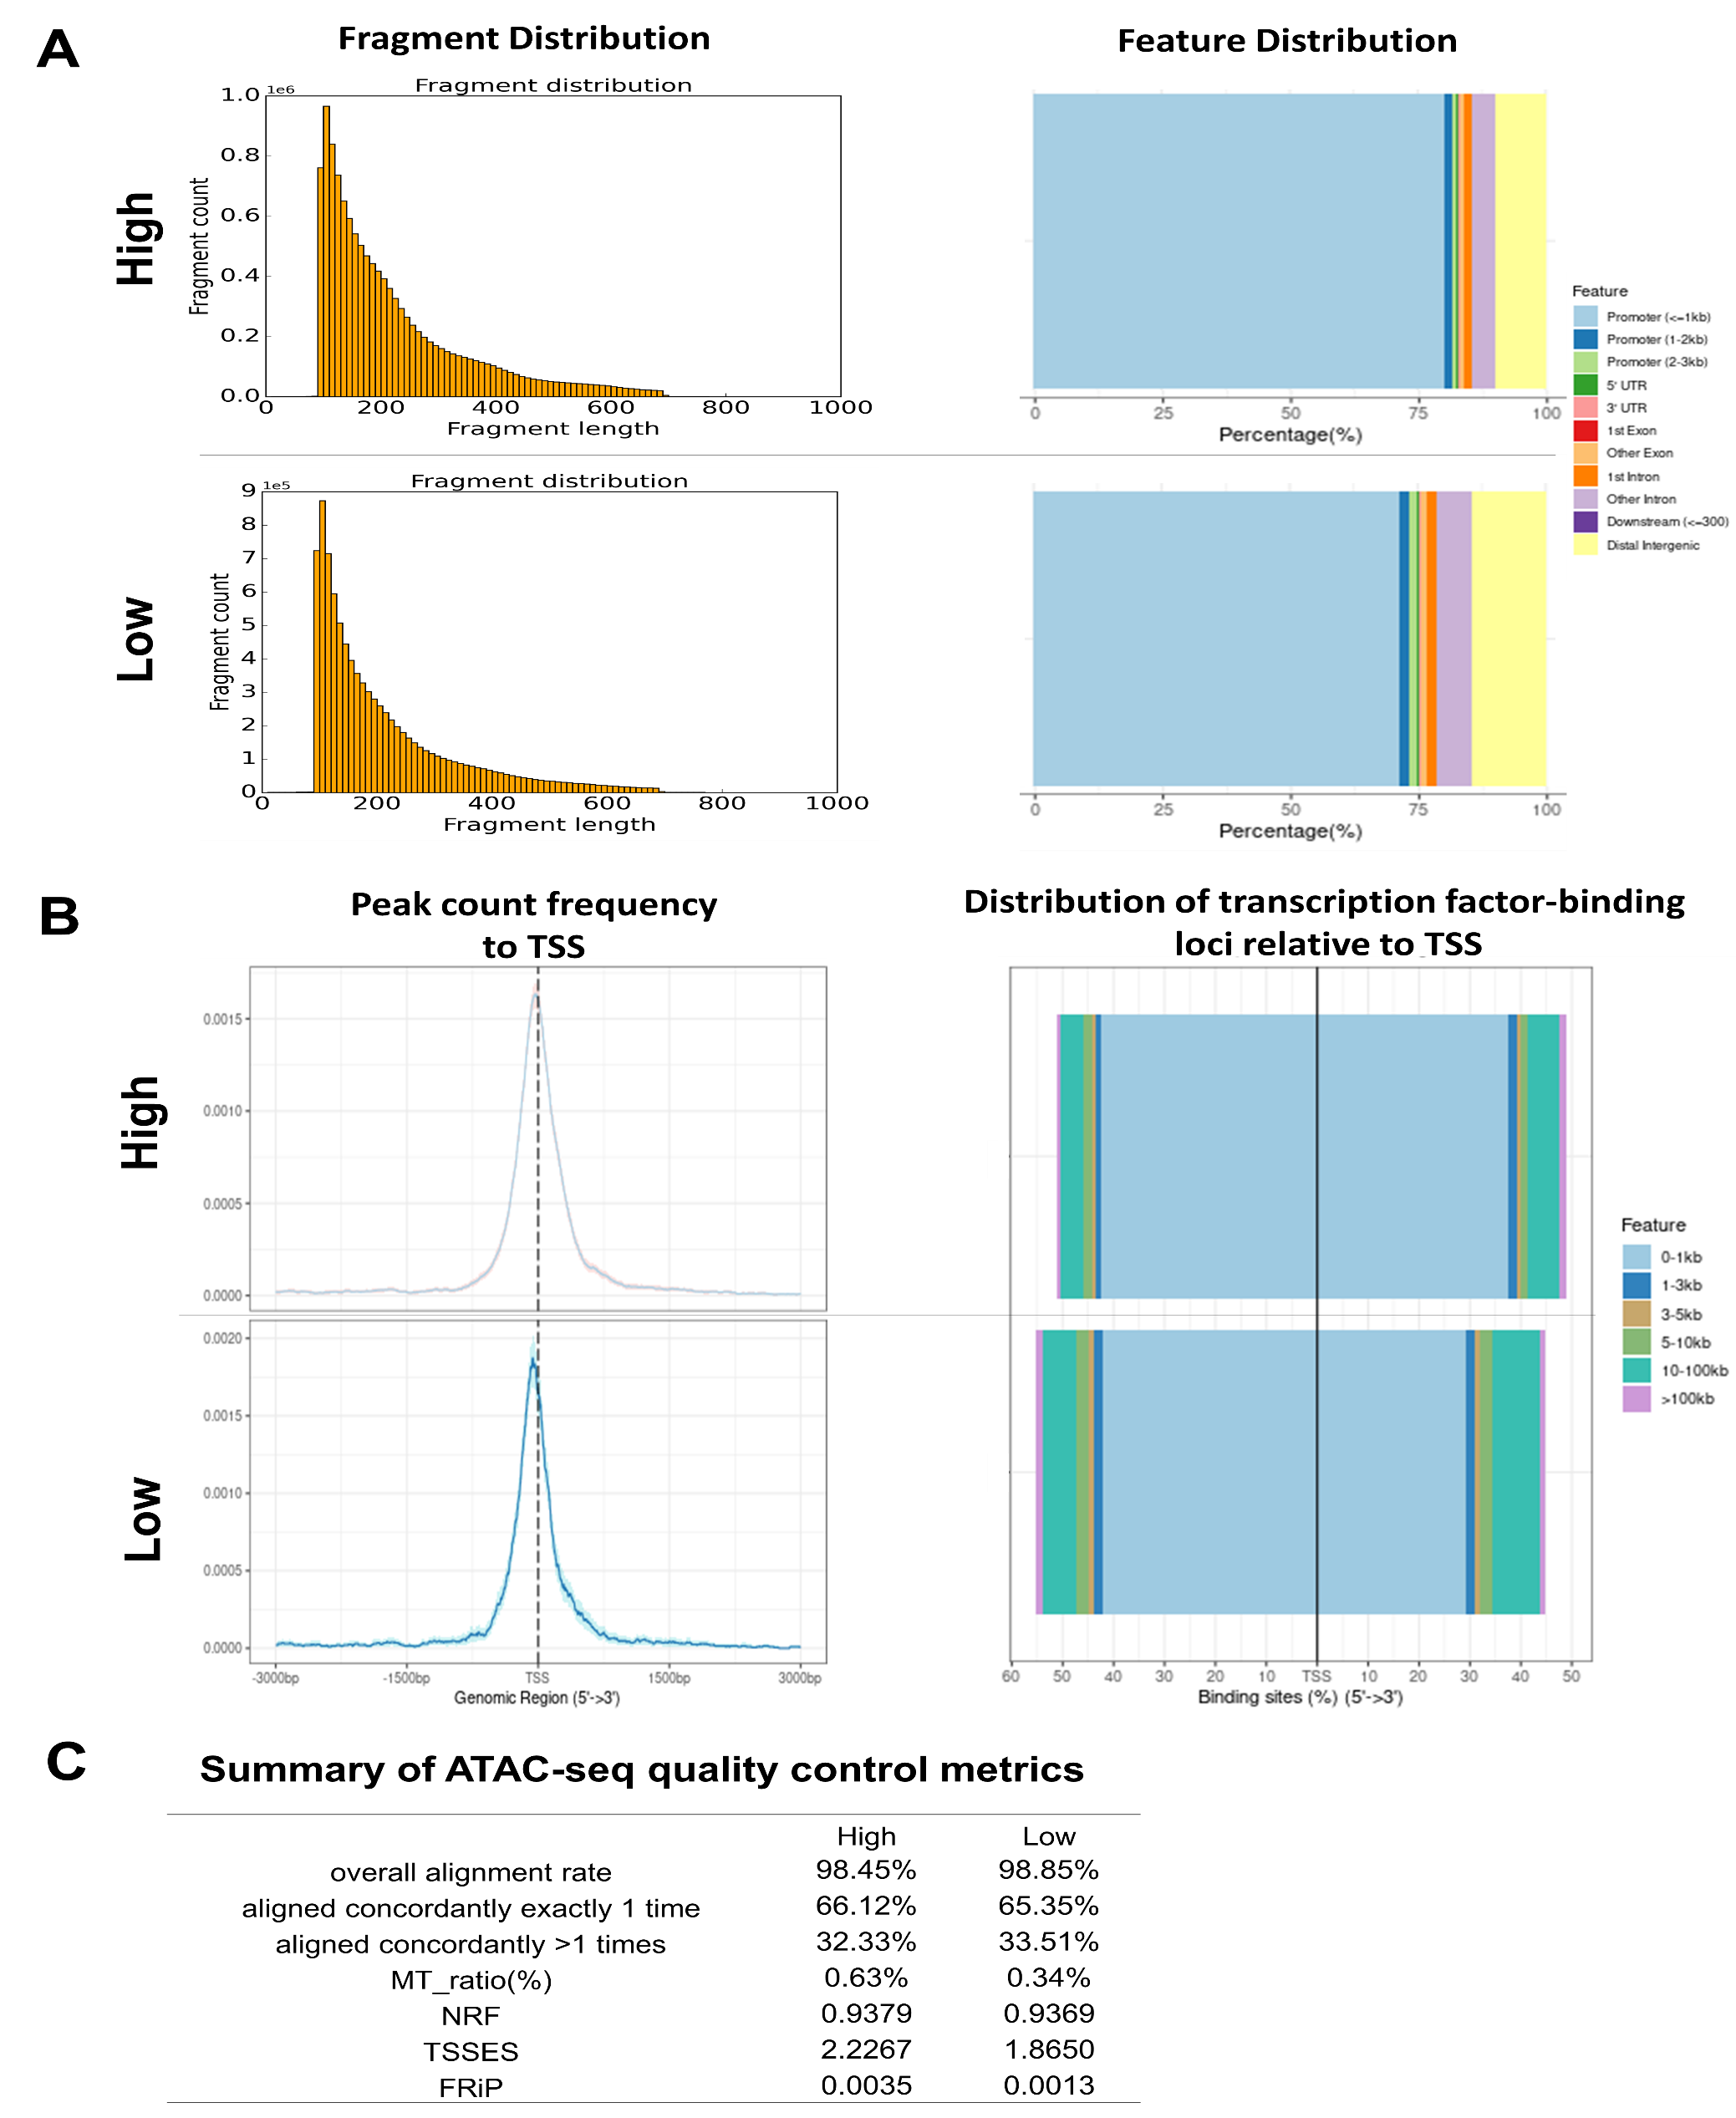
**

**Figure S22. Overview of assay for transposase-accessible chromatin using sequencing (ATAC-seq) data sets.** (A) Fragment and genome wide distribution. (B) Peak count frequency and distribution of transcription factor-binding loci relative to transcription starting site. (C) ATAC-seq quality control metrics.

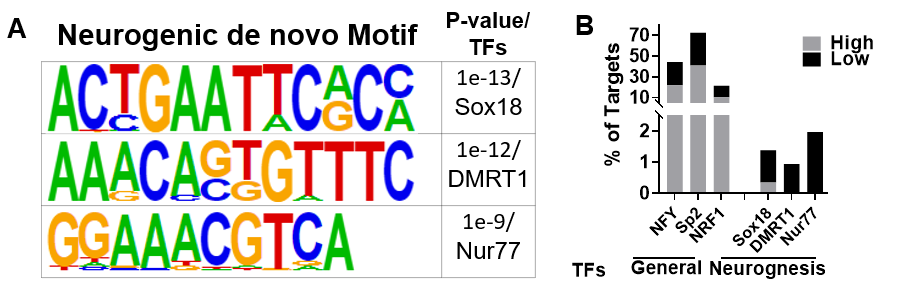

**Figure S23. Representative Homer de novo TF binding motifs.** (A) Hit neurogenic de novo motifs in low conductivity with p-value. (B) Percentage of target sequences containing de novo TF binding motifs, categorized into general and neurogenesis-specific transcription factors, revealing differential regulatory element enrichment to neurogenesis in response to physiologic substrate conductivity (low).

**References**

[1] Y.-M. Li, K. D. Patel, Y.-K. Han, S.-M. Hong, Y.-X. Meng, H.-H. Lee, J. H. Park, J. C. Knowles, J. K. Hyun, J.-H. Lee, H.-W. Kim, *Chemical Engineering Journal* **2023**, *466*, 143125.

[2] J. Landers, J. T. Turner, G. Heden, A. L. Carlson, N. K. Bennett, P. V. Moghe, A. V. Neimark, *Adv Healthc Mater* **2014**, *3*, 1745.

[3] H.-S. Ahn, J.-Y. Hwang, M. S. Kim, J.-Y. Lee, J.-W. Kim, H.-S. Kim, U. S. Shin, J. C. Knowles, H.-W. Kim, J. K. Hyun, *Acta Biomaterialia* **2015**, *13*, 324.

[4] A. K. Panda, R. K, A. Gebrekrstos, S. Bose, Y. S. Markandeya, B. Mehta, B. Basu, *ACS Appl. Mater. Interfaces* **2021**, *13*, 164.

[5] X. Hu, X. Wang, Y. Xu, L. Li, J. Liu, Y. He, Y. Zou, L. Yu, X. Qiu, J. Guo, *Advanced Healthcare Materials* **2020**, *9*, 1901570.

[6] J. Zhou, X. Yang, W. Liu, C. Wang, Y. Shen, F. Zhang, H. Zhu, H. Sun, J. Chen, J. Lam, A. G. Mikos, C. Wang, *Theranostics* **2018**, *8*, 3317.

[7] M. Mantecón-Oria, O. Tapia, M. Lafarga, M. T. Berciano, J. M. Munuera, S. Villar-Rodil, J. I. Paredes, M. J. Rivero, N. Diban, A. Urtiaga, *Sci Rep* **2022**, *12*, 13408.

[8] X. Yao, L. Zhan, Z. Yan, J. Li, L. Kong, X. Wang, H. Xiao, H. Jiang, C. Huang, Y. Ouyang, Y. Qian, C. Fan, *Bioactive Materials* **2023**, *20*, 319.

[9] Y. Qian, J. Song, X. Zhao, W. Chen, Y. Ouyang, W. Yuan, C. Fan, *Advanced Science* **2018**, *5*, 1700499.

[10] C. Dong, F. Qiao, W. Hou, L. Yang, Y. Lv, *Applied Materials Today* **2020**, *21*, 100870.

[11] J. Wang, Y. Cheng, L. Chen, T. Zhu, K. Ye, C. Jia, H. Wang, M. Zhu, C. Fan, X. Mo, *Acta Biomaterialia* **2019**, *84*, 98.

[12] G. Thrivikraman, G. Madras, B. Basu, *Biomaterials* **2014**, *35*, 6219.

[13] Y.-H. Zhao, C.-M. Niu, J.-Q. Shi, Y.-Y. Wang, Y.-M. Yang, H.-B. Wang, *Neural Regen Res* **2018**, *13*, 1455.

[14] M. Patel, J. H. Min, M.-H. Hong, H.-J. Lee, S. Kang, S. Yi, W.-G. Koh, *Biomed. Mater.* **2020**, *15*, 045007.

[15] M. Rahimzadegan, Q. Mohammadi, M. Shafieian, O. Sabzevari, Z. Hassannejad, *Biomaterials Advances* **2022**, *134*, 112634.

[16] S. Vijayavenkataraman, N. Vialli, J. Y. H. Fuh, W. F. Lu, *International Journal of Bioprinting* **Invalid date**, *5*, 0.

[17] E. A. Kiyotake, E. E. Thomas, H. B. Homburg, C. K. Milton, A. D. Smitherman, N. D. Donahue, K.-M. Fung, S. Wilhelm, M. D. Martin, M. S. Detamore, *Journal of Biomedical Materials Research Part A* **2022**, *110*, 365.

[18] F. R. Boroojeni, S. Mashayekhan, H.-A. Abbaszadeh, M. Ansarizadeh, M.-S. Khoramgah, V. R. Movaghar, *IJN* **2020**, *15*, 3903.

[19] C. Wu, S. Chen, T. Zhou, K. Wu, Z. Qiao, Y. Zhang, N. Xin, X. Liu, D. Wei, J. Sun, H. Luo, L. Zhou, H. Fan, *ACS Appl. Mater. Interfaces* **2021**, *13*, 52346.

[20] N. Pelot, B. Thio, W. Grill, *Frontiers in Computational Neuroscience* **2018**, *12*.

[21] Influence of head models on EEG simulations and inverse source localizations | BioMedical Engineering OnLine | Full Text, .

[22] A. Hirata, Y. Takano, Y. Kamimura, O. Fujiwara, *Physics in medicine and biology* **2010**, *55*, N243.

[23] B. Howell, S. Lad, W. Grill, *PloS one* **2014**, *9*, e114938.

How the deposited data were processed for this re-analysis (not part of the article)

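RNA was measured in 6 libraries of rat neural stem/progenitor cells cultured for 24 h on carbon films, with 2 libraries for each of the High (3.22 S/m), Medium (0.104 S/m) and Low (0.022 S/m) films. The libraries were mapped to film and replicate from the sample labels and the conductivities and oxidation times of the paper. The labels and the methods name different RNA isolation reagents, and no value here depends on which was used.

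The authors made QuantSeq 3′ libraries, aligned single-end reads with Bowtie2, and counted unique and multiple alignments per gene with Bedtools coverage. What the authors deposited are these whole-number counts, 1 table per library, before their TMM and CPM normalization. Each table has 17048 rows with 16881 different gene symbols, and the 167 further rows repeat a symbol, among them Actg1 and Calm2. Each such row was kept apart and tested. The paper's text names neither the genome build nor the annotation, so no coordinates are given, and counts from multiple alignments make near-identical genes uncertain. Because 3′ reads are counted, a transcript gives counts from its end alone and gene length is not corrected for. The removal of PCR duplicates is not described and the tables hold no molecular identifiers, so counts of 1 row are not independent molecules. No column of other samples was in the files used (0 columns).

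Total counts per library were 5478066 and 5412882 (High), 5124863 and 5914540 (Medium), and 6213676 and 5460031 (Low), and 9566 rows had a count in at least 1 library. The median of the nonzero counts ran from 206 in High replicate 2 to 374 in Medium replicate 1. Values of 3 counts or fewer in all libraries of a group were treated as a floor, and folds against such a group were computed from 3 counts and given as lower bounds. These bounds cover counting error only, and the true fold can be smaller where a row came from few molecules.

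All computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with edgeR's filterByExpr, which left 7729, normalized with TMM and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. All 6 libraries entered one fit of the 3 group means. The contrasts were Low against High, Medium against High, Low against Medium, and the mean of Low and Medium against High. The common dispersion was 2.04 and the prior degrees of freedom 6.96, beside 3 residual degrees of freedom. Group values are mean ± SD of TMM-normalized CPM over 2 libraries. With 4 libraries against 2, an exact two-sided permutation test of a single gene cannot go below p = 0.133, and with 2 against 2 not below 0.333, so p-values come from models that share the spread across genes.

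The fold rule of the paper was applied as a ratio of at least 1.5 between group means of CPM plus 1 and a mean log2(CPM + 1) of at least 2 in the higher group. Unchanged groups were simulated 100 times from negative binomial counts with the fitted dispersions, because both comparisons share the High libraries. Genes were drawn independently, with the same dispersion in all libraries. Each draw was filtered again, so that it can hold fewer genes than the deposited counts. Similarity was described by the correlation of the fold changes across genes and by the root mean square log2 difference of the 500 genes that differ most between 2 libraries. Gene lists were tested with camera at a preset correlation of 0.01, adjusted within each family of lists, with the median log2 fold change after raising each library to 3 counts. There were 16 lists read from the figures and text of the paper, and 17 lists set here for comparison, namely neurons, neuronal progenitors, radial glia, astrocytes, oligodendrocyte lineage, microglia, meningeal and vascular cells, cell cycle, immediate early genes, integrated stress response, heat shock response, NRF2 oxidative stress response, p53 targets, hypoxia response, cholesterol synthesis, calcium-responsive genes and Notch targets. Of these 17, 15 had enough genes to test.

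The text names every gene that the paper names for the RNA-seq, apart from 1 that is not reported here. Of the heatmaps it names members past the threshold or opposite to the colour read from the figure. It also names up to 5 genes per direction with the largest log2 fold change among those with an adjusted p under 0.05, a mean log CPM of at least 3, and all 4 Low and Medium libraries on one side of both High libraries. Other genes given by name were chosen after their values were seen. This rule, the designs, the gene lists, the colours read from figures and the alternatives were set before the data were examined, apart from those said to be chosen after seeing the data. The alternatives were DESeq2, other normalizations, other filters, limma-voom, other list tests, other forms of the fold rule, fits on fewer libraries, and leaving out each library in turn. Counts of calls and of genes passing were taken only with a Low or Medium library left out, not with a High one.

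The fit was tested on simulated counts in which 200 genes were changed, all with at least 1000 expected counts. Genes with fewer counts were not changed, so their recovery is not known. At a fold of 3, 36.9 of the 200 (18.4%) were recovered on average over 10 draws with 10.3 false calls (21.8% of calls), and at a fold of 1.5, 0.1 of the 200 with 2.3 false calls. Unchanged genes had an unadjusted p under 0.05 in 5.63% and 5.76% of cases.

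The gene set enrichment, DAVID and ChEA3 results of the paper use gene collections that were not used here, so those enrichments were not repeated. The chromatin accessibility experiment was not analysed here.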

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

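The tests of uniform carry-over, of fewer messenger RNA molecules, of ribosomal counts displacing the called genes and the lists, of single libraries deciding the list medians and of genes moving together were chosen only after the results were seen. The removal of the paper's genes and the matched random lists were set out before their results were known.

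Ribosomal RNA rows were lower in Low and Medium than in High. The log2 fold change was −2.33 for Rn45s, −2.57 for Rn18s and −1.94 for Rn28s, each lower in 4 of 4 libraries (adjusted p = 0.0111, 0.0278 and 0.0111 from edgeR's quasi-likelihood test). These rows share sequence, since the 45S precursor contains 18S and 28S, and multiple alignments were counted, so they are not separate measurements. For Rn18s the log2 fold change was −1.70 without High replicate 2. Both High libraries had more, but they differed from each other, with 26.1% and 38.4% of their counts on ribosomal rows, and Medium replicate 2 stood at 13.0% against 7.27% in Medium replicate 1. A carry-over of all ribosomal RNA by the same factor is argued against by the 5.8S rows, which were higher in High by 0.21 on the log2 scale (SD 0.62) relative to counts outside ribosomal RNA, where Rn45s, Rn18s and Rn28s were higher by 2.36, 2.49 and 2.00. The 5.8S RNA is short, and how well the protocol keeps it is unknown. A smaller number of messenger RNA molecules in High is argued against by the rows at 0. At a matched level in the other libraries, High had 0.984 times their RNA molecules per row, where the rise in ribosomal counts would need 0.206. What stays open is whether priming inside ribosomal RNA, RNA quality, or the amount of ribosomal RNA in cells on the High film differed. Each film has its own 2 libraries, so these could not be separated by film, and a biological difference was not tested.

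Outside ribosomal RNA and the genes that the paper names, 4 genes were called for the mean of Low and Medium against High. Brd2 was at 1043 ± 120 CPM (SD, n = 2) in High, 295 ± 40.5 in Medium and 166 ± 19.1 in Low (log2 fold change −2.24, standard error 0.26, adjusted p = 0.0111). Hspa1b had 4923 and 2519 counts in High, 17 and 198 in Medium, and 185 and 123 in Low (log2 fold change −5.30, standard error 0.72, adjusted p = 0.0278). Its near-identical copy Hspa1a had 807 and 370 counts in High, 0 and 180 in Medium, and 0 and 87 in Low, and reads of either can be counted on both. Basp1 was at 343 ± 17.3 CPM in High, 1380 ± 553 in Medium and 1380 ± 174 in Low (log2 fold change 2.01, standard error 0.29, adjusted p = 0.0399), and Cox7c at 1059 ± 72.2, 2694 ± 260 and 2866 ± 555 CPM (log2 fold change 1.39, standard error 0.21, adjusted p = 0.0438). Brd2 and Hspa1b were lower and Basp1 and Cox7c higher in 4 of 4 libraries. The displacement of other counts by ribosomal RNA in High is argued against, since it can only lower other rows in High, and by at most 0.59 on the log2 scale at these shares. Per total count, the lower calls outside ribosomal RNA (Hmox1, Cdkn1a, Brd2 and Hspa1b) had log2 changes of −1.12 or less. Per count outside ribosomal RNA, a scale that displacement leaves at 0, the higher calls (Tuba1a, Basp1 and Cox7c) rose by 1.35 or more. Cox7c was not called with DESeq2's size factors, and limma-voom called neither Hspa1b nor Basp1, with the same directions. The calls of Hmox1, Cdkn1a, Brd2 and Hspa1b together may reflect a stress response on the High film, and this remains a hypothesis. Differences in handling between the dishes of the films stay open, because no label gives a batch.

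Of the 15 lists set here that were tested, 3 stood lower in Low and Medium. Immediate early genes had a median log2 fold change of −1.58 with 11 of 13 genes lower (camera adjusted p = 9.78e-05), the integrated stress response −1.52 with 11 of 13 lower (0.00119), and the NRF2 oxidative stress response −1.52 with 11 of 11 lower (0.000248). Among their genes, Atf3 had 991 and 291 counts in High and 0 in the other 4 libraries, at least 292-fold lower in Low, and Srxn1 was at 304 ± 55.8 CPM (SD, n = 2) in High, 18.7 ± 15.8 in Medium and 32.4 ± 4.25 in Low, both chosen here after their values were seen. Atf3 is in both the immediate early and the integrated stress lists, and Slc7a11 in both the integrated stress and the NRF2 lists. The paper shows 2, 1 and 2 genes of the 3 lists, and 3 of the 3 lists still passed without them (adjusted p = 0.000778, 0.00265 and 0.00265). Displacement by ribosomal counts is argued against, since it would lower these genes in High, and per total count the highest of the 3 medians was −1.12. With each library left out, the medians ran from −2.18 to −1.20, the highest for NRF2 without High replicate 1 and the lowest for the integrated stress response without Low replicate 2. Random lists matched on expression argue against random loss of rows, with each median at percentile 0.01, the smallest that 10000 lists can give. The size of the list test is less sure. With the correlation between genes estimated from the libraries, the smallest adjusted p of the 3 was 0.322, and fry passed the immediate early and NRF2 lists (0.0327 each) but not the integrated stress response (0.179). Estimating the correlation also refers camera to the 3 residual degrees of freedom, so the larger p is not evidence that genes move together. With 6 libraries, genes that move together and a shift of the list cannot be told apart. A candidate explanation is an oxidative and immediate early stress response of cells on the High film, which was not tested apart from how those 2 libraries were prepared.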

How the results depend on the processing

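The forms of the fold rule with a p-value from an unmoderated model, the fits without ribosomal RNA rows and the fits with rows of a repeated symbol summed were chosen after seeing the data. Where no cause is named for a change, the cause was not tested.

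The number of genes called was the result that moved most. For Low against High, Medium against High, Low against Medium and the mean of Low and Medium against High, edgeR's quasi-likelihood test called 4, 1, 0 and 10 genes. DESeq2 called 300, 307, 116 and 375 (146, 160, 58 and 209 of them higher). For the mean contrast, it called 89 on average on simulated unchanged libraries made of few molecules. No filter beyond 1 count gave 34, 48, 5 and 68 calls, and a filter of 10 counts on average gave 30, 40, 0 (195 unadjusted) and 56. Under these filters more genes were tested (9566 and 8478 against 7729) and the prior degrees of freedom rose from 6.96 to infinity and to 84.8, so that the spread of each gene was drawn more strongly to the common one. limma-voom gave 16, 14, 0 (380 unadjusted) and 23 calls. Without ribosomal RNA rows 2 genes remained for Low against High, of the 4, because the other 2 were ribosomal rows, and 7 for the mean contrast. Fits on only the 4 libraries compared gave 0 calls for Low against High (577 unadjusted), 0 for Medium against High (281) and 0 for Low against Medium (99), with fewer libraries in the fit. Low and Medium as one group of 4 gave 19 calls. The mean contrast gave from 35 calls without Medium replicate 1 to 242 without Medium replicate 2 (45 higher, 197 lower), with the median of all genes at −0.63 in the latter against −0.12 with all libraries. The fits on 5 libraries also raised the prior degrees of freedom, to 21.8 without Medium replicate 2 and to infinity without either Low replicate. More calls in these fits are therefore not stronger evidence. Calls were not counted with a High library left out. With DESeq2's size factors 10 genes were called, 2 higher and 8 lower, 9 of them shared with TMM. The 10 calls of the mean contrast were all shared with DESeq2, both filters, upper-quartile normalization and each fit without 1 Low or Medium library. limma-voom shared 6 of them.

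The replicate block, which treats libraries with the same number as a pair, gave 30, 39, 0 (129 unadjusted) and 57 calls, the last with all 10 shared. Deviations of libraries with the same number correlated at 0.00655 (High and Medium), 0.00342 (High and Low) and 0.00733 (Medium and Low), so the numbers do not pair the samples, and the block changed the prior degrees of freedom to 61.8. With the block the neural stem cell list had an adjusted p of 0.0848 and the neurons list set here 0.0488, where it had 0.135 without it.

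For the fold rule, requiring the value in every library gave 1077 higher and 1006 lower for Low, 1004 and 773 for Medium, 557 higher and 373 lower in both, and 86 opposite. An added unadjusted p from edgeR gave 196 and 131, 182 and 126, 123 and 41, and 0. A value of at least 4 gave 812 genes higher in both and 204 opposite, and a fold of 2 gave 858 higher and 956 lower in both and 169 opposite. Library size alone, without TMM, gave 3224 higher and 1695 lower for Low (2366 and 2324 with TMM), 2914 and 1972 for Medium (2162 and 2538), 1903 and 997 in both (1296 and 1509) and 535 opposite (449), so that the excess of lower genes in Medium depends on the scaling. With DESeq2's size factors the counts were 2270 and 2423, 2054 and 2682, 1217 and 1611, and 457. The mean value of both groups with an unmoderated p gave 277 and 262, 216 and 242, 70 and 65, and 2, and the value in the higher group with that p gave 317 and 296, 240 and 270, 82 and 75, and 2, in the same order. Leaving out each library moved the opposite genes from 336 without High replicate 1 to 852 without Medium replicate 2, under the range of unchanged groups simulated for the same 5 libraries in each fit except that without Medium replicate 2. The genes higher in both ran from 998 without Medium replicate 2 to 1807 without High replicate 1, above that range only without Medium replicate 1 or Low replicate 1 and under it without High replicate 2. The genes lower in both lay above it except without Medium replicate 1 (1378). The simulated draws were filtered again and can hold fewer genes, so values above the range are not evidence of an excess. The rules with a higher value, a larger fold or the value in every library are stricter by construction.

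Leaving out each library moved the correlation of the Low and Medium fold changes from 0.424 to 0.714 (Pearson) and from 0.392 to 0.723 (Spearman), lowest without Medium replicate 2 and highest without High replicate 1. Part of this follows from the number of libraries, since unchanged groups gave 0.666 (Pearson) on average without High replicate 1 and 0.407 without Medium replicate 2, in simulations chosen after seeing the data. Beside them, Pearson's correlation stayed above the simulated range without High replicate 1, either Low replicate or Medium replicate 1, and lay within it without High replicate 2 or Medium replicate 2. Spearman's lay above the simulated range in all 6 fits, by the least without High replicate 2 (0.687 against 0.686) and Medium replicate 2 (0.392 against 0.391). The distance between Low and Medium minus that within groups was −0.0647 and ran from −0.428 without Medium replicate 1 to 0.618 without Medium replicate 2, and the distance to High minus that between Low and Medium ran from −0.251 to 0.447, so that both signs occurred among the fits on 5 libraries.

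Among gene lists, the adjusted p from camera rose to 0.312 for the neural stem cell, neuronal, apoptotic and co-upregulated lists with the correlation estimated. That setting also refers camera to the 3 residual degrees of freedom, so the rise cannot be put down to the correlation alone. The neural stem cell list had 0.0574 with a filter of 10 counts on average, and its median ran from 0.88 to 1.53 with 1 library left out. The oligodendrocyte list passed under fry (0.0200). Over all 155 list tests under alternatives, 143 kept their side of the threshold, 10 lost it and 2 gained it. Of 248 medians, 237 moved by less than the spread between replicates and 1 reversed by more than it. That was the astrocyte list set here, whose median ran from −0.38 to 1.01, the latter without High replicate 2.

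Of 594 log2 fold changes under alternatives for 46 genes and rows, 503 kept their direction and side, 5 lost the threshold, 64 gained it, 10 moved and 12 reversed. limma-voom gave 0.43 for Orai1 and 2.55 for Slc8a1 where edgeR gave negative values. Leaving out each library gave ranges from −4.85 to 0.34 for Cacna1b, −1.73 to 1.52 for Itpr2, −5.07 to 2.86 for Itpr3, −4.95 to 8.09 for Orai1, −3.75 to 1.63 for Orai2 and −2.45 to 9.81 for Slc8a1. The highest value came without High replicate 1 for the Orai genes and without High replicate 2 for the others. For Pax6 the range was −0.32 to 10.66 (−0.01 without Low replicate 1), for Sox11 −3.30 to 9.35 and for Sox8 −0.51 to 1.65, each lowest without Medium replicate 2. Values above 8 arise where the High library left has 0 counts and are set by the prior count. The same holds for −3.30 in Sox11, where the Medium library left has 0 counts. It also holds for −4.95 in Orai1, where the Low library left has 0 counts. In contrast, Hmox1 ran from −2.49 to −2.25 and Cdkn1a from −1.62 to −1.42.

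Counting error at this depth was not what limited the genes with few counts. At an expected 100 to 200 counts, from 10.8% to 48.5% of rows were at 0, so a gene of this level can be missing from 1 library while present in its replicate, and for the 6 reversed calcium channel genes, Pax6, Sox11 and Sox8 the direction could not be separated from the spread between replicates.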

Differences from the paper's values

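The alternative forms of the fold rule with an unmoderated p-value were chosen after seeing the values. The paper's counts are read by eye from Fig. 3E. The rule in the Figure 3 legend has no p-value. For another gene list, the Figure 5 legend adds a p-value under 0.05 without naming the test.

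For genes higher in Low than in High the paper has about 280 in Fig. 3E, and the fold rule gave 2366. For genes lower in Low it has about 250 in Fig. 3E against 2324. For Medium it has about 220 higher in Fig. 3E against 2162, and about 240 lower in Fig. 3E against 2538. For genes shared by both comparisons it has about 49 higher in Fig. 3E against 1296, about 79 lower in Fig. 3E against 1509, and about 2 in opposite directions in Fig. 3E against 449. Of the alternatives set before the data were examined, only the added unadjusted p under 0.05 from edgeR's test came within 1.5 times of the paper's values, for the genes higher in Low (196) and higher in Medium (182), and none came within it for the other 5. Of 18 combinations of value, place and p-value chosen after seeing the values, 2 came within 1.5 times of all 7 counts. With a mean value of both groups of at least 2 and an unadjusted p under 0.05 from an unmoderated linear model per row, the counts were 277 and 262 for Low, 216 and 242 for Medium, 70 and 65 shared, and 2 opposite. With a value of at least 4 in the higher group and the same p, they were 276 and 256, 215 and 240, 70 and 65, and 2. With a value of at least 2 in the higher group and the same p, also chosen after seeing the values, 6 of the 7 counts came within it (317 and 296, 240 and 270, 82 and 75, and 2).

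The paper presents the Low and Medium profiles of its differentially expressed genes as highly similar. Over all genes tested, the measures went both ways. The correlation of the Low and Medium fold changes was 0.574, above that of simulated unchanged groups (0.475 to 0.519), and 449 genes passed the fold rule in opposite directions, fewer than in those groups (626 to 757). The simulated genes were drawn independently, so neither value is by itself evidence of similar profiles. The mean distance between Low and Medium libraries was 5.87 and that between replicates of the same film 5.93, while that of Low and High libraries was 5.92, and clustering of all libraries did not separate High from the others.

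The paper shows lower expression of the astrocyte differentiation list in Low and Medium. The list had a median log2 fold change of −0.21 and a camera adjusted p of 0.979 over 4 genes tested. The paper shows Calm2 as higher in Low and Medium. Of the 2 Calm2 rows, one had a log2 fold change of −0.34 (−0.04 without Low replicate 1) and the other 0.93. The paper shows Kdm1b as lower in Low, and its log2 fold change there was 0.02.

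The paper presents its named genes as differentially expressed by a fold change and a normalized value, without a p-value in the Figure 3 legend. The calls given here need an adjusted p under 0.05 instead, so a gene that is not called can still meet the paper's rule. Of the genes given here, edgeR's quasi-likelihood test called Hmox1, Cdkn1a and Tuba1a for the mean of Low and Medium against High. DESeq2 added Pdpk1, Sqstm1, Hsp90aa1, Pkd2, Actg1 in both rows, Olig2, Sox2, Nes, Lhx2, Ezh2, the second Calm2 row and Map4. Leaving out the filter added Ppp1r15a, Fosl1, Sqstm1, Hsp90aa1, both Actg1 rows and the second Calm2 row, and a filter of 10 counts on average added the same genes without Ppp1r15a. limma-voom left out Fosl1 as well. DESeq2's size factors added Hsp90aa1. The replicate number as a block added Fosl1, Sqstm1, Hsp90aa1, both Actg1 rows and the second Calm2 row. Leaving out Medium replicate 1 added Fosl1, Sqstm1, Hsp90aa1 and both Actg1 rows. Leaving out Medium replicate 2 added to these Ppp1r15a, Pdpk1, Sox2, Lhx2 and the second Calm2 row. Leaving out Low replicate 1 added the same as leaving out the filter, and leaving out Low replicate 2 the same as the filter of 10 counts on average. Low and Medium as one group of 4 added Hsp90aa1 and both Actg1 rows. For the single comparisons with High, edgeR's test called Hmox1 in each. DESeq2 called Dll1 for Low and Fn1 for Medium, beside genes named above. Of the genes given here, the other filters, the block and limma-voom called none there beyond those named above. None of these settings called Cacna1b, Cacna1c, Cacna2d1, Itpr2, Itpr3, Orai1, Orai2, Slc8a1, Trpm7, Anxa6, Ercc6, Pik3r1, Fem1b, Zic2, Nr2f1, Pax6, Sox8 or Sox11.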

Other observations

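The test of counting noise was chosen only after the result was seen. The other tests in this part were set out before their results were known.

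In all 6 libraries many rows had 0 counts where other libraries had many. At an expected 100 to 200 counts, from 10.8% (Medium replicate 2) to 48.5% (Medium replicate 1) of rows were at 0, which argues against counting noise, since Poisson counting would leave almost none. A candidate explanation is that each row came from few RNA molecules that were each counted many times. The counts per molecule worked out from rows at an expected 20 to 50 counts (42.3 to 135) predicted 13.6% of rows at 0 at 100 to 200 counts on average, against 22.9% observed. The mean absolute difference was 9.35 percentage points, under the limit of 10 set for it, though the observed share was higher in 6 of 6 libraries, so that part of the rows at 0 is not accounted for. If the condition switched rows off, replicates would share their rows at 0. The correlation of rows at 0 was 0.0671 on average between replicates and 0.0340 between conditions, a difference of 0.0331 with overlapping ranges (0.00629 to 0.113 and −0.0542 to 0.130), so that a contribution of the condition cannot be told apart from none with 3 replicate pairs.

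DESeq2 called 375 genes for the mean of Low and Medium against High where edgeR's quasi-likelihood test called 10. On 5 simulated sets of unchanged libraries in which rows came from few amplified molecules, DESeq2 called 89 on average (73 to 115) and edgeR 0. Such calls may make up part of the 375, but the simulated number was neither close to the observed one nor negligible, so the remainder and real changes that edgeR missed cannot be told apart.

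Among the 10 calcium channel genes that the paper names, 22 of 60 values were at 0. Lists of the same size and mean expression had 23.5 on average, and the observed number stood at percentile 36.8, so a random loss of rows could account for the values at 0. In the 75 genes of the histone modifier panels, Medium replicate 1 had 35 at 0 where matched lists had 26.2 on average (20 to 33), at percentile 99.9. A random loss of rows in that library is argued against. High replicate 2 had fewer at 0 than matched lists (11, percentile 1.79), and the other 4 libraries lay within the range of such lists. Medium replicate 2, on the same film, had 12 at 0 (percentile 84.2), so the film alone does not give the pattern. No further explanation was tested.

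Other lists set here did not stand apart for the mean of Low and Medium against High. Neurons had a median log2 fold change of 2.44 over 6 of 22 genes tested, with 5 higher (camera adjusted p = 0.135), and 12 of the 22 were at 0 in all libraries. Heat shock response had −0.80 over 14 rows, with 11 lower (0.135), and p53 targets −0.60 over 12, with 10 lower (0.284, and from −0.99 without Medium replicate 1 to −0.21 without High replicate 1 for the median). Calcium-responsive genes had −1.23 over 6, with 5 lower (0.285), and radial glia 0.79 over 6, with 5 higher (0.434, and 0.25 for the median without High replicate 1). Cholesterol synthesis had 0.17 over 14 (0.434, and 0.04 for the median without High replicate 2), cell cycle 0.09 over 18 (0.648), Notch targets 0.07 over 3 (0.721) and hypoxia response −0.10 over 12 (0.774). Oligodendrocyte lineage had −0.12 over 4 (0.905), astrocytes −0.12 over 6 (0.905) and neuronal progenitors 0.00 over 4 (0.905). The medians of the last 3, of hypoxia response, of cell cycle and of Notch targets changed sign with 1 library left out. Oligodendrocyte lineage ran from −1.59 without Medium replicate 2 to 0.87 without High replicate 2, Notch targets from −0.91 without Low replicate 1 to 1.07 without High replicate 1, neuronal progenitors reached 1.07 and hypoxia response 0.69 without High replicate 1, astrocytes reached 1.01 without High replicate 2, and cell cycle ran from −0.02 without Medium replicate 2 to 0.40 without High replicate 1. Microglia had 0 of 12 genes and meningeal and vascular cells 2 of 12 with enough counts, and these were not tested. Col1a1 had 2005 counts in Medium replicate 2, 38 and 116 in High, and 0 or 1 in the other 3 libraries, and Col3a1 had 384 counts in Medium replicate 2 and 0 elsewhere, both named here after their values were seen.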
